# Polycomb protein RYBP facilitates super-enhancer activity

**DOI:** 10.1186/s10020-024-01006-3

**Published:** 2024-11-27

**Authors:** Yu Hong, Ranran Dai, Xinlan Li, He Xu, Chao Wei

**Keywords:** Epigenetic, Polycomb complex, Enhancer, Stem cell, Histone modification

## Abstract

**Background:**

Polycomb proteins are conventionally known as global repressors in cell fate determination. However, recent observations have shown their involvement in transcriptional activation, the mechanisms of which need further investigation.

**Methods:**

Herein, multiple data from ChIP-seq, RNA-seq and HiChIP before or after RYBP depletion in embryonic stem cell (ESC), epidermal progenitor (EPC) and mesodermal cell (MEC) were analyzed.

**Results:**

We found that Polycomb protein RYBP occupies super-enhancer (SE) in ESCs, where core Polycomb group (PcG) components such as RING1B and EZH2 are minimally enriched. Depletion of RYBP results in impaired deposition of H3K27ac, decreased expression of SE-associated genes, and reducing the transcription of enhancer RNA at SE regions (seRNA). Regarding the mechanism of seRNA transcription, the Trithorax group (TrxG) component WDR5 co-localizes with RYBP at SEs, and is required for seRNA expression. RYBP depletion reduces WDR5 deposition at SE regions. In addition, TrxG-associated H3K4me3 tends to be enriched at SEs with high levels of seRNA transcription, and RYBP deficiency impairs the deposition of H3K4me3 at SEs. Structurally, RYBP is involved in both intra- and inter-SE interactions. Finally, RYBP generally localizes at SEs in both in vitro cell lines and in vivo tissue-derived cells, dysfunction of RYBP is associated with various cancers and developmental diseases.

**Conclusion:**

RYBP cooperates with TrxG component to regulate SE activity. Dysfunction of RYBP relates to various diseases. The findings provide new insights into the transcriptionally active function of Polycomb protein in cell fate determination.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-024-01006-3.

## Background

The discovery of Polycomb group proteins unveiled the existence of global repressors (Lewis 1978), and has been found to be crucial for controlling segmentation in *Drosophila* (McKeon et al. 1994). Dysregulation of PcG proteins is associated with various developmental abnormalities and cancers, including embryonic lethality, colorectal cancer and bladder tumors, prostate cancer, and breast cancer (Bachmann et al. 2006; Mimori et al. 2005; Pasini et al. 2004; Weikert et al. 2005). PcG family comprises two main subfamilies: Polycomb Repressive Complex 1 (PRC1) and Polycomb Repressive Complex 2 (PRC2) (Gao et al. 2012; Hisanaga et al. 2023; Meng et al. 2020). Core components of PRC2, including EED, SUZ12, EZH1, and EZH2, catalyze histone H3 lysine 27 trimethylation (H3K27me3) (Hisanaga et al. 2023; Meng et al. 2020). PRC1 mediates mono-ubiquitylation of histone H2A at position 119 (H2AK119ub1) and consists of several members such as CBX (CBX2, CBX4, CBX6, CBX7, CBX8), PCGF (PCGF1, PCGF2, PCGF3, PCGF4, PCGF5, PCGF6), PHC (PHC1, PHC2, and PHC3), RING1A, RING1B, RYBP or YAF2 (Gao et al. 2012; Morey et al. 2013; Tavares et al. 2012). Based on the presence or absence of CBX7 and RYBP, PRC1 can be further categorized into canonical PRC1 (CBX7-defined) and non-canonical PRC1 (RYBP-defined) (Morey et al. 2013; Tavares et al. 2012). Canonical PRC1 and non-canonical PRC1 can cooperatively regulate the suppression of developmental genes, while also independently regulating specific sets of genes (Morey et al. 2012). Crosstalk between PRC1 and PRC2 collectively mediates developmental gene repression (Eskeland et al. 2010; Francis et al. 2004; Morey et al. 2012; Pengelly et al. 2015; Tavares et al. 2012). Typically, PRC2 catalyzes H3K27me3, which is recognized by canonical PRC1 to catalyze H2AK119ub1, leading to chromatin compaction and silencing of lineage commitment genes (Eskeland et al. 2010; Francis et al. 2004; Morey et al. 2012; Pengelly et al. 2015; Tavares et al. 2012). On the contrary, the deposition of RYBP-defined non-canonical PRC1 is independent of H3K27me3 (Tavares et al. 2012). During this process, non-canonical PRC1 firstly catalyzes H2AK119ub1, recruiting PRC2 and forms the Polycomb domain (Blackledge et al. 2014).

A previous study indicated that a subset of genes occupied by RYBP exhibits higher transcription levels compared to those bound by CBX7 (Morey et al. 2013). These RYBP-targeted genes are enriched in cellular maintenance terms such as metabolism and cell-cycle progression (Morey et al. 2013), suggesting a transcriptional activation function of Polycomb protein. In differentiated cells, the PRC2 component EZH1 is required for RNA polymerase II elongation (Mousavi et al. 2012). The mechanism underlying how PcG components activate gene expression needs further elucidation.

In the present work, it was observed that RYBP localizes to SE regions with minimal deposition of other PcG components. Loss of RYBP led to impaired SE activity, characterized by reduced deposition of H3K27ac and diminished expression of enhancer RNAs (eRNAs) at SEs. Furthermore, RYBP was found to cooperate with TrxG components to promote H3K4me3 deposition at SEs, a modification associated with eRNA transcription. Lastly, dysregulation of RYBP was linked to various disease pathologies.

## Materials and methods

### Cell lines and culture conditions

Wild-type (WT) mouse ESCs were maintained in ESC medium composed of DMEM (Hyclone, SH30022.01), 15% fetal bovine serum (ThermoFisher, 10099141 C), and 1000 U/mL recombinant LIF (Millipore, ESG1107), 0.1 mM β-mercaptoethanol (ThermoFisher, 31350010), 100× Glutamax (ThermoFisher, 35050061), 100× nonessential amino acids (ThermoFisher, 11140050). *Rybp*-floxed ESCs were cultured in ESC medium, RYBP-depleted ESCs were generated by supplementing the medium with 5 µM 4-hydroxytamoxifen (4-OHT, Sigma, H7904) for 4 days.

Data of embryonic development in Fig. 5H was obtained from public data set (GSE22182), and the detailed methods were described in the published literature (Tang et al. 2011). In brief, at E1.5, E2.0, and E2.5, two-cell, four-cell, and eight-cell embryos were flushed from the oviduct. Subsequently, individual blastomeres were separated by gently pipetting with a glass capillary in calcium-free medium. The isolated single cells were then washed twice in 0.1% BSA before being individually picked for further analysis.

### Differentiation of ESCs to mesodermal cells

The *Rybp*-floxed ESCs were dissociated into single cells and seeded at a density of 200,000 cells per well in low-attachment six-well plates. The cells were cultured in M1 medium, which consists of a 3:1 ratio of IMDM (Hyclone, SH30228.02) to F12 (ThermoFisher, 11765054), supplemented with 0.05% BSA (Sigma, A7906), 100× N2 (Gibco, 17502048), 50× B27 (Gibco, 12587010), 450 µM MTG (Sigma, M6145), and 50 µg/mL vitamin C (Merck, A4544). After 48 h, the EBs were dissociated into single cells and reseeded onto low-attachment plates, and were cultured in MEC medium, which consists of M1 medium and 5 ng/mL VEGF (Peprotech, 450 − 32), 8 ng/mL Activin A (Peprotech, 120-14E), and 1 ng/mL BMP4 (Peprotech, 315 − 27). The cells continued to be cultured for an additional 40 h. Partial embryoid bodies (EBs) were then cultured in MEC medium with or without 4-OHT for 4 days. These EBs were used for RNA extraction to assess gene expression. Additionally, partial EBs were dissociated into single cells and replanted into 96-well plates in MEC medium with or without 4-OHT for another 4 days. Subsequently, cell viability was assessed using the CCK-8 (Dojindo, CK04) assay to determine cell numbers.

### Differentiation of stem cells to cardiomyocytes

The differentiation experiment in Fig.S5B was performed according to the established protocol (Lin et al. 2017). 70–80% confluent hESCs were transferred to differentiation medium, which consisted of DMEM/F12 (C11330500BT, Gibco) supplemented with 10.7 µg/ml transferrin (T0665, Sigma), 71 µg/ml L-ascorbic acid-2-phosphate magnesium (A8960, Sigma), 14 ng/ml sodium selenite (S5261, Sigma), and 1× Chemical Defined Lipid Concentrate (11905031, Gibco). This day was designated as Day 0. From Day 0 to Day 1, the medium was supplemented with 6 µM CHIR99021 (S1263, Selleck). On Day 2, the cells were transitioned to medium 1 with the addition of 3 µg/ml Heparin (S1346, Selleck) until Day 7. Additionally, from Day 2 to Day 5, the culture medium was supplemented with 3 µM IWP2 (S7085, Selleck). Starting from Day 7, the hESC-derived cardiomyocytes were cultured in differentiation medium 1, and supplemented with 20 µg/ml insulin (91077 C, Sigma). Typically, spontaneous contractile clusters of human cardiomyocytes (hCMs) emerged by Day 7.

The differentiation data in Fig. 5I were obtained from public data (GSE145623), and the detailed methods was described in a patent (Biomaterials for 3D Cell Growth and Differentiation). In brief, mouse ESCs were seeded into plates coated with crosslinked elastin-like proteins. They were initially cultured in LIF-free ES culture medium for 2 days. After this period, the medium was replaced with GMEM supplemented with 2.5% KnockOut Serum Replacement, 1% NEAA, and 10 µM β-mercaptoethanol for the following 12 days.

### Reprogramming of MEF to iPSCs

The reprogramming experiment in Fig.S5C was performed according to an established protocol (Chen et al. 2011). In detail, retroviral vectors containing the cDNAs of *Oct4*, *Sox2*, and *Klf4* were transfected into PlatE cells using calcium phosphate transfection to generate the viruses. Mouse embryonic fibroblasts (MEFs) within one passage were seeded in dishes at a density of 5000 cells/cm² and cultured in MEF medium (DMEM with 10% FBS) for 24 h. Subsequently, the medium was replaced with MEF medium containing the *Oct4*,* Sox2*, and *Klf4* viruses and 4 µg/ml polybrene (Sigma, H9268). After 24 h, the medium was refreshed with new MEF medium containing the virus and 4 µg/ml polybrene for an additional 24 h. Following this infection period, the medium was changed to iCD1 medium (Chen et al. 2011), and the cells were cultured for 7 days to generate induced pluripotent stem cells (iPSCs).

Reprogramming data in Fig. 5J were obtained from public data (GSE19023), and the detailed methods was described in the published literature (Heng et al. 2010). In brief, MEFs were infected with viruses carrying the reprogramming factors. The medium was refreshed with new MEF medium one day post-infection. On the second day after infection, the cells were transferred to MEF feeder layers and maintained in FBS-containing medium for 6 days. Subsequently, the cells were cultured for an additional 5 to 15 days in medium supplemented with KnockOut Serum Replacement.

### Embryoid body (EB) formation

WT and RYBP knockout (KO) mouse ESCs were obtained from the Li laboratory (Zhao et al. 2020). These cells were cultured in low-adhesion dishes in ESC medium lacking LIF. EBs were collected on Days 2, 4, 6, 8, 10, and 14, and RNA was extracted from the formed EBs.

### RNA extraction

The extraction of RNA was performed according to the instructions of the commercial RNA extraction kit (Promega, LS1040). First, 3 to 5 million cells were resuspended in 0.5 ml of RNA lysis buffer, allowing sufficient time for complete cell lysis. Then, an equal volume of RNA dilution buffer was added and mixed thoroughly. The mixture was centrifuged at 13,000 g for 5 min at 4 °C. The supernatant was carefully transferred to a new tube. Subsequently, 0.5 volumes of ethanol were added to the supernatant and mixed thoroughly. This mixture was transferred to an RNA-binding column to allow RNA adsorption. The column was washed once with wash buffer. Following this, the column was treated with DNase I at room temperature for 15 min to degrade any contaminating DNA. The column was then washed twice with wash buffer. Finally, the purified RNA was eluted with RNase-free water.

### Co-immunoprecipitation (Co-IP)

Biotin-tagged WDR5 ESC pellets were suspended in nuclear extract buffer A, which consists of 10 mM HEPES (GIBCO, 15630-080), 1.5 mM MgCl2 (Merck, M4880), 10 mM KCl (Merck, 60142), 0.5 mM DTT (Merck, 646563), 0.2 mM PMSF (Merck, 78830), and protease inhibitor cocktail (Merck, P8340). After centrifugation and washing with nuclear extract buffer A, the cell pellets were resuspended in nuclear extract buffer C, which consists of 20 mM HEPES (GIBCO, 15630-080), 20% glycerol (Merck, G6279), 0.42 M NaCl (Merck, S5150), 1.5 mM MgCl2 (Merck, M4880), 0.2 mM EDTA (ThermoFisher, AM9260G), 0.5 mM DTT (Merck, 646563), 0.2 mM PMSF (Merck, 78830), and protease inhibitor cocktail (Merck, P8340) and rotated at 4 °C for 2 h. The insoluble material was removed by centrifugation at 20,000 g at 4 °C for 30 min. The supernatant was then diluted 5-fold with buffer DNP, which consists of 20 mM HEPES (GIBCO, 15630-080), 20% glycerol (Merck, G6279), 100 mM KCl (Merck, 60142), 1.5 mM MgCl2 (Merck, M4880), 0.2 mM EDTA (ThermoFisher, AM9260G), 0.02% NP40 (Sangon, A100109), 0.5 mM DTT (Merck, 646563), 0.2 mM PMSF (Merck, 78830), and protease inhibitor cocktail (Merck, P8340) and incubated with 4 ug RYBP (Abcam, ab5976) antibody or IgG (Merck, PP64) antibody-coated protein G-agarose. After three washes with buffer DNP, the samples on beads were eluted by 1.5X SDS sample buffer for western blot analysis.

### Western blot

Total proteins were extracted from cultured cells using CytoBuster (Merck, 71009-M) at 4 °C for 15 min. Then, the proteins were separated on 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) gels and transferred to a 0.45-µm PVDF membrane (BIO-RAD, 1620177) via wet transfer. The membrane was then blocked with 5% BSA in TBST for 1 h at room temperature. Following this, the membrane was incubated with primary antibodies (RYBP, 1:1000, santa cruz, sc374235), WDR5 (1:500, santa cruz, sc-393080), SA-HRP (1:5000, YEASEN, 35105ES60), H3K4me3 (1:10000, ABclonal, A22146) overnight at 4 °C. After three washes for 10 min each, the membrane was incubated with Anti-rabbit IgG (1:1000, CST 7074P2) or Anti-mouse IgG (1:1000, CST, 7076P2) for 1 h at room temperature. Finally, the membranes were treated with Femto ECL substrate (BIO-RAD, 1705061) and the band signals were visualized.

### ChIP-seq

ChIP-seq experiments were conducted following procedures described in a previously published study (Lee et al. 2006). The antibodies used were 5 µg anti-RYBP (Abcam, ab5976), 5 µg anti-WDR5 (Bethyl Laboratories, A302-429 A), 2 µg anti-H3K4me3 (Abcam, ab8580), and 2 µg anti-H3K27ac (Abcam, ab4729). These antibodies were incubated with Dynabeads (ThermoFisher, 10004D) at 4 °C overnight. Cells (5 × 10⁷ for RYBP and WDR5 antibodies, 1 × 10⁷ for H3K4me3 and H3K27ac antibodies) were cross-linked with formaldehyde (Sigma, F8775) for 10 min. The cross-linking was quenched by adding 2.5 M glycine (Solarbio, G8200). The cells were then sonicated to fragment the DNA to sizes between 200 and 500 bp. The chromatin complexes were subjected to immunoprecipitation using the antibody-coated beads at 4 °C overnight. DNA-bound beads were washed four times to remove unbound DNA. The DNA was eluted with 210 µl of elution buffer. Cross-links were reversed by incubating the samples at 65 °C overnight. The samples were treated with RNase A (ThermoFisher, EN0531) at 37 °C for 2 h to remove RNA, followed by treatment with Proteinase K (ThermoFisher, 25530049) to eliminate proteins. DNA purification was achieved by adding a phenol: chloroform: isoamyl alcohol mixture (Amresco, 0883), followed by precipitation with ethanol. Finally, DNA pellet was then dissolved in of H₂O for subsequent sequencing. Two replicates were used for each group.

### HiChIP

HiChIP experiments were conducted following a well-established public method (Mumbach et al. 2016) with slight modifications. A total of 15 million mESCs were cross-linked with formaldehyde (Sigma, F8775) for 10 min. The cross-linking reaction was quenched by adding of 2.5 M glycine (Solarbio, G8200). The cells were subsequently resuspended in Hi-C Lysis Buffer and centrifuged at 2500 rcf for 5 min, after which the supernatant was discarded. The resulting cell pellets were digested at 37 °C for 2 h using 375 U of MboI restriction enzyme (NEB, R0147). Following digestion, proximity ligation was performed by adding a mixture comprising 37.5 µL of biotin-dATP (ThermoFisher, 19524016), 1.5 µL of 10 mM dCTP (ThermoFisher, 18253013), 1.5 µL of 10 mM dGTP (ThermoFisher, 18254011), 1.5 µL of 10 mM dTTP (ThermoFisher, 18255018), and 10 µL of DNA Polymerase I (NEB, M0210). This mixture was incubated at 37 °C for 1 h with gentle rotation. Subsequently, a 948 µL ligation master mix containing 3 µL 50 mg/mL BSA (sigma, A7906), and 10 µL 400 U/µL T4 DNA Ligase (NEB, M0202) was added, and the mixture was incubated at room temperature for 4 h with rotation. After centrifugation of the nuclei at 2500 rcf for 5 min, the supernatant was discarded. 6 µL of lambda exonuclease (NEB, M0262L) and 6 µL of exonuclease I (NEB, M0293L) were used to further treat the sample at 37 °C for 1 h. Following this incubation, a centrifugation step was performed at 2500 rcf for 5 min at 4 °C. The resulting pellet was resuspended in 880 µL of nuclear lysis buffer and sheared to generate DNA fragments approximately 500–1000 bp in size. Subsequently, 90 µL of Protein A (ThermoFisher, 10002D) beads were added to the sample and rotated at 4 °C for 1 h. The sample was then placed on a magnet, and the supernatant was transferred to new tubes. Following this, the sample was incubated overnight at 4 °C with rotation after the addition of 12 µg of anti-RYBP antibody (Abcam, ab5976). An additional 90 µL of Protein A beads were introduced to the sample, which were then rotated at 4 °C for 4 h. After performing three washes of the beads, the sample was resuspended in 100 µL of DNA Elution Buffer to elute the DNA. Each sample received 10 µg of Proteinase K (Invitrogen, 100005393) and was incubated at 55 °C for 45 min with shaking. DNA purification was achieved by adding a phenol: chloroform: isoamyl alcohol mixture (Amresco, 0883), followed by precipitation with ethanol. The resulting DNA pellet was then dissolved in 21 µL of H₂O. Finally, biotinylated DNA was captured using Streptavidin C-1 beads (ThermoFisher, 65001), and a commercial library preparation kit (Vazyme, TD502) was employed for library construction.

### ChIP-seq data analysis

Trim_galore (version 0.6.6) (Fóthi et al. 2024) was used to assess the quality of FASTQ files (parameters: trim_galore.py -i ./rawdata/sample.fq.gz). Then `Bowtie2` (v2.3.5.1)(Langmead and Salzberg 2012) with end-to-end alignment was used to align the trimmed reads to the mm9 or Rnor_6.0 reference (parameters: bowtie2.py -x ./Genome -i ./Reads/ sample.fq.gz -o ./). Subsequently, PCR duplicates from the resulting BAM files were removed using samtools sorted, and indexed with `Samtools` (v1.3.1) (Li et al. 2009) (parameters: samtools rmdup -s sample.bam ./ sample.sorted.bam). Index was established via `Samtools` (parameters: samtools index sample.bam). DeepTools (v3.3.0) (Ramírez et al. 2014) bamCoverage was used to generate bigwig files (parameters: bamCoverage -b sample.bam --normalizeUsing RPKM -p max -o sample.bw). Peaks were identified using MACS2 (v2.1.1) (Zhang et al. 2008) with a false discovery rate (FDR) threshold of 0.01, comparing treatment and input samples to detect significant binding sites. Peaks were identified if their false discovery rate (FDR) was below 0.01.

To incorporate replicates into the analysis, BAM files from biological replicates were merged using samtools merge. DeepTools computeMatrix and plotHeatmap functions were used to create heatmaps for visualization, the detailed codes could be observed in Supplementary Material 3. Data of quality control was provided in Table S1.

### HiChIP-seq data analysis

The initial trimming of adapters was conducted using fastp (version 0.20.0) (Chen et al. 2018) with the following parameters: `fastp --thread 8 − 5 -3 -i rawdata/sample_1.fastq.gz -o QC/sample_1.fastq -I rawdata/sample_2.fastq.gz -O QC/sample_2.fastq`. Subsequent mapping, filtering, correction, and binning of HiChIP data were carried out utilizing HiC-Pro (version 2.11.1) (Servant et al. 2015), with parameters set as follows: `HiC-Pro -c config.txt -i QC -o hicpro_outfile`. The aligned paired-end reads, which had undergone adapter trimming, were mapped to the mm9 reference genome. Following this, HiC-Pro was employed to filter out self-circle ligation, dangling ends, re-ligation, and other unwanted types after the mapping process. Raw contact matrices were generated at various resolutions: 10 kb, 25 kb, 50 kb, 100 kb, 500 kb, and 1 Mb. For the correction of raw contact matrices, the iterative correction method (ICE) was applied. To convert the allValidPairs output from the pipeline into Juicebox hic format at fragment resolution, the hicpro2juicebox.sh utility was utilized. The conversion of ValidPairs from the HiC-Pro results for all replicates into BEDPE format was accomplished using the hicpro2bedpe.py script, with the following parameters: `hicpro2bedpe.py -f sample_merged.allValidPairs -o hic2bedpe`.

Chromatin loops were identified with the cLoops tool (Cao et al. 2020) (version 0.93a, parameters: `cLoops -f hic2bedpe/sample_merged.bedpe.gz -o cLoops/ sample_merged -w -j -s -eps 1000,2000,5000 -minPts 10 -p 16`).

### RNA-seq data analysis

Trim_galore (version 0.6.6) (Fóthi et al. 2024) was used to assess the quality of FASTQ files (trim_galore.py -i ./rawdata/sample.fq.gz). Then Star (v-2.6.1b) (Dobin et al. 2013) was used to align the trimmed reads to the mm9 reference (star2.pl ./index/STAR/ ./Reads/sample.fq.gz -e -p 16 -g ./Genes.gtf). Gene-specific read counts were obtained using Htseq-count (version 2.0.1) (Srinivasan et al. 2020) (htseq-count.pl -o Counts -r ./Genes.gtf ./mapping/Bams/*.bam -l). Differentially expressed genes were detected with R package EdgeR (version 3.16.5) with default parameters (Robinson et al. 2010).

### Definition of enhancers

According to a previous study (Li et al. 2023), the identification of SEs was performed based on H3K27ac ChIP-seq data using the rank ordering of super-enhancers (ROSE) algorithm (https://github.com/stjude/ROSE). Subsequently, additional filtering was applied based on specific criteria: the remaining H3K27ac peaks were classified as putative enhancers. Enhancers within 12.5 kb of each other were then stitched together, scored, and ranked according to their H3K27ac ChIP-seq signals. The resulting enhancers were plotted with enhancer rank versus enhancer density, and SEs were determined as all regions above the inflection point of the curve. A total of 1699 SEs were identified, and 66,111 typical enhancers were identified.

RYBP-targeted SE refers to a super-enhancer region that has at least one RYBP peak deposited on it.

### Protein-protein interaction analysis

The protein interactome of RYBP was analyzed using BioGRID (https://thebiogrid.org/) (Oughtred et al. 2021).

### Disease analysis

The relationship between RYBP and disease was analyzed at the website(https://www.disgenet.org/search) and GEPIA (Tang et al. 2017).

### Statistics and reproducibility

All statistical analyses were performed using R script (version 3.6.1). For histograms, two-tailed or one-tailed Welch’s t-test were used to calculate the p-value between two groups. For boxplots, one-tailed Wilcoxon test was employed. For the curve graphs, Kolmogorov-Smirnov (K-S) test were utilized. Detailed replicates and testing methods for each figure were described in the figure legends. Results were considered statistically significant when p-values were less than 0.05. Significance levels were denoted as follows: ns, not significant (*P* > 0.05); *P < 0.05; **P < 0.01; ***P < 0.001.

## Results

### RYBP occupies super-enhancers in embryonic stem cells

Several components of RYBP-defined non-canonical PRC1 exhibit transcriptional activation function, including PCGF6 and WDR5 (Ang et al. 2011; Gao et al. 2012; Huang et al. 2019). Our previous studies have demonstrated that RYBP is enriched at transcriptionally active sites, facilitating long-range interactions between active genes (Wei et al. 2022). To investigate the mechanism of RYBP-associated transcription activation, the distribution of RYBP across the entire genome in ESCs was first analyzed. As a transcription repressor (Tavares et al. 2012), 15.8% of RYBP deposits at promoter regions, and a total of 41.7% of RYBP localizes within gene bodies, including exons and introns (Fig. 1A). Remarkably, a substantial portion (37.8%) occupies intergenic regions (Fig. 1A), indicating the potential enhancer function of RYBP. The enrichment of active enhancer histone modifications, H3K4me1 and H3K27ac (Kubo et al. 2024), at RYBP-deposited loci across chromatin was observed (Fig. 1B-C). To determine the specificity of RYBP at transcriptional activation sites, the same RYBP antibody used to generate ChIP-seq data was employed for immunofluorescence in RYBP-depleted ESCs. In WT ESCs, robust RYBP signal was observed in the nucleus, whereas minimal RYBP signal was detected in RYBP-depleted ESCs (Fig. S1A-B). An independent set of RYBP ChIP-seq data was then utilized to confirm RYBP’s specific binding to chromatin. At loci where RYBP was present in WT ESCs, minimal RYBP signals were detected in RYBP knockout cells (Fig. 1B). At co-binding loci of RYBP and H3K4me1, minimal RYBP signal was observed in RYBP-deficient ESCs (Fig. S1C). Similar results were found at co-binding loci of RYBP and H3K27ac (Fig. S1D). Furthermore, four sets of RYBP ChIP-seq data, generated using three different commercial RYBP antibodies, were analyzed to confirm the deposition of RYBP at H3K4me1 or H3K27ac-binding loci (Fig. S1E-F). Therefore, RYBP deposits at H3K27ac or H3K4me1-binding loci.

Super-enhancer is a cluster of neighboring enhancers with high enhancer activity that regulates the expression of cell-type specific genes, and are marked by high density of H3K27ac, MED1 and master regulators, such as OCT4, SOX2 and NANOG in ESCs (Whyte et al. 2013). All these markers were observed to be localized at RYBP peaks (Fig. 1B-E), along with RYBP deposition at SEs (Fig. 1F-G). Compared to typical enhancer (TE), RYBP exhibits statistically significantly higher signal on SEs than that at TEs, but the difference is not substantial (Fig. 1H). In the whole genome, a total of 95.3% SEs in ESCs were occupied by RYBP (Fig. 1I). After RYBP depletion, only 0.35% of SEs were targeted by RYBP, which may be attributed to random peaks in RYBP-deficient cells (Fig. 1F and I). For instance, a SE at chromosome 1 exhibited RYBP deposition along with master regulators (Fig. 1J).

Given RYBP’s classical role as a PcG component, we wondered whether RYBP cooperates with other PcG components to bind at SEs. In ESCs, PRC1 colocalizes with PRC2 on the genome, forming bivalent domains that silence lineage genes (Ku et al. 2008). RING1B is the core catalytic subunit of PRC1 (Rose et al. 2016). Within bivalent domains, 55.7% of RYBP-deposited sites were occupied by RING1B, whereas this co-occupancy was minimal at SE regions (Fig. 1K). For instance, RING1B is enriched around the transcription start site within a bivalent domain containing the *Foxa2* gene, while it is rarely enriched at the SE (Fig. 1J). Similarly, EZH2, a core component of PRC2 (Meng et al. 2020), 65.0% of the RYBP-deposited sites at bivalent domains were occupied by EZH2, while this percentage at SE regions was only 0.6% (Fig. 1L). The similar result was also observed for another PRC2 component, JARID2 (Fig. 1L). Globally, the ChIP-seq signal of RYBP, RING1B, EZH2 and JARID2 at RYBP-deposited sites within SEs was lower than that at bivalent domains (Fig. 1M). To further confirm the enrichment of RYBP on SEs, ChIP-seq data generated using different commercial RYBP antibodies were re-analyzed. The results showed enriched RYBP signals at SEs and bivalent regions (Fig. S1G-S1H). PRC1 subunits, including CBX7, RING1B, CBX2 and PHC1, were predominantly deposited at RYBP-bound loci within bivalent regions, while minimal signals for these subunits were observed at RYBP-bound loci within SEs (Fig. S1G-H). In summary, RYBP localizes to SE regions.

**Fig. 1:**
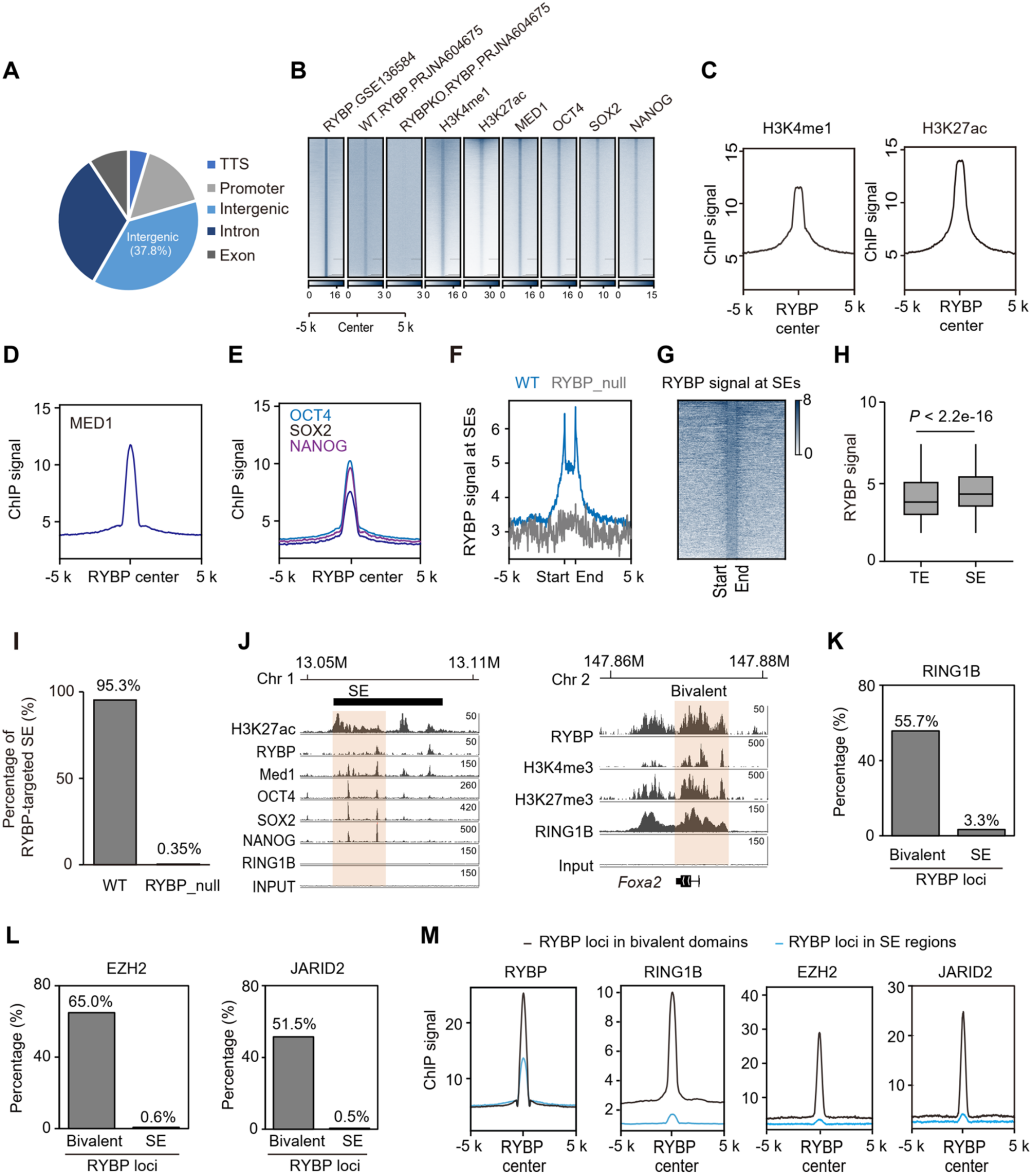
RYBP occupies super-enhancers in embryonic stem cells. (**A**) Distribution of RYBP binding sites at genomic regions. (**B**) Heatmaps showing RYBP binding loci are enriched by the histone modifications and transcription factors associated with active enhancers. (**C-E**) ChIP-seq signal of H3K4me1, H3K27ac, MED1, OCT4, SOX2 and NANOG near the RYBP peak center. (**F-G**) ChIP-seq signal of RYBP at SEs. (**H**) Boxplot showing the RYBP signal at TE and SE, one-tailed Wilcoxon test. (**I**) Histogram showing percentage of the super-enhancer regions with RYBP binding in ESCs. (**J**) Representative loci showing the ChIP-seq signal at SE and bivalent regions. (**K**) Percentage of RING1B peaks at RYBP loci within bivalent and SE regions. (**L**) Percentage of EZH2 and JARID2 peak at RYBP loci within bivalent and SE regions. (**M**) ChIP-seq signal of RYBP, RING1B, EZH2 and JARID2 at bivalent and SE regions

### RYBP depletion impairs the enrichment of H3K27ac at SEs

To investigate whether RYBP regulates SE activity in ESCs, the role of RYBP in H3K27ac deposition was evaluated, because enhancer activity requires H3K27ac (Raisner et al. 2018). ChIP-seq analysis revealed the enrichment of RYBP at H3K27ac-marked loci within SEs (Fig. 2A). Compared to the RYBP-lacked loci within SEs, H3K27ac signal at RYBP-enriched loci was significantly higher (Fig. 2B-C). Therefore, RYBP-deposited loci within SEs tend to be highly enriched with H3K27ac.

Subsequently, the genomic deposition of H3K27ac following RYBP deficiency was evaluated. 

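ChIP-seq of H3K27ac, WDR5 and H3K4me3 was performed in Rybp-floxed mouse ESCs of the R7.15 line, with 2 replicates per antibody and genotype. Rybp-/- ESCs had received 5 µM 4-OHT for 4 days, and Rybp+/+ ESCs were the control. The authors aligned the reads to mm9, merged the replicates and called peaks with MACS2 against input, so each antibody and genotype has a single list of peaks. The lists hold the position of each peak, its fold enrichment over background and the -log10 of its q value, both from the authors' MACS2. No replicate is left in them, the read depth behind them is unknown, and no test between the genotypes was made from them. Fold enrichment was therefore used only to describe a peak or to rank and group peaks within their own list. The lowest -log10 q was 1.32 in both H3K27ac lists, and 2.40% of the Rybp+/+ and 3.66% of the Rybp-/- H3K27ac peaks lay under 2, the value of the FDR of 0.01 given in the methods. SEs were rebuilt here from the Rybp+/+ H3K27ac peaks. Peaks within 12.5 kb of each other were stitched, and the 15916 stitched regions were ranked by the sum of fold enrichment times length. Regions past the point where the slope of the scaled rank curve reaches 1 were taken as SEs, and the other regions as TEs. This gave 1119 SEs with a median length of 51.9 kb and a total of 67.5 Mb, and 14797 TEs with a median length of 2.04 kb. Peaks at promoters were kept, so 2746 genes have a TSS inside an SE and 7149 inside a TE. The paper's methods name additional filtering of the H3K27ac peaks, by criteria they do not give, and no such filter was applied here. SEs and TEs here may thus differ from the paper's. Peaks were counted as shared when they overlapped by at least 1 bp, and the 95% intervals given with counts of peaks cover counting error only.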

RYBP depletion was performed via addition of 4-hydroxytamoxifen (4-OHT) in mouse *Rybp*-floxed ESCs (Fig. 2D). In the whole genome, RYBP deficiency globally reduced the H3K27ac signal at both RYBP-bound and non-RYBP-bound regions (Fig. S2A-B). 

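The Rybp+/+ list held 57642 H3K27ac peaks and the Rybp-/- list 62669, which is 108.7% of the Rybp+/+ number (95% interval 107.5 to 110.0). These peaks covered 73.1 Mb in Rybp+/+ ESCs and 69.6 Mb in Rybp-/- ESCs, or 95.2% of the Rybp+/+ length. The peaks of Rybp-/- ESCs were thus more numerous and narrower, with a median width of 604 bp against 655 bp. Of the Rybp+/+ peaks, 16531 (28.7%) overlapped no Rybp-/- peak, and 18369 (29.3%) of the Rybp-/- peaks overlapped no Rybp+/+ peak. Peaks of RYBP itself were not used here, so regions with and without RYBP were not separated.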

Within SE regions, RYBP deficiency led to a significant reduction in H3K27ac deposition levels (Fig. 2E), as well as the number of H3K27ac peaks (Fig. 2F). 

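In the 1119 SEs, 18965 H3K27ac peaks were called in Rybp+/+ ESCs and 17661 in Rybp-/- ESCs, which is 93.1% of the Rybp+/+ number (95% interval 91.2 to 95.1). The length they covered fell from 32.9 Mb to 27.5 Mb, or to 83.6%. Fewer peaks were called in Rybp-/- ESCs in 585 SEs, more in 388 and the same number in 146. The choice of SEs moved the number most. With SEs built from the Rybp-/- peaks instead, Rybp-/- ESCs had 106.8% of the Rybp+/+ number of peaks in SEs.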

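TEs held 38677 H3K27ac peaks in Rybp+/+ ESCs and 32105 in Rybp-/- ESCs, which is 83.0% (95% interval 81.8 to 84.2). The covered length was 40.2 Mb and 36.2 Mb, or 90.1% of the Rybp+/+ length. Because TEs were built from the Rybp+/+ peaks, each Rybp+/+ peak outside SEs lies in a TE, while Rybp-/- peaks also lie elsewhere. Counting all peaks outside SEs, Rybp-/- ESCs had 45008, which is 116.4% of the Rybp+/+ number.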

A similar result was also observed at TEs (Fig. S2C). However, the reduction in H3K27ac signal at SEs after RYBP depletion is significantly greater than the reduction observed at TEs (Fig. S2D). For instance, RYBP co-localized with H3K27ac at two SEs at chromosome 2 and 8, respectively (Fig. 2G). 

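The loss of peaks was compared between SEs and TEs, since the signal along the genome is not analysed here. Of the Rybp+/+ H3K27ac peaks in SEs, 6211 of 18965 overlapped no Rybp-/- peak, a share of 32.7% (95% Wilson interval 32.1 to 33.4). In TEs this share was 26.7% (10320 of 38677 peaks, 26.2 to 27.1). The difference was 6.07 percentage points (95% interval 5.27 to 6.87). Most of the lost peaks were weak, so Rybp+/+ peaks were also divided into 10 groups of equal size by fold enrichment. Within these groups the difference was 4.46 percentage points, and the share was larger in SEs in 8 of the 10 groups. In the weakest group, 56.9% of the peaks in SEs and 50.2% of those in TEs were lost, and in the seventh group 15.3% and 11.3%. In the strongest group no peak was lost in SEs or TEs. The difference depended on how SEs were chosen. With SEs built from the Rybp-/- peaks and set against every other Rybp+/+ peak, an alternative chosen after seeing the data, it was -4.22 percentage points. Peaks present in both genotypes were compared by their percentile of fold enrichment within their own list. It was lower in Rybp-/- ESCs for 50.2% of the 12754 such peaks in SEs, for 42.2% of the 28357 in TEs and for 44.6% over the genome, shares to be read against each other since the lists differ in length.

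**Figure D1:**
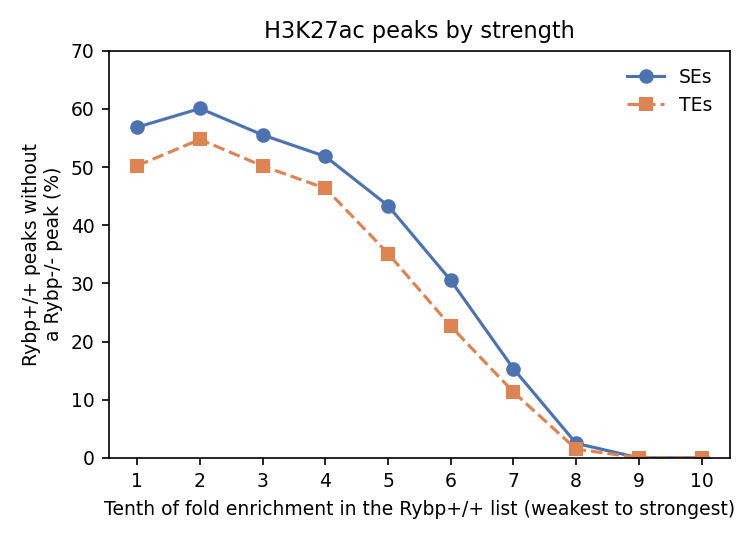
Share of Rybp+/+ H3K27ac peaks without an overlapping Rybp-/- peak (in percent) by group of fold enrichment in the Rybp+/+ list, for peaks in SEs (circles) and TEs (squares). Each point is a share of the peaks of 1 group, with no replicates. The share is larger in SEs in groups 1 to 8 and near 0 in the 2 strongest groups.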

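At the locus on chromosome 2 of mm9 (Fig. 2G), the strongest H3K27ac peak extended from 71492652 to 71495407 in Rybp+/+ ESCs, with a fold enrichment of 16.3, and from 71492937 to 71495458 in Rybp-/- ESCs, with a fold enrichment of 14.2. It stood at percentile 90.9 of the Rybp+/+ list and 91.3 of the Rybp-/- list. The panel's window held 9 H3K27ac peaks covering 8.14 kb in Rybp+/+ ESCs and 7 peaks covering 8.21 kb in Rybp-/- ESCs. No annotated gene overlaps this peak, and the nearest TSS of a protein-coding gene is that of Gm1631, 62067 bp away. At the locus on chromosome 8, 1 peak extended from 14010505 to 14018317 in Rybp+/+ ESCs. The corresponding peak in Rybp-/- ESCs extended from 14010403 to 14018201, and its percentile of fold enrichment was 94.6 against 94.3. It lies outside annotated genes, 35473 bp from the TSS of 2610019F03Rik. Both loci fell in TEs of the SE definition used here, from 71476440 to 71496489 and from 14010505 to 14018317.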

The depletion of RYBP reduced its enrichment at these loci (Fig. 2G). In addition, the expression of numerous SE-associated genes also decreased (Fig. 2H). 

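RNA-seq after RYBP knockdown was performed in R1 mouse ESCs carrying an shRNA against Rybp (shRybp) or the empty vector (shEV), with 2 libraries per group. The authors aligned the reads to mm9 with STAR and deposited the number of reads that htseq-count assigned to each of 37620 genes, without normalization. The counts on genes were 41697967 and 38961268 for shEV and 52303725 and 42467383 for shRybp. They were normalized here with edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 16538 genes that passed edgeR's filter on low counts. Rybp had 85.7 and 86.4 normalized counts scaled to library size (CPM) in the shEV libraries and 35.8 and 36.6 in the shRybp libraries. Its log2 fold change was -1.25 (standard error 0.06, adjusted p = 4.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In total 8721 genes had an adjusted p under 0.05, of which 4428 were up-regulated and 4293 down-regulated. The alternative that moved this number most was an added threshold on the absolute log2 fold change of 1, which left 2088 genes, 90.3% of them up-regulated. Among genes with at least 5 CPM, the largest falls were those of Atcay (log2 fold change -2.14, standard error 0.17), Rpl10 (-1.93) and Gm11019 (-1.90), and the largest rises those of Thbs1 (5.28, standard error 0.18), Loxl4 (4.77) and Krt19 (4.53). Rpl10 has near-identical copies in the genome, between which the counting could have split reads, so its change is uncertain.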

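SE-associated genes were taken as the 2746 genes with a TSS inside an SE, a rule chosen after seeing the data. Of the 2620 that were tested, 1222 were down-regulated and 494 up-regulated after RYBP knockdown. Down-regulated genes made up 71.2% of those that changed (95% Wilson interval 69.0 to 73.3). The median log2 fold change was -0.14 for SE-associated genes and 0.06 for all other genes. As a set they were lower (p = 1.3e-05 from limma's camera with a preset correlation of 0.01, two-sided), and this call held under fry (p = 0.0019) and under an estimated correlation (p = 0.031). Taking only the gene with the TSS nearest to the middle of each SE gave 512 down-regulated and 219 up-regulated genes of 1056 tested. Genes with a TSS inside a TE had 2361 down-regulated and 1605 up-regulated genes of 6857 tested, so that 59.5% of those that changed were down-regulated. These genes were also lower as a set (p = 0.024 from limma's camera with the preset correlation, 0.028 with an estimated correlation and 0.0037 from fry). The fall was thus not limited to SE-associated genes, and the difference between both sets was not tested. The SEs come from the R7.15 line and this RNA-seq from R1 ESCs. In Rybp-/- ESCs of the R7.15 line, genes with a TSS inside an SE were not called lower as a set. There p was 0.22 from limma's camera with the preset correlation, 0.38 with an estimated correlation and 0.096 from fry. With the nearest TSS alone, that call depended on the test. After RYBP knockdown, 26 of the genes named in the paper were tested. At an adjusted p under 0.05 over all genes tested, 12 were lower and 6 higher, and adjusted over the list alone 12 were lower and 7 higher. Pou5f1, which encodes OCT4, had a log2 fold change of -0.66 (standard error 0.04, adjusted p = 9.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Rybp-/- ESCs Pou5f1 did not change at this threshold (log2 fold change 0.03, adjusted p = 0.39 from the same test). Tfcp2l1 had a log2 fold change of -0.74 after RYBP knockdown, although it moved in the opposite direction in Rybp-/- ESCs, and Nanog had 0.22. Sox2 did not change at this threshold (log2 fold change -0.07, adjusted p = 0.18 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).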

In summary, RYBP depletion impairs the enrichment of H3K27ac at SEs.

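SEs built from each genotype's own H3K27ac peaks gave 1119 regions for Rybp+/+ and 1320 for Rybp-/- ESCs. Of the Rybp+/+ SEs, 1025 overlapped an SE of Rybp-/- ESCs and 94 did not, while 279 SEs were found in Rybp-/- ESCs alone. In the 1025 SEs found in both genotypes, Rybp-/- ESCs had 93.7% of the Rybp+/+ number of H3K27ac peaks and 84.2% of the covered length. With SEs built from the Rybp-/- peaks, the covered length was 89.2% of that in Rybp+/+ ESCs, and with SEs built from the merged peaks of both genotypes it was 86.1%. From the lower H3K27ac signal and number of peaks within SEs, the example loci and the decreased expression of SE-associated genes, the paper concludes that RYBP depletion impairs the enrichment of H3K27ac at SEs.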

**Fig. 2:**
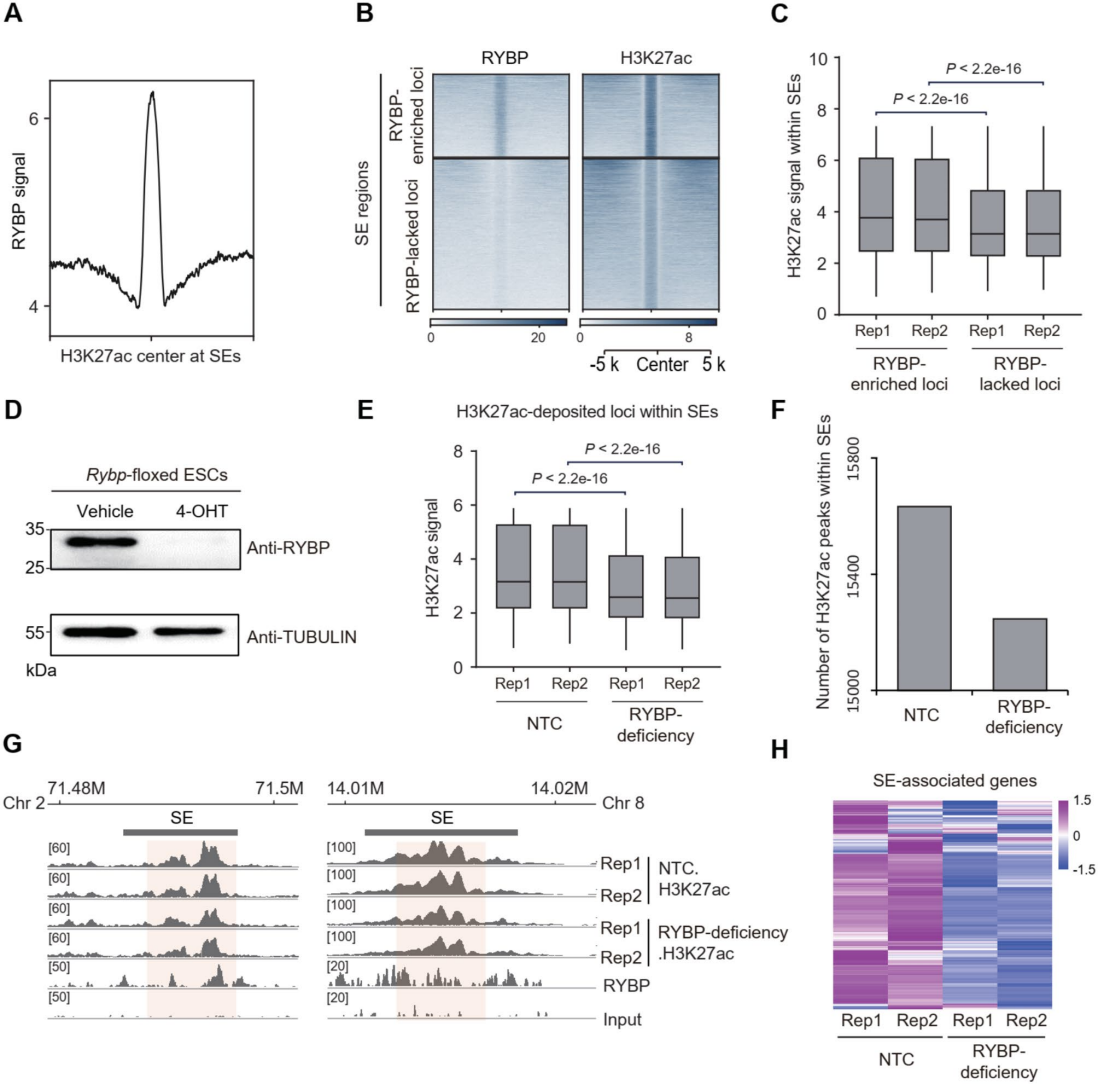
RYBP depletion impairs the enrichment of H3K27ac at SEs. (**A**) ChIP-seq signal of RYBP at H3K27ac center within SEs. (**B-C**) Heatmap and boxplot showing the H3K27ac signal at RYBP-enriched and RYBP-lacked loci within SEs, one-tailed Wilcoxon test, 2 replicates for the two groups. RYBP-enriched loci refer to the regions within SEs where RYBP and H3K27ac co-localize. RYBP-lacked loci are those regions that are marked by H3K27ac but lack RYBP deposition in SEs. (**D**) Western blot showing the expression of RYBP in *Rybp*-floxed ESCs without (vehicle) and with 4-OHT treatment. (**E**) Boxplot showing the H3K27ac signal within SEs before and after RYBP deficiency, one-tailed Wilcoxon test, 2 replicates for the two groups. (**F**) The number of H3K27ac peaks at SEs before and after RYBP depletion. (**G**) Representative loci showing the H3K27ac signal before and after RYBP deficiency. (**H**) Expression of SE-associated genes before and after RYBP deficiency

### RYBP depletion reduces the expression of seRNAs

Enhancer RNA (eRNA) transcribed from super-enhancers are able to regulates the expression of distal genes (Ding et al. 2015), we next investigated whether RYBP deficiency affects the transcription of enhancer RNA at SE regions (seRNA). RNA Pol II contributes to the generation of eRNA (Austenaa et al. 2015). Meanwhile, phosphorylated Ser 5 residues (Pol II.S5p) and Pol II with phosphorylated Ser 2 residues (Pol II.S2p) and are responsible for transcription initiation and elongation, respectively (Abe et al. 2022; Austenaa et al. 2015; Ng et al. 2003). The deposition of Pol II, Pol II.S5p and Pol II.S2p at RYBP-targeted SEs was observed (Fig. 3A-B), especially the deposition of Pol II.S2p at RYBP-targeted SEs indicates the RNA elongation at enhancers (Fig. 3A-B). Results from multiple sets of Pol II and Pol II.S2p ChIP-seq data revealed extended signals beyond SE regions (Fig. S3A-B), possibly due to their elongation function across DNA (Austenaa et al. 2015). Moreover, transcribed enhancers typically exhibit high levels of H3K4me3 deposition (Djebali et al. 2012), and the enrichment of H3K4me3 at RYBP-targeted SEs were also observed (Fig. 3B). These results indicate the transcriptional events at RYBP-targeted SEs. Compared to the SEs lacking RYBP, RYBP-targeted SEs exhibited a higher level of RNA expression (Fig. 3C). Following RYBP deficiency, the expression of RNA at TEs did not significantly reduce (Fig. S3C), but their expression at SEs significantly decreased (Fig. 3D-F, S3D-E). Altogether, RYBP depletion reduces seRNA expression.

**Fig. 3:**
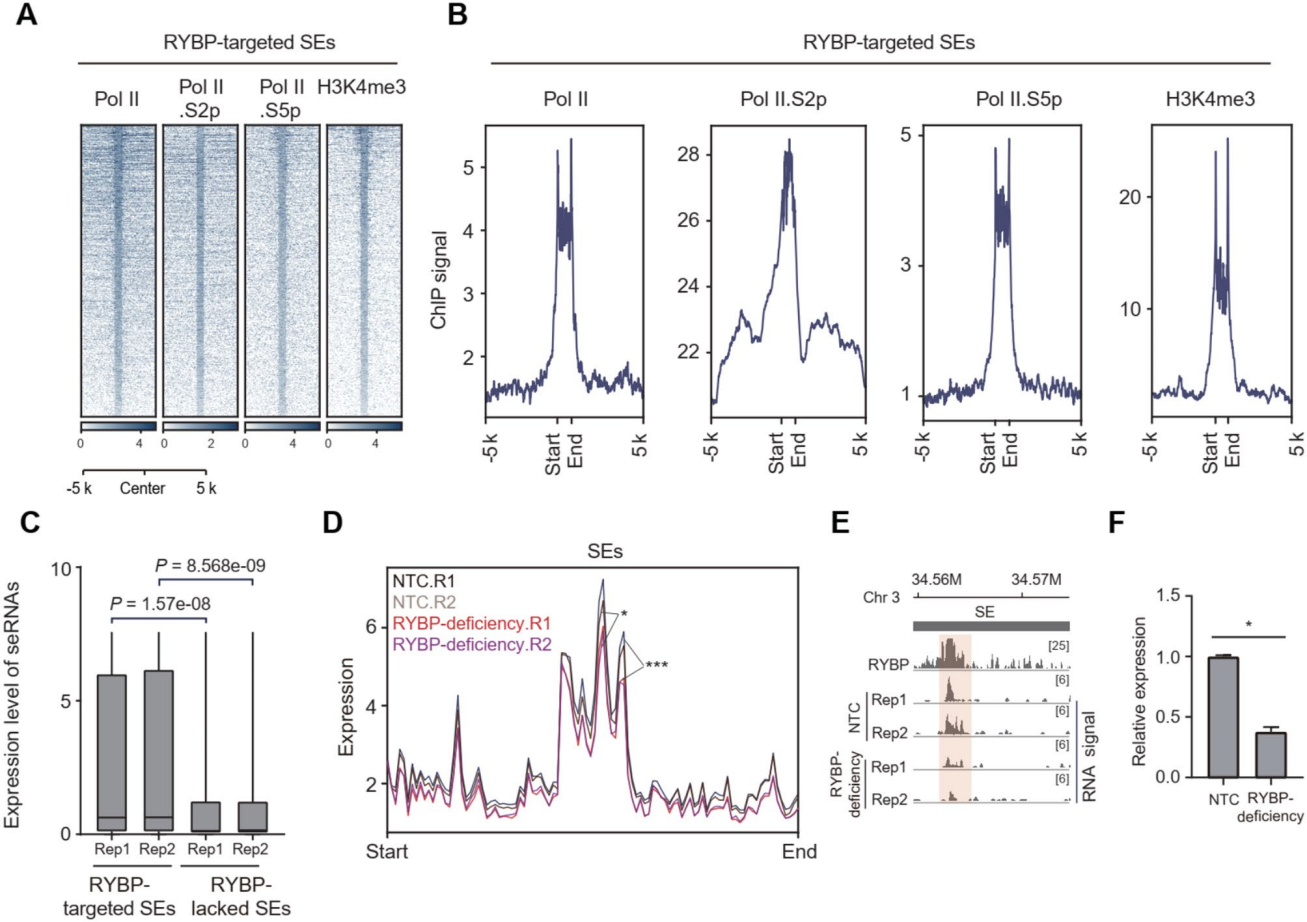
RYBP depletion reduces the expression of seRNAs. (**A**) Heatmap showing the ChIP-seq signals of Pol II (GSM515667), Pol II.S2p (GSM515663), Pol II.S5p and H3K4me3 at RYBP-targeted SEs. (**B**) The ChIP-seq signals of Pol II (GSM515667), Pol II.S2p (GSE161993), Pol II.S5p and H3K4me3 at RYBP-targeted SEs. (**C**) Boxplot showing the RNA expression levels at SEs with or without RYBP binding, one-tailed Wilcoxon test, 2 replicates for the two groups. (**D**) Quantification showing the RNA expression levels at SEs before and after RYBP deficiency, two-tailed K-S test, 2 replicates for the two groups. (**E-F**) Representative locus showing the RNA expression level at SEs before and after RYBP deficiency, one-tailed Welch’s t-test, 2 replicates for the two groups

### RYBP co-localizes with TrxG components at SEs

To investigate the mechanism of RYBP in regulating SE activity, the protein interactome of RYBP was first investigated. As a component of PcG, many proteins of PcG complex within RYBP interactome were observed (Fig. 4A). Proteins with transcriptionally active function were also observed, including transcription factors TFCP2L1 and OCT4 (Fig. 4A). In addition, WDR5, the core component of TrxG which catalyzes H3K4me3 for transcription activation (van Nuland et al. 2013), was also observed (Fig. 4A). Compared to TFCP2L1 and OCT4, WDR5 exhibits the highest correlation with RYBP in terms of enriched signals on SEs (Fig. 4B). Then co-IP was further performed in biotin-tagged WDR5 ESCs (Fig. 4C), which also demonstrated the physical interaction between RYBP and WDR5 (Fig. 4D).

Subsequently, whether RYBP co-occupied with TrxG components at SEs were investigated, and the deposition of WDR5 within SEs was firstly detected. WDR5 was found to be deposited at typical enhancer regions in ESCs (Fig. S4A-B), and co-localized with SE-associated histone modifications and marker proteins, including H3K27ac, MED1, OCT4, SOX2 and NANOG (Fig. S4C-D). Moreover, WDR5 enrichment at RYBP-targeted SEs was also observed (Fig. S4E). 

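The Rybp+/+ list held 11965 WDR5 peaks, of which 7149 (59.7%) lay in TEs and 2710 (22.6%) in SEs. An H3K27ac peak of the same genotype overlapped 9720 of them (81.2%, 95% Wilson interval 80.5 to 81.9). WDR5 peaks numbered 71.8 per Mb of TEs, 40.2 per Mb of SEs and 0.852 per Mb elsewhere. At least 1 WDR5 peak was found in 1021 SEs, or 91.2% of them (95% Wilson interval 89.4 to 92.8), and in 39.5% of TEs. Most WDR5 peaks lay near promoters, with 83.1% of them within 2.5 kb of an annotated TSS and 81.1% of those in SEs. The alternative that moved the share of SEs with WDR5 most, chosen after seeing the data, left out these peaks and gave 29.7% of SEs. MED1, OCT4, SOX2 and NANOG peaks were not used here.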

In total, 68.9% of RYBP-targeted SEs were occupied by WDR5 (Fig. 4E). Within SEs, the deposition of WDR5 at RYBP loci was observed (Fig. 4F). Other TrxG components including RBBP5, SET1A and MLL4, are also enriched at RYBP-targeted SEs (Fig. S4E), as well as at RYBP-deposited loci within SEs (Fig. 4F-H). The minimal RYBP signal at SEs in RYBP-depleted cells confirmed the specific binding of RYBP at SEs in WT ESCs (Fig. 4F). Compared to bivalent regions, minimal deposition of PRC1 proteins, including CBX7, RING1B and CBX2, was observed at RYBP-targeted loci within SEs (Fig. 4F, S4F). Thus, RYBP co-localized with TrxG components at SEs.

The impact of RYBP-deficiency on WDR5 occupation at SEs was further analyzed. The intensity of WDR5 signal at numerous loci within SEs decreased after RYBP depletion (Fig. 4I). For instance, at a SE region within chromosome 3 where RYBP co-localized with WDR5, RYBP-deficiency resulted in decreased WDR5 deposition in this region (Fig. 4J). 

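In SEs, 2710 WDR5 peaks were called in Rybp+/+ ESCs and 2832 in Rybp-/- ESCs, which is 104.5% of the Rybp+/+ number (95% interval 99.1 to 110.2). No Rybp-/- peak overlapped 287 of the Rybp+/+ peaks (10.6%, 95% Wilson interval 9.49 to 11.8), and 384 of the Rybp-/- peaks (13.6%) had no Rybp+/+ peak. Among peaks more than 2.5 kb from an annotated TSS in both lists, an alternative chosen after seeing the data, 128 of 511 Rybp+/+ peaks (25.0%) had no Rybp-/- peak. Rybp-/- peaks nearer to a TSS were left out of this match, so 25.0% is an upper bound. Over the genome the number of WDR5 peaks was 12946 in Rybp-/- ESCs, or 108.2% of the Rybp+/+ number. When the same number of top-ranked peaks was taken from each list, the number in SEs was 96.4% of that in Rybp+/+ ESCs, with a 95% interval of 91.3 to 101.7. Of the 2423 WDR5 peaks in SEs that were present in both genotypes, 1139 (47.0%) had a lower percentile of fold enrichment in the Rybp-/- list than in the Rybp+/+ list. This share was 45.1% in TEs and 45.3% over the genome, and as the lists differ in length, a share of 50% does not stand for no change. By SE, WDR5 peaks were fewer in Rybp-/- ESCs in 188 SEs, more in 268 and equal in number in 663.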

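The SE on chromosome 3 extended from 21972002 to 22072358 of mm9 and ranked 365th among the SEs, with 30 H3K27ac peaks. In Rybp+/+ ESCs it held 2 WDR5 peaks at the 5' end of Tbl1xr1, from 21974652 to 21975271 and from 21975582 to 21976239, with fold enrichments of 6.97 and 8.19. They stood at percentiles 72.2 and 80.2 of the Rybp+/+ list. In Rybp-/- ESCs, 1 peak from 21974636 to 21975870 was called there, with a fold enrichment of 5.42 at percentile 55.8 of the Rybp-/- list. WDR5 peaks covered 1.28 kb of the panel's window in Rybp+/+ and 1.24 kb in Rybp-/- ESCs. The number of H3K27ac peaks in this window was 31 in Rybp+/+ and 23 in Rybp-/- ESCs, covering 41.6 kb and 31.4 kb. From the lower WDR5 signal at loci within SEs and at this region, the paper concludes that RYBP deficiency reduces WDR5 deposition at SEs.

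**Figure D2:**
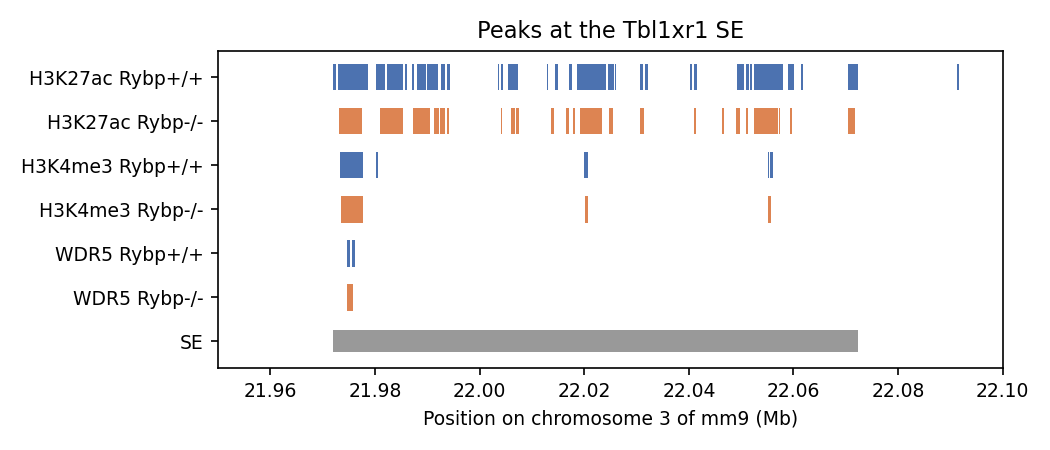
Peaks called by the authors in the window of Fig. 4J on chromosome 3 of mm9 (horizontal axis in Mb), for H3K27ac, H3K4me3 and WDR5 in Rybp+/+ (blue) and Rybp-/- ESCs (orange), with the SE in grey. Each bar is the extent of 1 peak, and the 2 WDR5 peaks of Rybp+/+ ESCs lie where 1 peak is called in Rybp-/- ESCs.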

Altogether, RYBP co-occupies with TrxG component WDR5 at SEs, RYBP-deficiency reduced WDR5 deposition at SEs.

**Fig. 4:**
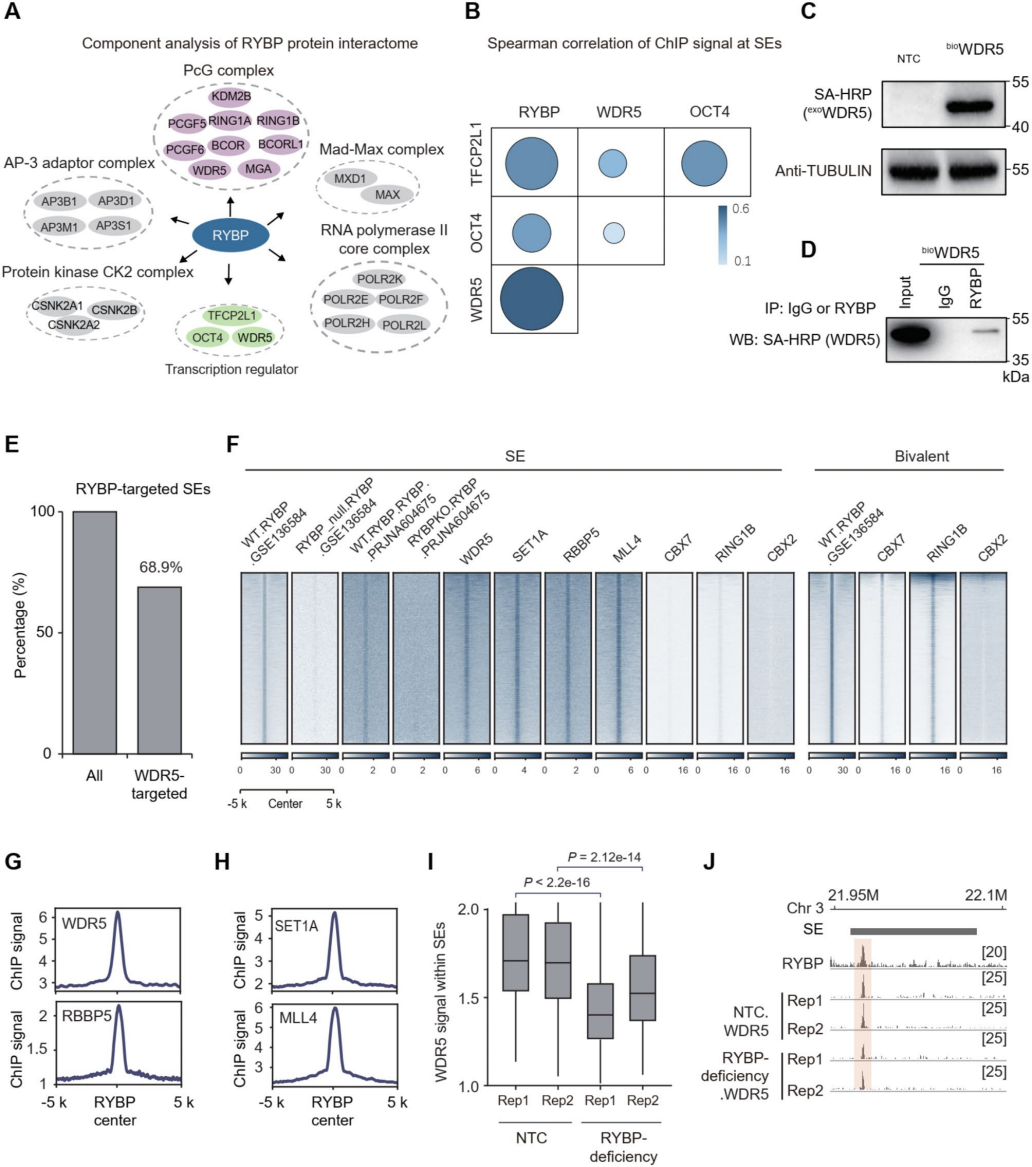
RYBP co-localizes with TrxG components at SEs. (**A**) Cell component analysis of RYBP protein interactome. (**B**) Spearman correlation between different ChIP signals at SEs. (**C**) Western blot showing the expression of biotin-tagged WDR5 (^bio^WDR5) in ESCs. (**D**) Co-IP showing the interaction between RYBP and WDR5. (**E**) Histograms showing percentage of WDR5-targeted SEs among all the RYBP-targeted SEs in mESCs. (**F-H**) ChIP-seq signal of TrxG and PcG components at the RYBP peak center. (**I**) Boxplot showing the WDR5 signal at SEs before and after RYBP deficiency, one-tailed Wilcoxon test, 2 replicates for the two groups. (**J**) Representative locus showing the WDR5 signal at SE before and after RYBP deficiency

### Deficiency of TrxG component reduces the expression of RYBP-regulated seRNAs

We next investigated whether RYBP coordinates with WDR5 to facilitate seRNA expression, and initially explored their synergistic regulatory effects on general gene transcription. 

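RNA-seq after WDR5 knockdown was performed in R1 ESCs carrying an shRNA against Wdr5 (shWdr5), with the same shEV libraries as control and 2 libraries per group. The counts on genes were 21500931 and 20974078 for shWdr5, and in this table 21241931 and 19731613 for shEV. The shEV libraries thus have 0.509 and 0.506 of the counts they have in the RYBP knockdown table, and each knockdown was tested only against the shEV columns of its own table. The same normalization, filter and test were used as for the RYBP knockdown, and 15143 genes were tested. Wdr5 had 349.9 and 342.9 CPM in the shEV libraries and 60.0 and 58.2 in the shWdr5 libraries. Its log2 fold change was -2.55 (standard error 0.05, adjusted p = 4.7e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Enhancer RNA outside annotated genes is not analysed here.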

The knockdown of WDR5 was performed via shRNA (Fig. 5A, S5A), and subsequent changes in the expression of numerous genes (Fig. 5B). 

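After WDR5 knockdown, 9547 of the 15143 genes tested had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 4777 were up-regulated and 4770 down-regulated. An absolute log2 fold change above 1 in addition left 2815 genes, 58.7% of them up-regulated, and no other alternative moved the number further. Among the largest falls were those of Actn3 (log2 fold change -3.26, standard error 0.11) and Atcay (-2.95). The largest rises were those of Ms4a10 (5.82, standard error 0.17), Cacna1e (4.84) and Vwce (4.77). The list of genes named in the paper had 25 genes tested, of which 9 were lower and 8 higher, and the same numbers were obtained adjusted over the list alone. Pou5f1 had a log2 fold change of -0.73, Nanog -0.31, Tfcp2l1 -0.40 and Sox2 0.24. Rybp rose by a log2 fold change of 0.56, from 79.9 and 81.3 to 120.6 and 116.7 CPM.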

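Of the 4293 genes down-regulated after RYBP knockdown, 3046 also changed after WDR5 knockdown at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among them 2402 (78.9%, 95% Wilson interval 77.4 to 80.3) were down-regulated and 644 (21.1%) up-regulated by WDR5 knockdown. For comparison, 4770 of the 9438 genes that were tested in both knockdowns and changed after WDR5 knockdown were down-regulated, or 50.5%. Genes up-regulated after RYBP knockdown went the other way, with 598 of 2931 (20.4%) down-regulated by WDR5 knockdown. Wdr5 itself had a log2 fold change of -0.49 after RYBP knockdown (standard error 0.04, adjusted p = 2.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved the share most was a threshold of 1 on the absolute log2 fold change in both knockdowns, under which 89 of 90 genes (98.9%) were down-regulated.

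**Figure D3:**
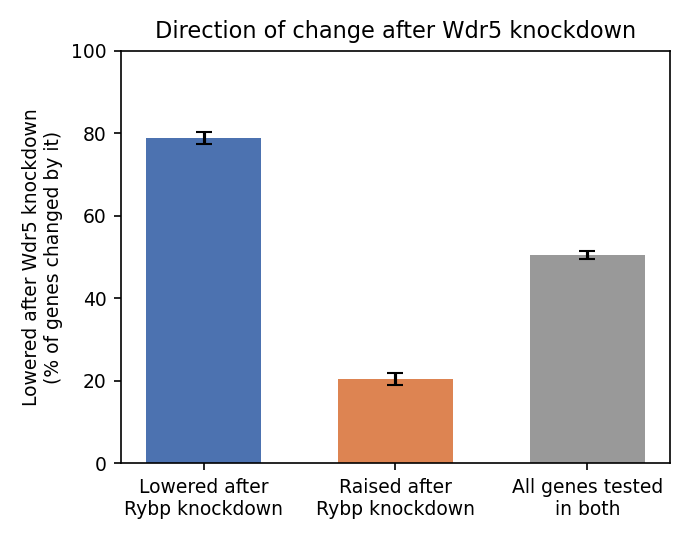
Share of genes down-regulated by WDR5 knockdown (in percent of the genes changed by it) among genes lowered after RYBP knockdown, genes raised after RYBP knockdown and all genes tested in both knockdowns. Bars are shares over genes and error bars their 95% Wilson intervals, from 2 libraries per group, and the shares are 78.9%, 20.4% and 50.5%.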

Regarding genes down-regulated upon RYBP-deficiency, WDR5 knockdown also led to significant expression alterations of these genes, with 91.7% being down-regulated and only 8.3% up-regulated (Fig. 5C-D). These results suggested that RYBP might coordinate with WDR5 to regulate gene transcription.

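Both knockdowns were compared with the same shEV libraries, whose chance values enter both differences. The effect of this was measured with a ranking rule that needs no test, chosen after seeing the data. It took the 4293 genes with the lowest mean log2 difference for the RYBP knockdown and the 9547 with the largest absolute difference for the WDR5 knockdown, and gave the share of the genes in both groups that were lower. This share was 82.9% with both shEV libraries in each comparison. Unchanged groups simulated against shared controls gave 75.3% on average over 100 draws, between 73.8% and 76.9%. When each knockdown was set against a different shEV library, the observed share was 77.4% or 79.8%, and simulated unchanged groups gave 50.0% on average, between 47.4% and 52.5%. From the share of these genes that WDR5 knockdown lowers, the paper proposes that RYBP might act with WDR5 in regulating transcription.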

Subsequently, the synergistic regulatory effects of RYBP and WDR5 on seRNA expression were further investigated. Among RYBP-targeted SEs, the expression level of seRNA at WDR5-targeted SEs was significantly higher than that of WDR5-lacked SEs (Fig. 5E). Regarding loci with decreased seRNA expression upon RYBP deficiency, their expression also tended to be down-regulated (Fig. 5F). As an example, RYBP co-localized with WDR5 within a SE at chromosome 15, RYBP deficiency reduced WDR5 deposition at this site, as well as seRNA expression, while WDR5 knockdown also reduced seRNA expression at this site (Fig. 5G). Therefore, WDR5 is required for the expression of RYBP-regulated seRNA.

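At the locus on chromosome 15 of mm9, 1 WDR5 peak was called in Rybp+/+ ESCs, from 100908467 to 100908997, with a fold enrichment of 2.90. This stood at percentile 3.40 of the Rybp+/+ WDR5 list, and no WDR5 peak was called in the panel's window in Rybp-/- ESCs. No annotated gene overlaps the peak, whose nearest TSS of a protein-coding gene is that of Ankrd33, 37189 bp away. It lay in a TE from 100900724 to 100929124 in the SE definition used here. H3K27ac peaks in this window numbered 5 in Rybp+/+ and 7 in Rybp-/- ESCs and covered 6.92 kb and 12.2 kb. H3K4me3 peaks numbered 6 and 4 and covered 9.95 kb and 9.39 kb.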

Because SEs usually control the expression of cell-fate associated genes (Whyte et al. 2013), the expression alteration patterns of RYBP and WDR5 during cell fate transitions were analyzed. During multiple cell fate transitions, similar expression trends for *Rybp* and *Wdr5* mRNAs were observed (Fig. 5H-J). During embryonic development, the expression of both *Rybp* and *Wdr5* mRNAs significantly down-regulated from the 8-cell stage to the epiblast stage (Fig. 5H). During the differentiation of pluripotent stem cells (PSCs) into cardiomyocytes, the expression of both *Rybp* and *Wdr5* mRNAs also significantly down-regulated (Fig. 5I). During the reprogramming of mouse embryonic fibroblasts (MEFs) into induced pluripotent stem cells (iPSCs), the expression of *Rybp* and *Wdr5* mRNAs did not significantly change from Day 3 to Day 11, but significantly up-regulated when they transformed into iPSCs (Fig. 5J). Western blotting results confirmed the decreased expression of RYBP and WDR5 proteins during the differentiation of ESCs into cardiomyocytes (Fig. S5B) and the increased expression of them during somatic cell reprogramming (Fig. S5C). In summary, deficiency of the TrxG component reduced the expression of RYBP-regulated seRNA, suggesting that RYBP and WDR5 synergistically activate seRNA expression.

**Fig. 5:**
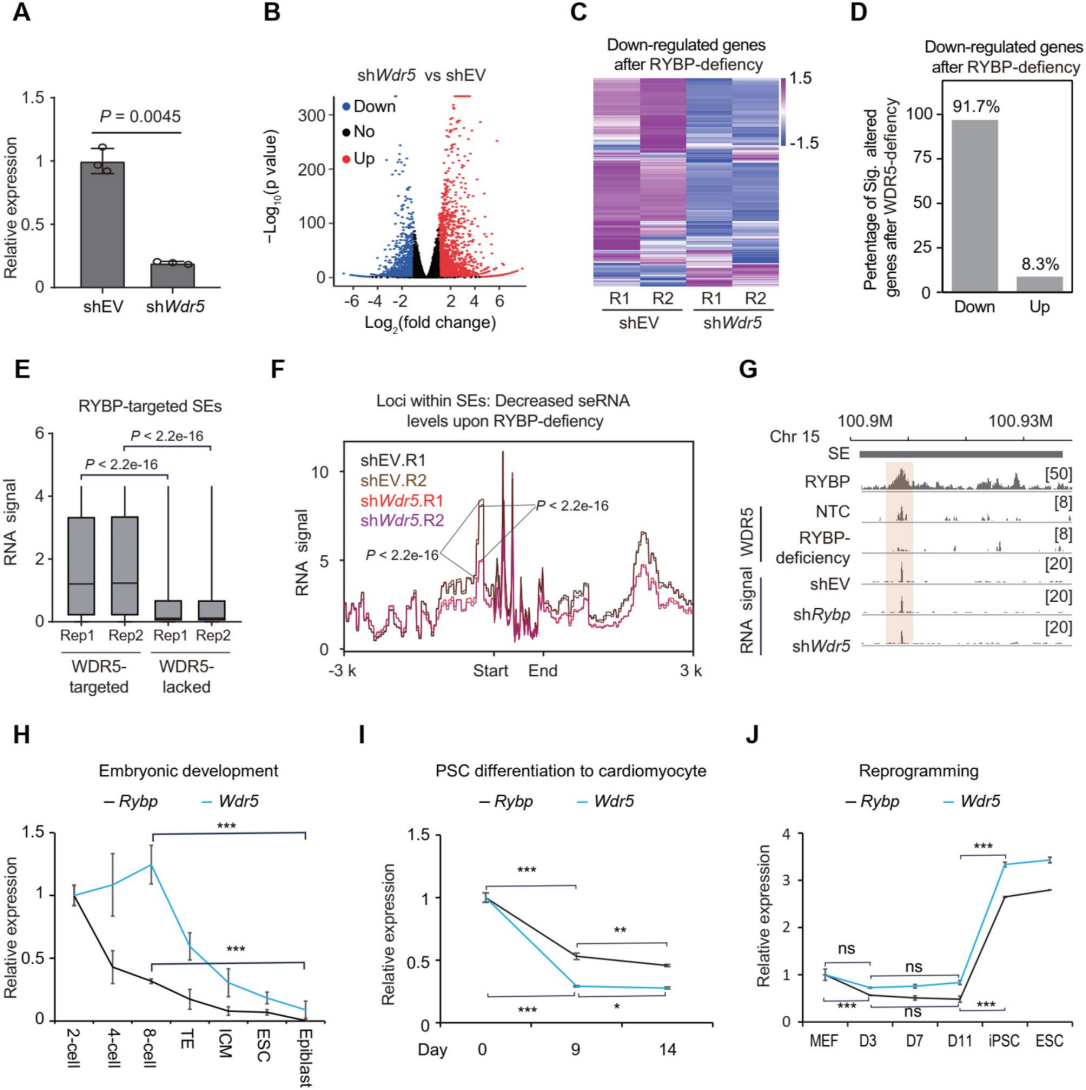
Deficiency of TrxG component reduces the expression of RYBP-regulated seRNAs. (**A**) Relative expression of *Wdr5* after WDR5 knockdown, two-tailed Welch’s t-test, *n* = 3. (**B**) Volcano plot showing the expression alteration of genes before and after WDR5 knockdown, 2 replicates for the two groups. (**C**) The expression alteration of genes before and after WDR5 knockdown, the gene set was the significantly down-regulated genes upon RYBP deficiency, 2 replicates for the two groups. (**D**) The percentage of down and up-regulated genes upon WDR5 knockdown, the gene set was the significantly down-regulated genes upon RYBP-deficiency, and also significantly changed after WDR5 knockdown. (**E**) Boxplot showing the RNA expression levels at RYBP-targeted SEs with or without WDR5 binding, one-tailed Wilcoxon test, 2 replicates for the two groups. (**F**) The RNA expression levels at SEs after WDR5 knockdown, the loci in SEs with decreased RNA expression after RYBP-deficiency were detected, two-tailed K-S test, 2 replicates for the two groups. (**G**) The representative locus showing the WDR5 deposition at chromatin and RNA expression levels at SEs in different groups. (**H**) The expression tendency of *Rybp* and *Wdr5* mRNA during embryonic development. Two-tailed Welch’s t-test, the replicates in each point from 2-cell to epiblast were 8, 6, 6, 2, 9, 13 and 3, respectively, the data were re-analyzed from public study (PMID: 21731673). (**I**) The expression tendency of *Rybp* and *Wdr5* mRNAs during PSC differentiation to cardiomyocyte. Two-tailed Welch’s t-test, and 4 replicates for each point. (**J**) The expression tendency of *Rybp* and *Wdr5* mRNAs during reprogramming. Two-tailed Welch’s t-test, the replicates in each point from MEF to iPSC were 2, 3, 3, 3, 2 and 2, respectively

### RYBP depletion impairs TrxG-associated H3K4me3 at SEs

TrxG primarily catalyzes H3K4me3 (van Nuland et al. 2013), which positively correlates with eRNA expression (Djebali et al. 2012). A similar result was also revealed for the expression of seRNAs at RYBP-targeted SEs, where the regions with H3K4me3 deposition showed significantly higher levels of seRNA expression than those lacking H3K4me3 (Fig. 6A). Because RYBP interacts with TrxG component WDR5 (Fig. 4D), which is a scaffold of TrxG and required for the deposition of H3K4me3 (Ang et al. 2011; Guarnaccia and Tansey 2018). Therefore, we wondered whether RYBP coordinates with WDR5 for H3K4me3 deposition at SEs. In comparison to the TEs without RYBP and WDR5, TEs with both RYBP and WDR5 deposition showed higher ATAC signals (Fig. 6B), indicating an open chromatin state for transcription activation. Regarding the histone modifications of TEs, TEs with both RYBP and WDR5 displayed higher signals of H3K27ac and H3K4me3 compared to those lacking RYBP and WDR5 (Fig. 6B). In SE regions, there is a significantly higher H3K4me3 intensity at sites where both RYBP and WDR5 co-localized than that at the site simultaneous absence of RYBP and WDR5 (Fig. 6C-D). 

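Peaks of RYBP were not used here, so all WDR5 peaks within SEs were examined in Rybp+/+ ESCs. Of these 2710 peaks, 2667 (98.4%, 95% Wilson interval 97.9 to 98.8) overlapped an H3K4me3 peak. Of the 16627 H3K27ac peaks in SEs that overlapped no WDR5 peak, 3865 (23.2%) overlapped an H3K4me3 peak. Leaving out peaks within 2.5 kb of an annotated TSS from both lists, an alternative chosen after seeing the data, moved the share at WDR5 peaks most, to 76.3%. H3K4me3 peaks that reach a TSS were then not counted, so 76.3% is a lower bound for WDR5 peaks away from a TSS. Over the genome 11674 of the WDR5 peaks (97.6%) overlapped an H3K4me3 peak.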

Regarding RYBP and WDR5 co-localized loci within SE regions, nearly all (98.8%) these loci were enriched with H3K4me3 peaks (Fig. 6E). Therefore, H3K4me3 tends to be highly enriched at RYBP and WDR5 co-localized loci at SEs.

Whether RYBP deficiency affects H3K4me3 deposition at SE regions was next investigated. 

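H3K4me3 peaks numbered 39050 in Rybp+/+ ESCs and 38013 in Rybp-/- ESCs, which is 97.3% (95% interval 96.0 to 98.7). They covered 59.2 Mb and 56.8 Mb, or 96.0% of the Rybp+/+ length. Within SEs the number of H3K4me3 peaks fell from 7349 to 6772, or to 92.1% (95% interval 89.2 to 95.2), and the covered length from 14.6 Mb to 12.9 Mb, or to 88.0%. Of the Rybp+/+ H3K4me3 peaks in SEs, 1525 (20.8%) overlapped no Rybp-/- peak. The number of peaks moved most without those within 2.5 kb of an annotated TSS, an alternative chosen after seeing the data, to 86.9% of the Rybp+/+ number.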

RYBP depletion reduced the global accumulation of H3K4me3 in ESCs (Fig. 6F), as well as its deposition at numerous RYBP and H3K4me3 co-localized loci within SEs (Fig. 6G). Furthermore, numerous sites with decreased WDR5 deposition upon RYBP deficiency, also showed a tendency for decreased H3K4me3 enrichment (Fig. 6H). 

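Among the H3K4me3 peaks at WDR5 peaks in SEs, 147 lay only at WDR5 peaks without a Rybp-/- WDR5 peak, and 2 of them (1.36%, 95% Wilson interval 0.374 to 4.82) had no H3K4me3 peak in Rybp-/- ESCs. At WDR5 peaks present in both genotypes, 4 of 2165 H3K4me3 peaks (0.185%, 0.0719 to 0.474) were absent from the Rybp-/- list. The difference was 1.18 percentage points (95% interval 0.148 to 4.64), and it rests on these few lost peaks. The alternative that moved it most, chosen after seeing the data, left out peaks within 2.5 kb of an annotated TSS from every list. It gave 2.08 percentage points, with an interval that includes 0 (-0.618 to 8.90), and a partner peak near a TSS counted as absent in it. Changes in H3K4me3 signal at peaks that were not lost are not analysed here.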

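At Rcor2 on chromosome 19 of mm9, an SE extended from 7270159 to 7463976 and ranked 68th, with 57 H3K27ac peaks. In Rybp+/+ ESCs it held a WDR5 peak from 7342142 to 7343450 with a fold enrichment of 6.32, at percentile 66.0 of the list. In Rybp-/- ESCs, 2 WDR5 peaks were called there, from 7342446 to 7342698 with a fold enrichment of 2.81 and from 7342934 to 7343517 with 5.00, at percentiles 3.42 and 48.6. The H3K4me3 peak over the Rcor2 promoter extended from 7338894 to 7346375 with a fold enrichment of 58.4 in Rybp+/+ ESCs and from 7339032 to 7346366 with 54.4 in Rybp-/- ESCs. Its percentile was 97.7 in the Rybp+/+ and 95.1 in the Rybp-/- list. In the panel's window WDR5 peaks covered 1.31 kb in Rybp+/+ and 0.837 kb in Rybp-/- ESCs, while 2 H3K4me3 peaks in each genotype covered 8.31 kb and 8.43 kb.

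**Figure D4:**
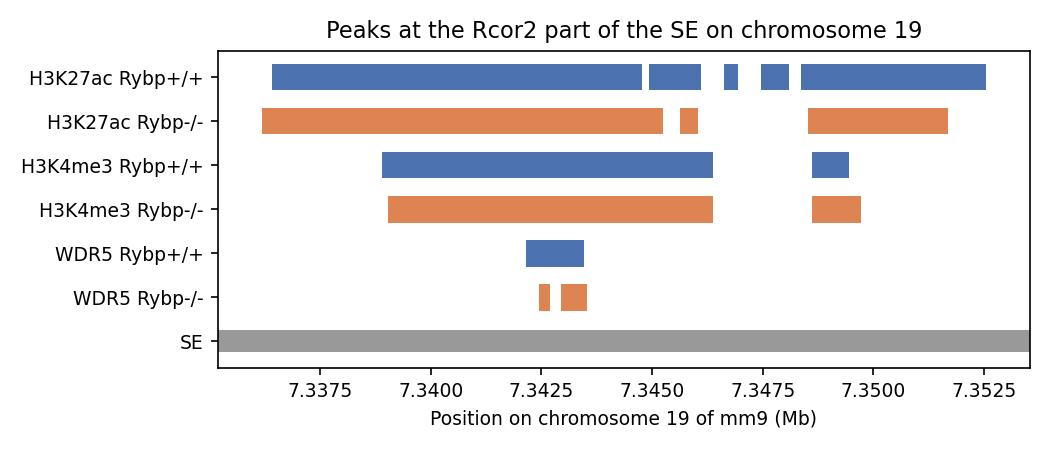
Peaks called by the authors around the window of Fig. 6I on chromosome 19 of mm9 (horizontal axis in Mb), for H3K27ac, H3K4me3 and WDR5 in Rybp+/+ (blue) and Rybp-/- ESCs (orange), with the SE in grey. Each bar is the extent of 1 peak. WDR5 peaks cover 1.31 kb in Rybp+/+ and 0.837 kb in Rybp-/- ESCs.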

As an example, RYBP co-localized with WDR5 and H3K4me3 at a SE region within chromosome 19, RYBP deficiency led to reduced deposition of both WDR5 and H3K4me3 (Fig. 6I). Therefore, RYBP depletion impairs the enrichment of H3K4me3 at SEs.

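H3K4me3 peaks present in both genotypes were compared by their percentile of fold enrichment within their own list. In SEs, 3653 of 5824 such peaks (62.7%, 95% Wilson interval 61.5 to 64.0) had a lower percentile in Rybp-/- ESCs, with a median difference of -3.03 percentile points. In TEs, 7287 of 12783 (57.0%, 56.1 to 57.9) were lower, with a median difference of -1.41, and over the genome 53.1% were lower. The number of H3K4me3 peaks in TEs was 14408 in Rybp+/+ and 13736 in Rybp-/- ESCs, or 95.3% of the Rybp+/+ number. From the lower H3K4me3 deposition globally and within SEs, its tendency to decrease at sites with decreased WDR5 and the example on chromosome 19, the paper concludes that RYBP depletion impairs the enrichment of H3K4me3 at SEs.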

**Fig. 6:**
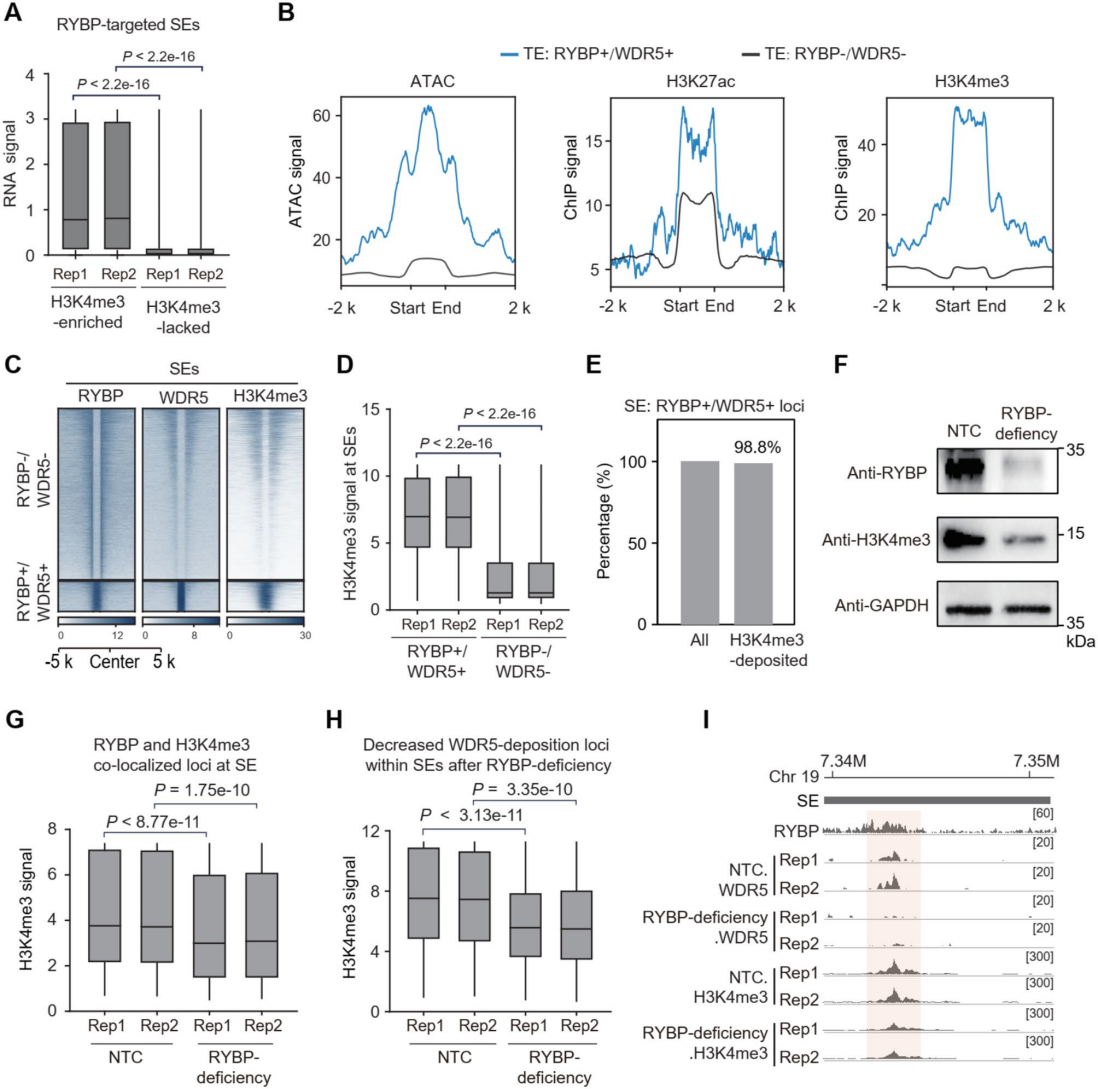
RYBP depletion impairs TrxG-associated H3K4me3 at SEs. (**A**) Boxplot showing the RNA expression levels at RYBP-targeted SEs with or without H3K4me3 deposition, Wilcoxon test. (**B**) ATAC, H3K27ac and H3K4me3 signals at typical enhancers with (RYBP+/WDR5+) or without (RYBP-/WDR5-) both RYBP and WDR5 deposition. (**C-D**) Heatmap and boxplot showing the H3K4me3 signals at both RYBP and WDR5-lacked loci (RYBP-/WDR5-), as well as at the both RYBP and WDR5-deposited loci (RYBP+/WDR5+), one-tailed Wilcoxon test, 2 replicates for the two groups. (**E**) Among the RYBP and WDR5 co-localized loci within SE, the percentage of these loci with H3K4me3 deposition was displayed. (**F**) Western blot showing the levels of H3K4me3 in ESCs after RYBP depletion. (**G**) Boxplot showing the H3K4me3 signals at RYBP and H3K4me3 co-localized regions within SEs before and after RYBP deficiency, one-tailed Wilcoxon test, 2 replicates for the two groups. (**H**) Boxplot showing the H3K4me3 signal at loci within SEs, the deposition of WDR5 at these loci decreased after RYBP-deficiency, one-tailed Wilcoxon test, 2 replicates for the two groups. (**I**) The representative locus showing the WDR5 and H3K4me3 deposition at SE before and after RYBP deficiency

### RYBP is involved in intra and inter SE interactions

Reported work has revealed that multiple enhancers are nested via 3D chromatin interactions for transcription control (Lin et al. 2022), previous study also revealed that RYBP contributes to long-range chromatin interactions (Wei et al. 2022), we therefore wondered whether RYBP is involved in the interactions between SEs. Using RYBP HiChIP, we identified RYBP-associated interactions (Fig. 7A). The deposition of RYBP ChIP signal at the interacted anchors confirms the validity of the HiChIP data (Fig. 7B).

Globally, the histone modifications and transcription factors associated with SE are enriched at the anchors of RYBP-associated interactions, as well as the total and phosphorylated RNA pol II (Fig. 7C). RYBP participates in the interactions between various DNA elements, including insulator, enhancer and promoter, with RYBP involved in 3.95% of enhancer-enhancer interactions (Fig. 7D). Regarding SEs, RYBP was found to participate in interactions both within and between SEs (Fig. 7E). Overall, 23.6% and 12.4% of SEs engage in inter- and intra-SE interactions, respectively (Fig. 7F).

**Fig. 7:**
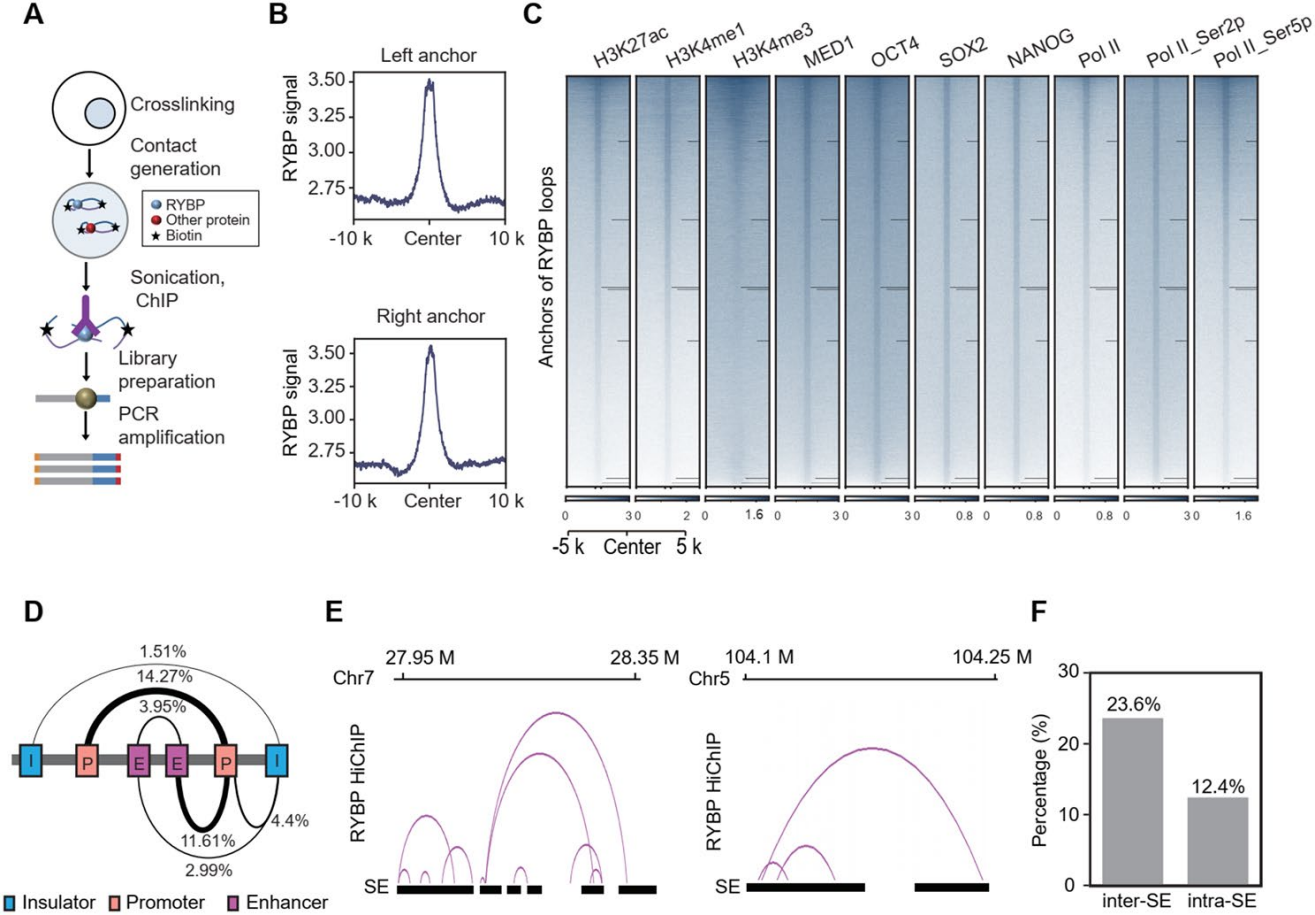
RYBP is involved in intra and inter SE interactions. (**A**) Experimental pipeline for RYBP HiChIP. (**B**) RYBP ChIP-seq signal at anchors of RYBP HiChIP data. (**C**) Heatmaps showing the signals of different proteins at the anchors of RYBP HiChIP data. (**D**) The percentage of interactions between different DNA elements from RYBP HiChIP data. (**E-F**) The representative loci and quantification showing the RYBP-associated interactions intra or inter SEs

### RYBP generally occupies SEs across cell types and species

We then wondered whether RYBP generally occupies SEs across different types of cells and species. ChIP-seq data from another in vitro differentiated cells, mesodermal cells (MECs) were analyzed. Histone modifications associated with active enhancers, including H3K27ac, H3K4me1 and H3K4me3, deposited at RYBP binding loci in MECs (Fig. 8A-B). A total of 957 SEs were identified by H3K27ac signal in MECs (Fig. 8C), and RYBP was found to be enriched at SEs in MECs (Fig. 8D). Specifically, 27.7% of SEs in MECs were targeted by RYBP (Fig. 8E). For example, in MECs, RYBP signals were observed at a SE on chromosome 6 (Fig. 8F). Thus, the occupation of RYBP at SEs is not limited to ESCs but extends to differentiated cells.

To investigate whether RYBP occupies SEs in cells derived from in vivo tissues, ChIP-seq data for RYBP and histone modifications were analyzed from newborn mice-derived epidermal progenitor cell (EPC) (Cohen et al. 2018). H3K27ac, H3K4me1 and H3K4me3 deposited at RYBP binding loci in both EPCs (Fig. S6A-S6B). A total of 841 SEs were identified by H3K27ac signal in EPCs (Fig. 8G), and 78.8% of SEs in EPCs were targeted by RYBP (Fig. 8H-I). As an example, in EPCs, a SE on chromosome 2 exhibited deposition of H3K27ac, H3K4me1, and H3K4me3, with concurrent enrichment of RYBP (Fig. 8J). In addition, ChIP-seq data from mouse brain-derived cells were also analyzed (Gao et al. 2014; Liu et al. 2021). A total of 287 SEs were identified (Fig. S6C), and 22% of SEs are targeted by RYBP (Fig. S6D-F). Thus, the occupation of RYBP at SEs is also observed in in vitro tissues.

To investigate whether RYBP-targeted SEs is responsible for disease process, a model of Doxorubicin (DOX)-induced heart failure was used. A total of 738 SEs were identified in cardiomyocytes (CMs) isolated from rat hearts (Fig. 8K). Notably, 57% of these SEs in rat CMs were targeted by RYBP (Fig. 8L-N). DOX treatment led to a reduction in H3K27ac signal at several RYBP-targeted SEs in rat CMs (Fig. 8O), and the expression of genes near two example SEs was significantly downregulated (Fig. 8P), suggesting impaired SE activity.

Therefore, RYBP is deposited at SEs in cells derived from both in vitro cell lines and in vivo tissue-derived cells, including both mouse and rat cells. Additionally, RYBP-targeted SEs respond to disease processes.

**Fig. 8:**
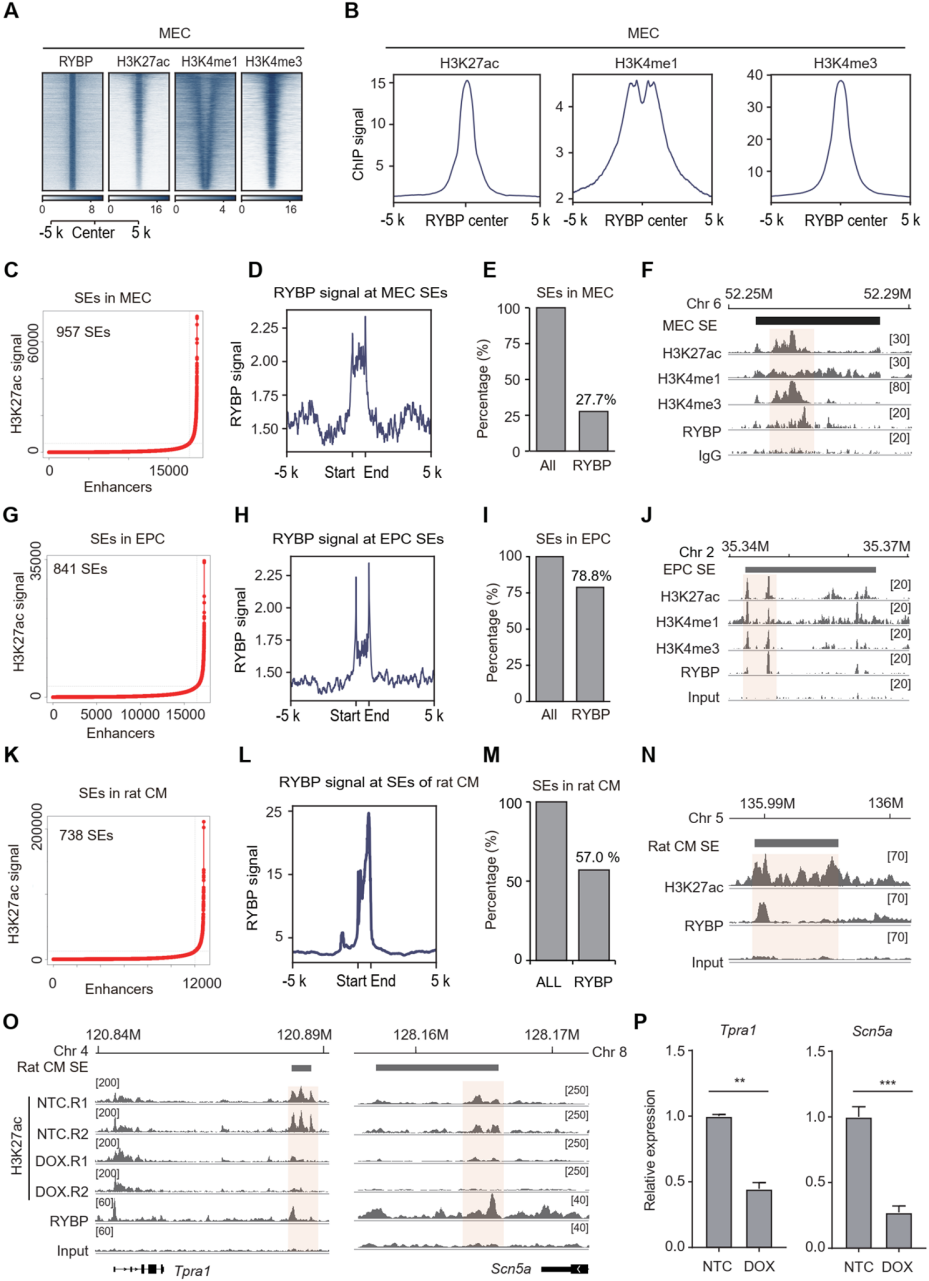
RYBP generally occupies SEs across cell types and species. (**A-B**) H3K27ac, H3K4me1 and H3K4me3 signals at RYBP loci in MECs. (**C**) H3K27ac signals at enhancers in MECs. (**D**) RYBP signals at SEs in MECs. (**E**) The percentage of RYBP-targeted SEs among all SEs in MECs. (**F**) The representative loci showing the deposition of RYBP and histone modification at SE in MECs. (**G**) H3K27ac signal at enhancers in EPCs. (**H**) RYBP signal at SEs in EPCs. (**I**) The percentage of RYBP-targeted SEs among all SEs in EPCs. (**J**) The representative loci showing the deposition of RYBP and histone modifications at SE in EPCs. (**K**) H3K27ac signals at enhancers in rat CM. (**L**) RYBP signals at SEs in rat CM. (**M**) The percentage of RYBP-targeted SEs among all SEs in rat CM. (**N**) The representative loci showing the deposition of RYBP and histone modification at SE in rat CM. (**O**) The representative loci showing the H3K27ac signals before or after DOX treatment in rat CM. (**P**) The expression alteration of *Tpra1* and *Scn5a* after DOX treatment

### RYBP is required for cell fate control

Given the association of super-enhancers with cell fate regulation and their implication in human diseases (Mansour et al. 2014; Oldridge et al. 2015; Whyte et al. 2013), we first investigated whether RYBP controls cell fate during development, and experiments were conducted in ESCs and their differentiation processes. Results showed that RYBP knockdown reduced the size of ESC colonies and their proliferation ability (Fig. 9A-C), indicating that RYBP is essential for the self-renewal of ESCs. Next, the transition of ESCs towards the three germ layers was assessed using a random differentiation system via EB formation (Fig. S7A). RYBP knockout did not affect EB formation (Fig. S7B). However, the expression of genes associated with the three germ layers was significantly affected by RYBP knockout. Specifically, the ectoderm marker gene *Pax3* was significantly reduced at Day 14. At Day 4, the mesendoderm marker gene *T* was significantly reduced. The mesoderm marker gene *Mesp1* was significantly downregulated at Day 6. The endoderm marker genes *Gata4* and *Gata6* were significantly reduced on Days 14 and 10, respectively (Fig. S7C). Given that RYBP occupies SE regions in MECs (Fig. 8C-F), its role in the maintenance of MECs was further examined. RYBP-inducible depletion ESCs (Fig. 2D) were induced to differentiate into MECs in vitro for 4 days, followed by *Rybp*-deletion via 4-OHT treatment. The proliferation ability and expression of MEC-associated genes were then assessed (Fig. 9D). After 4 days of differentiation, ESCs formed MECs with normal EB morphology (Fig. 9E). Compared to vehicle group, the EB size from 4-OHT treatment group was seemingly smaller (Fig. 9F), and the expression of several MEC-associated genes, including *Mesp1*, *Flk-1*, and *Mixl1*, significantly decreased (Fig. 9G). Additionally, dissociated MECs were re-planted in dishes, and showed impaired EB re-formation ability and reduced proliferation ability upon 4-OHT treatment (Fig. 9H-I). These findings collectively suggest that RYBP is crucial for the proper development.

Then whether dysregulation of RYBP is linked to human pathologies was further investigated. Alterations in RYBP expression have been associated with various biological processes and diseases, including tumor cell invasion, Hodgkin disease, and liver carcinoma (Fig. S7D). Additionally, RYBP mutations have been implicated in changes in body height, progression of liver carcinoma, and neoplasm metastasis (Fig. S7E). Analysis of RYBP expression in tumors revealed dosage alterations in multiple tumor types (Fig. S7F). For example, RYBP is highly expressed in adrenocortical carcinoma (ACC), esophageal carcinoma (ESCA) and kidney chromophobe (KICH) (Fig. S7F), and the high level of RYBP is positively related to shorter survival rates for patients with these tumors (Fig. S7G). Conversely, RYBP is down-regulated in uterine corpus endometrial carcinoma (UCEC) and uterine carcinosarcoma (UCS) (Fig. S7F), lower RYBP levels associated with shorter survival rates for patients with these malignancies (Fig. S7H). Therefore, dysfunction of RYBP is associated with human diseases. Given that RYBP is expressed in various cancer cells (Fig. S7F), we further investigated whether RYBP is also required for the maintenance of these cells (Fig. 9J). The knockdown of *Rybp* in lung adenocarcinoma cells (LA795) was performed via shRNA (Fig. 9K), which significantly impaired their proliferation ability (Fig. 9L-M). In addition, several genes associated with the progression, migration and invasion of lung adenocarcinoma cells, significantly down-regulated upon *Rybp* knockdown (Fig. 9N). These findings indicate that RYBP is required for the maintenance of lung adenocarcinoma cells.

Altogether, RYBP is required for the cell fate control during development, as well as cancer cells. Dysregulation of RYBP is linked to human pathologies.

**Fig. 9:**
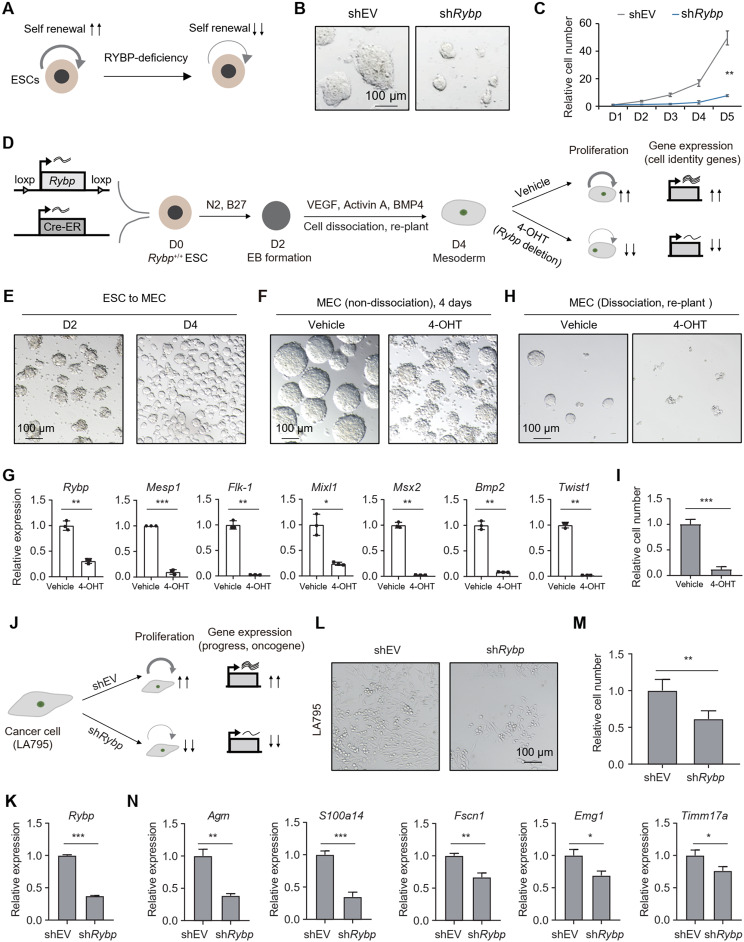
RYBP is required for cell fate control. (**A**) Schematic of the experimental design for investigating the role of RYBP in ESC maintenance. (**B**) Representative images showing the ESC colonies in different groups. (**C**) The relative number of ESCs in shEV or sh*Rybp* group across 5 days, two-tailed Welch’s t-test, 4 replicates for each group. (**D**) Schematic of the experimental design for investigating the role of RYBP in MEC maintenance. (**E**) Representative images showing the EBs at Day 2 and Day 4 during ESC differentiation. (**F**) Representative images showing the EBs in different groups, the EBs were continuously cultured without dissociation. (**G**) The expression of genes after 4 days treatment in different groups, two-tailed Welch’s t-test, 3 replicates for each group. (**H**) Representative images showing the EBs in different groups, the EBs were dissociated and re-planted. (**I**) The relative number of MECs in different groups, two-tailed Welch’s t-test, 5 replicates for each group. (**J**) Schematic of the experimental design for investigating the role of RYBP in cancer cell maintenance. (**K**) RT-qPCR detects the knockdown of *Rybp* RNA in LA795 cells. (**L**) Representative images showing the LA795 cells in different groups. (**M**) The relative number of ESCs in shEV or sh*Rybp* group after 4 days, two-tailed Welch’s t-test, 5 replicates for each group. (**N**) RT-qPCR detects the expression of genes in LA795 cells from shEV or sh*Rybp* group, two-tailed Welch’s t-test, 3 replicates for each group

## Discussion

Enhancers are a class of DNA elements in the genome that can activate gene expression (Banerji et al. 1981, 1983), their regulatory effects on target genes are not limited by distance or position relative to the target gene (Banerji et al. 1981). Histone modification such as H3K4me1 is usually enriched at enhancers (Heintzman et al. 2007), and the presence of co-activators such as P300, and highly enriched histone modification H3K27ac indicates their strong transcriptional activation regulatory activity (Bonn et al. 2012; Rada-Iglesias et al. 2011). A large number of enhancers are clustered together and can span genomic distances of up to 50 kilobases, forming super-enhancers (Whyte et al. 2013). Previous research has shown that RYBP collaborates with OCT4 to activate the expression of pluripotency-associated genes, which typically govern the cell fate of stem cells (Li et al. 2017). This finding is similar to our conclusion that RYBP regulates SE activity, because SEs also control the expression of cell fate-associated genes (Whyte et al. 2013). Therefore, our study elucidates the mechanism by which Polycomb protein RYBP facilitates transcription from the perspective of super-enhancers.

Certain enhancer regions exhibit high enrichment of RNA Pol II and can transcribe eRNAs, further promoting enhancer activity and neighboring gene expression (Ding et al. 2015; Djebali et al. 2012; Hah et al. 2015; Henriques et al. 2018; Pefanis et al. 2015; Suzuki et al. 2017). eRNAs regulate the expression of distant genes through various mechanisms, such as facilitating enhancer-promoter interactions and recruiting coactivators (Jiao et al. 2018; Rahnamoun et al. 2018). Unlike promoters, eRNAs are transcribed bidirectionally from the transcription start site of enhancers (Austenaa et al. 2015). A previous study revealed that transcribed enhancers show stronger enrichment of histone modification H3K4me3 (Djebali et al. 2012), and H3K4me3 facilitates RNA transcription by promoting the elongation process of RNA Pol II (Wang et al. 2023). Thus, RYBP loss-induced reduction of H3K4me3 may be one of the reasons for the impaired eRNA transcription. In addition, the depletion of RYBP results in attenuated enrichment of H3K27ac, which may represent another reason contributing to the downregulation of eRNA expression. Transcribed enhancers display enrichment of H3K27ac (Djebali et al. 2012), and H3K27ac is required for eRNA transcription (Kang et al. 2021). Given that TrxG facilitates the deposition of both H3K27ac and H3K4me3 (Tie et al. 2009; van Nuland et al. 2013), we propose a mechanism in which RYBP collaborates with WDR5 at SEs and further promotes the deposition of various active histone modifications, thereby enhancing eRNA transcription.

The present study demonstrates that RYBP depletion reduces the chromatin deposition of WDR5 at chromatin. We did not rule out the possible indirect consequence of PRC1 dysfunction. Given that PRC1 plays a crucial role in maintaining pluripotency (Morey et al. 2012), RYBP deficiency could potentially facilitate the exit from pluripotency in ESCs (Wei et al. 2022), which might further contribute to the dissociation of WDR5 from chromatin. The reduction of H3K27ac at RYBP-lacked loci following RYBP depletion further supports this possibility. Additionally, RYBP collaborates with WDR5 at SEs, we also do not exclude the possibility that other proteins may also interact with RYBP at SEs. For instance, OCT4 has been reported to be enriched at SEs (Whyte et al. 2013). Our study revealed co-localization of RYBP and OCT4 at SE, and previous research has established a physical interaction between RYBP and OCT4 (Li et al. 2017). Therefore, it is plausible that RYBP also collaborates with OCT4 at SEs for its function.

RYBP is required for the pluripotency maintenance of embryonic stem cells (Wei et al. 2022). The classical function of RYBP is as a component of the non-canonical PRC1 to repress the expression of lineage genes. Increasing evidence suggests that RYBP also possesses transcriptional activation characteristics (Li et al. 2017; Wei et al. 2022). The present study further reveals that RYBP regulates the expression of eRNAs. The expression of transcribed enhancers and eRNAs is cell type-specific (Djebali et al. 2012), and factors determining cell fate are also involved in eRNA transcription (Pulakanti et al. 2013), suggesting a role for eRNAs in cell fate determination. In embryonic stem cells, super-enhancers can also transcribe eRNAs and regulate the expression of distal pluripotency genes, thereby maintaining stem cell pluripotency (Ding et al. 2015). In contrast to its role in inhibiting developmental gene expression dependent on Polycomb, RYBP also regulates SE activity for cell fate control, which process seemingly does not rely on Polycomb complex. Therefore, dual mechanisms by which RYBP safeguards the fate of stem cells are proposed.

Multiple mechanisms have been reported regarding the relationship between eRNA transcription and human disease. For instance, in pancreatic ductal adenocarcinoma, CFL1 overexpression enhances m6A on seRNA, recruiting MLL1 for H3K4me3 modification. This increases H3K4me3 at super-enhancers, enhancing chromatin accessibility and oncogene transcription (Li et al. 2023). In human breast cancer cells, the binding of E2 to ER-α enhances eRNA transcription at enhancers. These eRNAs appear to play a crucial role in augmenting enhancer-promoter interactions and gene activation (Li et al. 2013). Furthermore, E2 induces the recruitment of a megadalton-scale protein complex, including GATA3, which forms phase-separated liquid droplets. This phase separation facilitates long-distance interactions and cooperative activation of enhancers (Liu et al. 2014; Nair et al. 2019), and E2-induced eRNAs promote the formation of GATA3 condensates (Nair et al. 2019). These findings underscore the critical role of eRNA in phase separation-driven chromatin architecture and its implications in human disease. Studies have shown that biomolecules on super-enhancers, including transcription factors and non-coding RNAs, undergo phase separation (Hnisz et al. 2013, 2017; Sabari et al. 2018). The present reveals that RYBP regulates the expression of eRNA, and is involved in inter-SE interactions, and our previous study has indicated that RYBP can undergo phase separation and facilitates long-range interactions (Wei et al. 2022). A possible speculation is that RYBP activates the expression of eRNAs, which may facilitate the phase separation of RYBP within the regions of super-enhancers. This, in turn, could facilitate the spatial clustering of SEs promoting gene activation. This process might be also important in oncogenic pathways or developmental abnormalities, as RYBP is essential for their maintenance.

## Conclusions

RYBP regulates SE activity. RYBP cooperates with TrxG component to promote the deposition of active histone modifications at SEs, and regulates eRNA transcription on SEs. RYBP generally localizes at SEs in both in vitro cell lines and in vivo tissue-derived cells. Dysfunction of RYBP is associated with various cancers and developmental disorders.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Sequencing data from this study are available at NCBI GEO under accession number GSE261485 and GSE281406. Public datasets utilized in this research are listed in Table S2.

## Abbreviations

ESC: Embryonic stem cell
EPC: Epidermal progenitor
MEC: Mesodermal cell
SE: Super-enhancer
seRNA: enhancer RNA at SE regions
TrxG: Trithorax group
PcG: Polycomb group
PRC1: Polycomb Repressive Complex 1
PRC2: Polycomb Repressive Complex 2
Co-IP: Co-immunoprecipitation
TE: Typical enhancer
ACC: Adrenocortical carcinoma
ESCA: Esophageal carcinoma
KICH: Kidney chromophobe
UCEC: Uterine corpus endometrial carcinoma
UCS: Uterine carcinosarcoma

# Supplementary material for: Polycomb protein RYBP facilitates super-enhancer activity
**Source:** Mol Med. 2024 Nov 27;30:236. doi: 10.1186/s10020-024-01006-3
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Reference**

Ang YS, Tsai SY, Lee DF, Monk J, Su J, Ratnakumar K, et al. Wdr5 Mediates Self-Renewal and Reprogramming via the Embryonic Stem Cell Core Transcriptional Network. Cell. 2011;145:183-197.

Bonev B, Cohen NM, Szabo Q, Fritsch L, Papadopoulos GL, Lubling Y, et al. Multiscale 3D Genome Rewiring during Mouse Neural Development. Cell. 2017;171:557-+.

Cohen I, Zhao DJ, Bar C, Valdes VJ, Dauber-Decker KL, Nguyen MB, et al. PRC1 Fine-tunes Gene Repression and Activation to Safeguard Skin Development and Stem Cell Specification. Cell Stem Cell. 2018;22:726-+.

Das PP, Shao Z, Beyaz S, Apostolou E, Pinello L, De Los Angeles A, et al. Distinct and Combinatorial Functions of Jmjd2b/Kdm4b and Jmjd2c/Kdm4c in Mouse Embryonic Stem Cell Identity. Mol Cell. 2014;53:32-48.

Ding L, Paszkowski-Rogacz M, Mircetic J, Chakraborty D, and Buchholz F. The Paf1 complex positively regulates enhancer activity in mouse embryonic stem cells. Life Sci Alliance. 2021;4:

Fursova NA, Turberfield AH, Blackledge NP, Findlater EL, Lastuvkova A, Huseyin MK, Dobrinic P, and Klose RJ. BAP1 constrains pervasive H2AK119ub1 to control the transcriptional potential of the genome. Gene Dev. 2021;35:749-770.

Gao ZH, Lee P, Stafford JM, von Schimmelmann M, Schaefer A, and Reinberg D. An AUTS2-Polycomb complex activates gene expression in the CNS. Nature. 2014;516:349-+.

Heng JCD, Feng B, Han JY, Jiang JM, Kraus P, Ng JH, et al. The Nuclear Receptor Nr5a2 Can Replace Oct4 in the Reprogramming of Murine Somatic Cells to Pluripotent Cells. Cell Stem Cell. 2010;6:167-174.

Hong Y, Li XL, Li J, He QY, Huang MB, Tang YB, Chen X, Chen J, Tang KJ, and Wei C. H3K27ac acts as a molecular switch for doxorubicin-induced activation of cardiotoxic genes. Clinical Epigenetics. 2024;16:

Kagey MH, Newman JJ, Bilodeau S, Zhan Y, Orlando DA, van Berkum NL, et al. Mediator and cohesin connect gene expression and chromatin architecture. Nature. 2010;467:430-435.

Kundu S, Ji F, Sunwoo H, Jain G, Lee JT, Sadreyev RI, Dekker J, and Kingston RE. Polycomb Repressive Complex 1 Generates Discrete Compacted Domains that Change during Differentiation. Mol Cell. 2017;65:432-+.

Lau MS, Schwartz MG, Kundu S, Savol AJ, Wang PI, Marr SK, et al. Mutation of a nucleosome compaction region disrupts Polycomb-mediated axial patterning. Science. 2017;355:

Li MM, Gou HF, Tripathi BK, Huang J, Jiang SL, Dubois W, et al. An Apela RNA-Containing Negative Feedback Loop Regulates p53-Mediated Apoptosis in Embryonic Stem Cells. Cell Stem Cell. 2015;16:669-683.

Liu SX, Aldinger KA, Cheng CV, Kiyama T, Dave M, McNamara HK, et al. NRF1 association with AUTS2-Polycomb mediates specific gene activation in the brain. Mol Cell. 2021;81:4663-+.

Lynch CJ, Bernad R, Martínez-Val A, Shahbazi MN, Nóbrega-Pereira S, Calvo I, et al. Global hyperactivation of enhancers stabilizes human and mouse naive pluripotency through inhibition of CDK8/19 Mediator kinases. Nature Cell Biology. 2020;22:1223-+.

Morey L, Aloia L, Cozzuto L, Benitah SA, and Di Croce L. RYBP and Cbx7 Define Specific Biological Functions of Polycomb Complexes in Mouse Embryonic Stem Cells. Cell Reports. 2013;3:60-69.

Morey L, Santanach A, Blanco E, Aloia L, Nora EP, Bruneau BG, and Di Croce L. Polycomb Regulates Mesoderm Cell Fate-Specification in Embryonic Stem Cells through Activation and Repression Mechanisms. Cell Stem Cell. 2015;17:300-315.

Peng JC, Valouev A, Swigut T, Zhang JM, Zhao YM, Sidow A, and Wysocka J. Jarid2/Jumonji Coordinates Control of PRC2 Enzymatic Activity and Target Gene Occupancy in Pluripotent Cells. Cell. 2009;139:1290-1302.

Rahl PB, Lin CY, Seila AC, Flynn RA, McCuine S, Burge CB, Sharp PA, and Young RA. c-Myc Regulates Transcriptional Pause Release. Cell. 2010;141:432-445.

Rose NR, King HW, Blckledge NP, Fursova NA, Ember KJI, Fischer R, Kessler BM, and Klose RJ. RYBP stimulates PRC1 to shape chromatin-based communication between Polycomb repressive complexes. Elife. 2016;5:

Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S, et al. A map of the cis-regulatory sequences in the mouse genome. Nature. 2012;488:116-120.

Wamstad JA, Alexander JM, Truty RM, Shrikumar A, Li FG, Eilertson KE, et al. Dynamic and Coordinated Epigenetic Regulation of Developmental Transitions in the Cardiac Lineage. Cell. 2012;151:206-220.

Wang XL, Gerber A, Chen WY, and Roeder RG. Functions of paralogous RNA polymerase III subunits POLR3G and POLR3GL in mouse development. P Natl Acad Sci USA. 2020;117:15702-15711.

Wei C, Jia LM, Huang XN, Tan J, Wang ML, Niu J, et al. CTCF organizes inter-A compartment interactions through RYBP-dependent phase separation. Cell Research. 2022;32:744-760.

Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, and Young RA. Master Transcription Factors and Mediator Establish Super-Enhancers at Key Cell Identity Genes. Cell. 2013;153:307-319.

Zepeda-Martinez JA, Pribitzer C, Wang J, Bsteh D, Golumbeanu S, Zhao Q, et al. Parallel PRC2/cPRC1 and vPRC1 pathways silence lineage-specific genes and maintain self-renewal in mouse embryonic stem cells. Sci Adv. 2020;6:eaax5692.

Zhao J, Wang M, Chang L, Yu J, Song A, Liu C, et al. RYBP/YAF2-PRC1 complexes and histone H1-dependent chromatin compaction mediate propagation of H2AK119ub1 during cell division. Nat Cell Biol. 2020;22:439-452.

# Supplementary material for: Polycomb protein RYBP facilitates super-enhancer activity
**Source:** Mol Med. 2024 Nov 27;30:236. doi: 10.1186/s10020-024-01006-3
**Supplement:** Supplementary file 4 — Supplementary Material 4

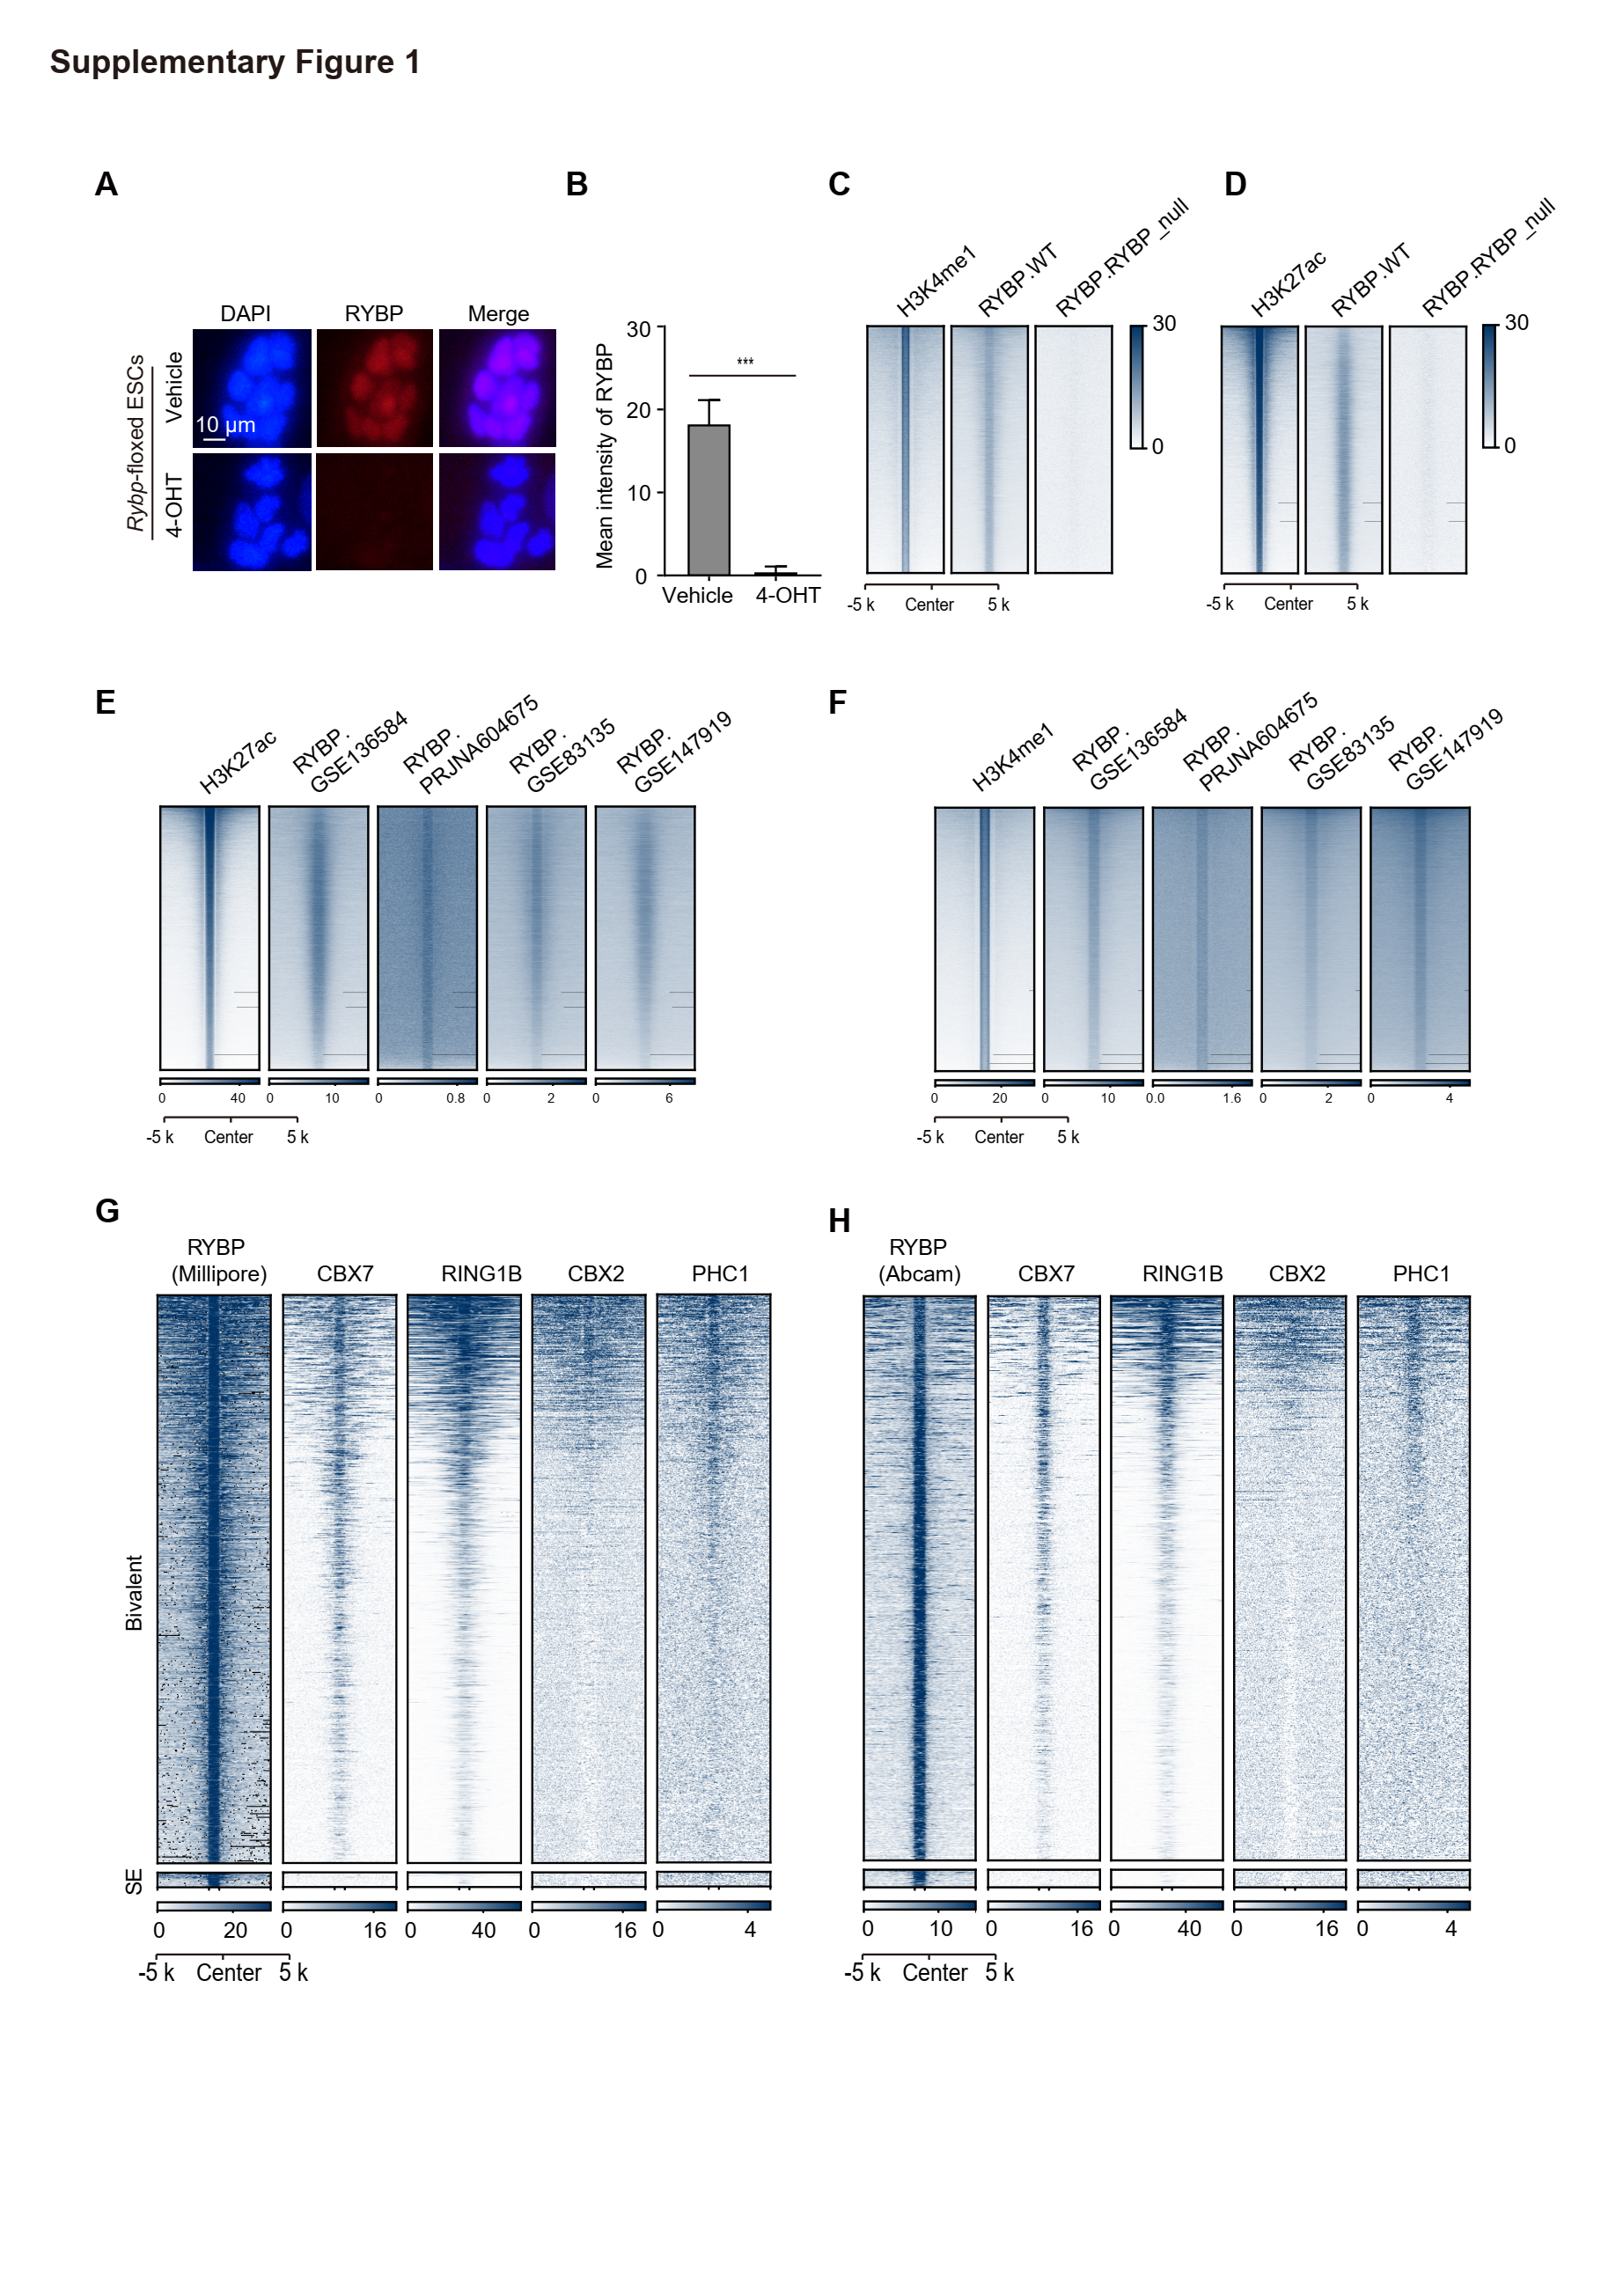

**Fig. S1** RYBP occupies super-enhancers in embryonic stem cells. (**A-B**) Immunofluorescence images (**A**) and quantification (**B**) showing the RYBP signal in WT and RYBP KO ESCs, 94 and 156 cells were detected for vehicle and 4-OHT group, respectively. Two-tailed Welch’s t-test.  (**C-D**) RYBP signals from WT or RYBP_null ESC at RYBP_H3K4me1 (**C**) or RYBP_H3K27ac (**D**) co-binding loci. (**E-F**) RYBP signals from four datasets at H3K27ac and H3K4me1 loci. (**G-H**) In bivalent or SE regions, the signal of Polycomb proteins at RYBP loci defined from different antibodies (Millipore or Abcam).

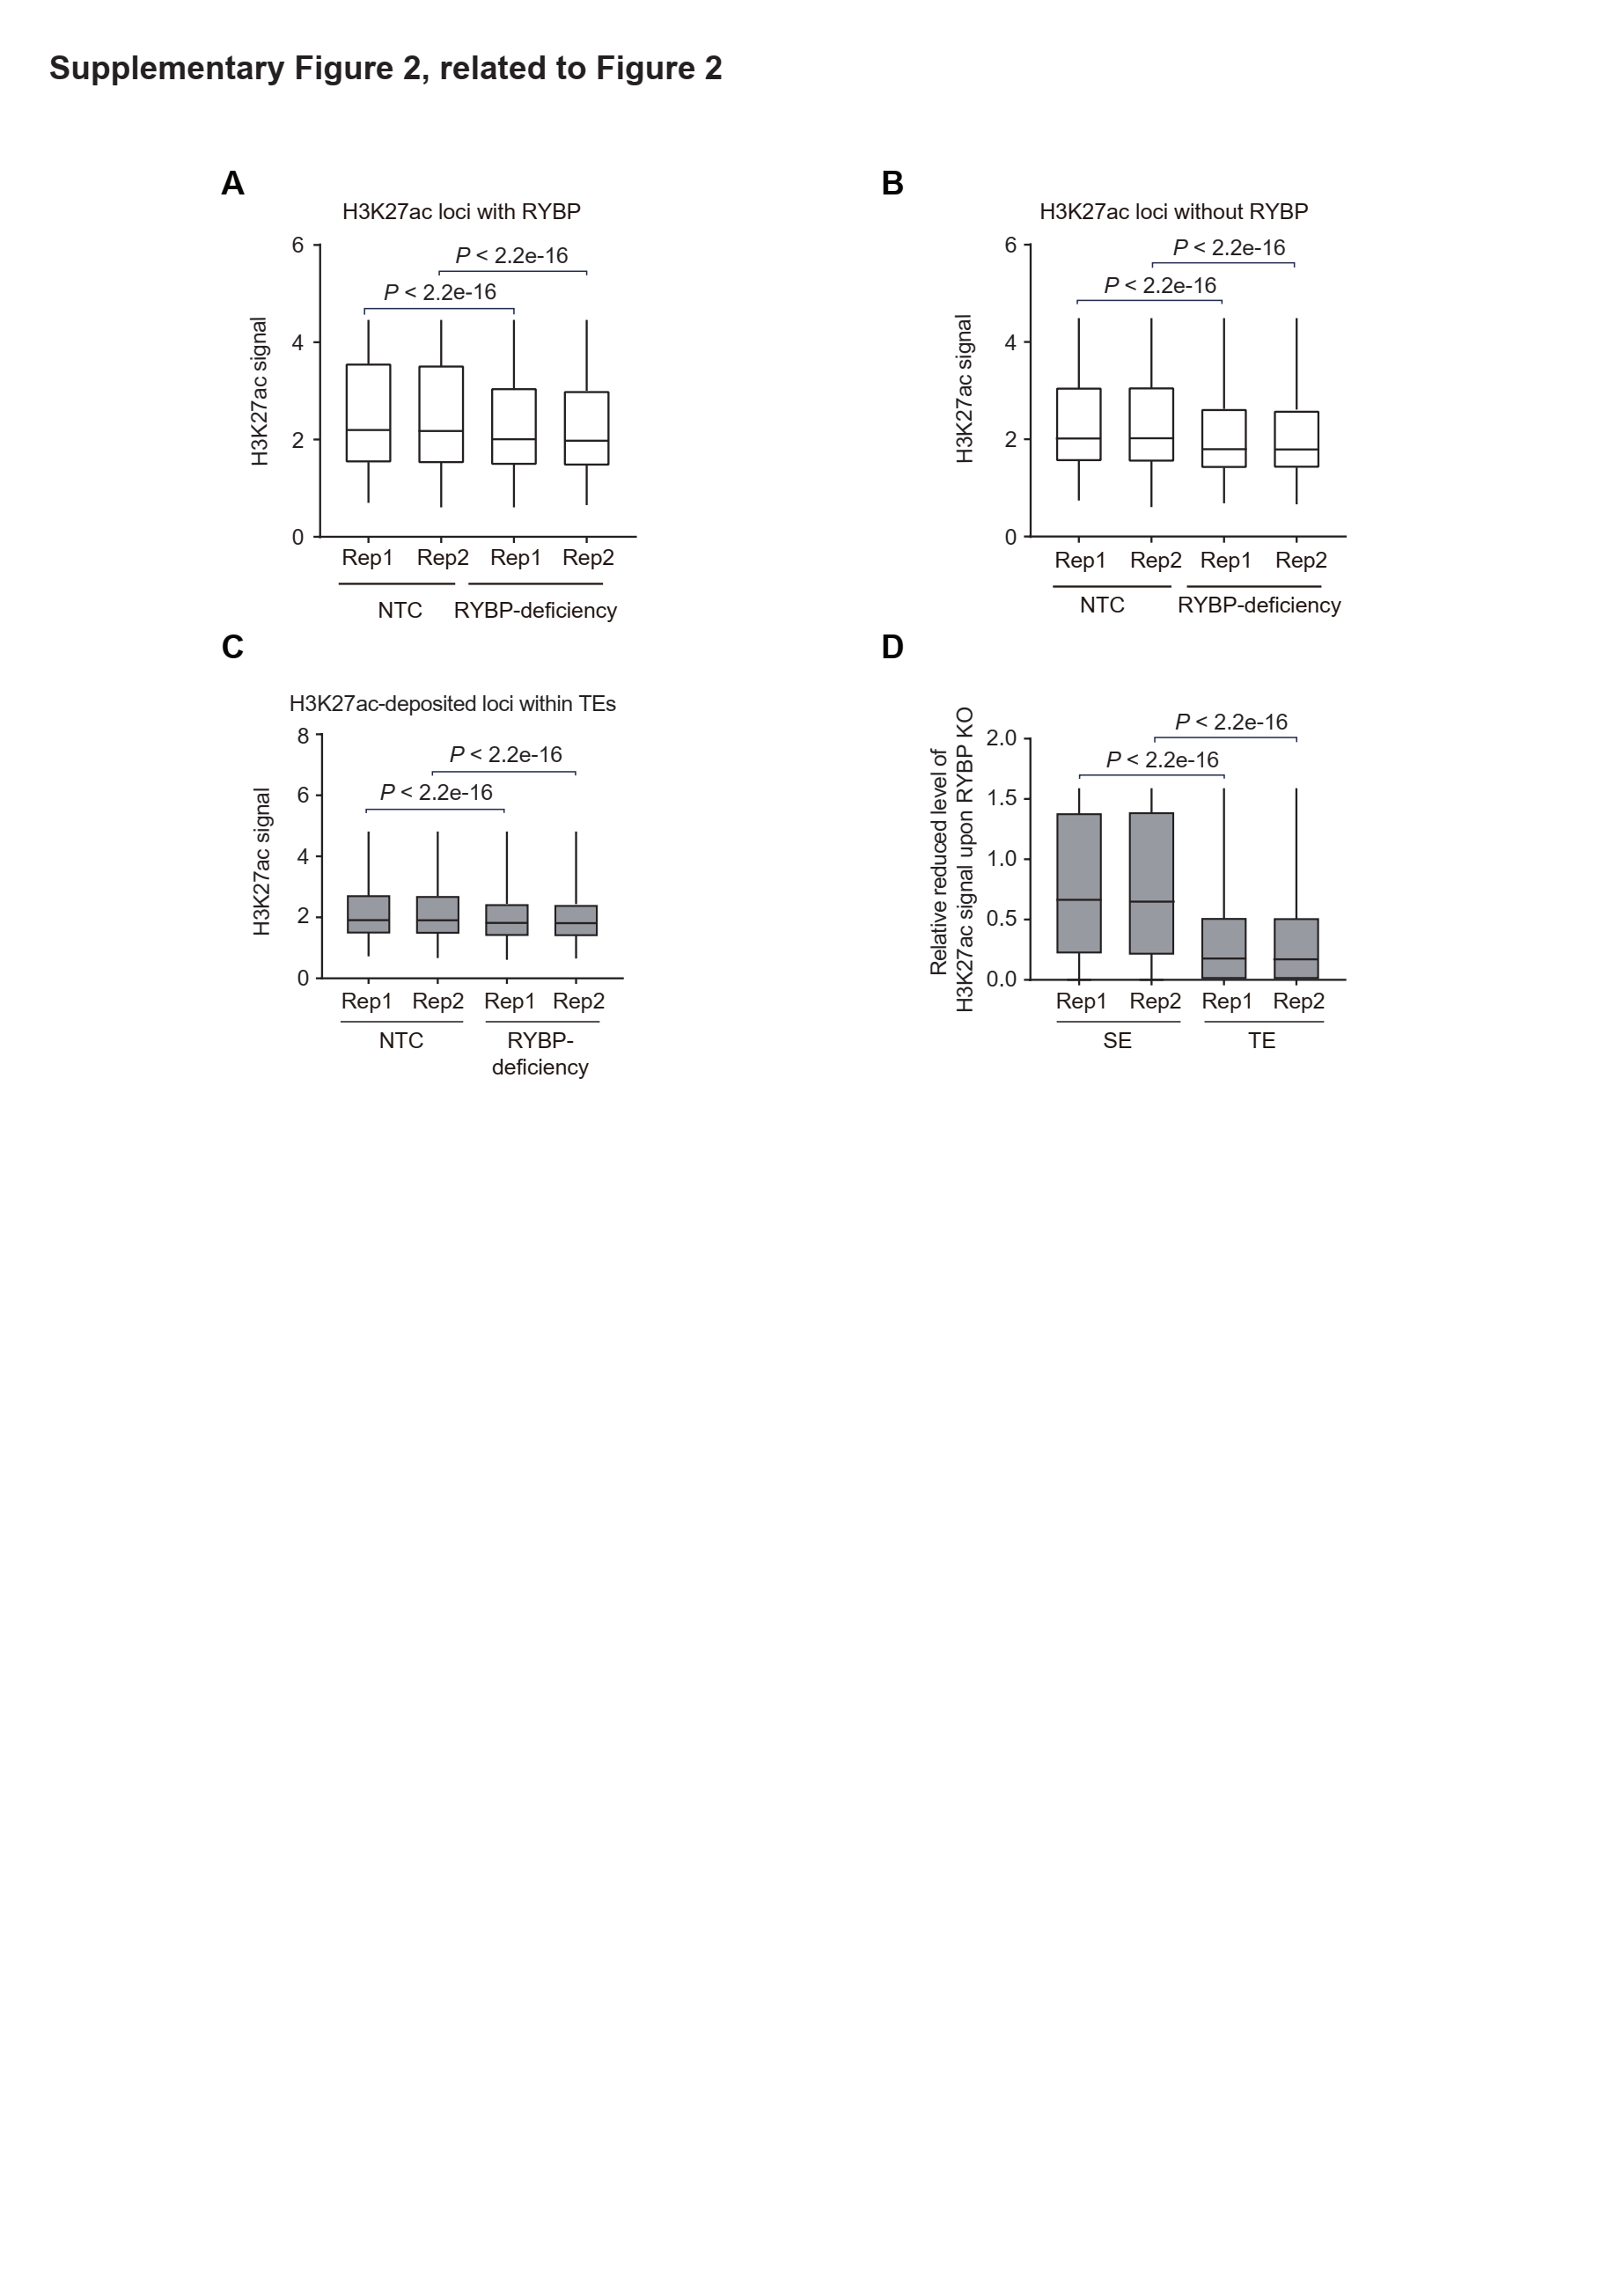

**Fig. S2** RYBP depletion impairs the enrichment of H3K27ac at SEs. (**A-B**) At SEs, boxplot showing the H3K27ac signal at H3K27ac loci with (**A**) or without (**B**) RYBP after RYBP-depletion, one-tailed Wilcoxon test, 2 replicates for the two groups. (**C**) Boxplot showing the H3K27ac signal at TEs after RYBP-depletion, one-tailed Wilcoxon test, 2 replicates for the two groups. (**D**) Relative reduced level of H3K27ac signal upon RYBP KO at SEs and TEs, one-tailed Wilcoxon test, 2 replicates for the two groups.

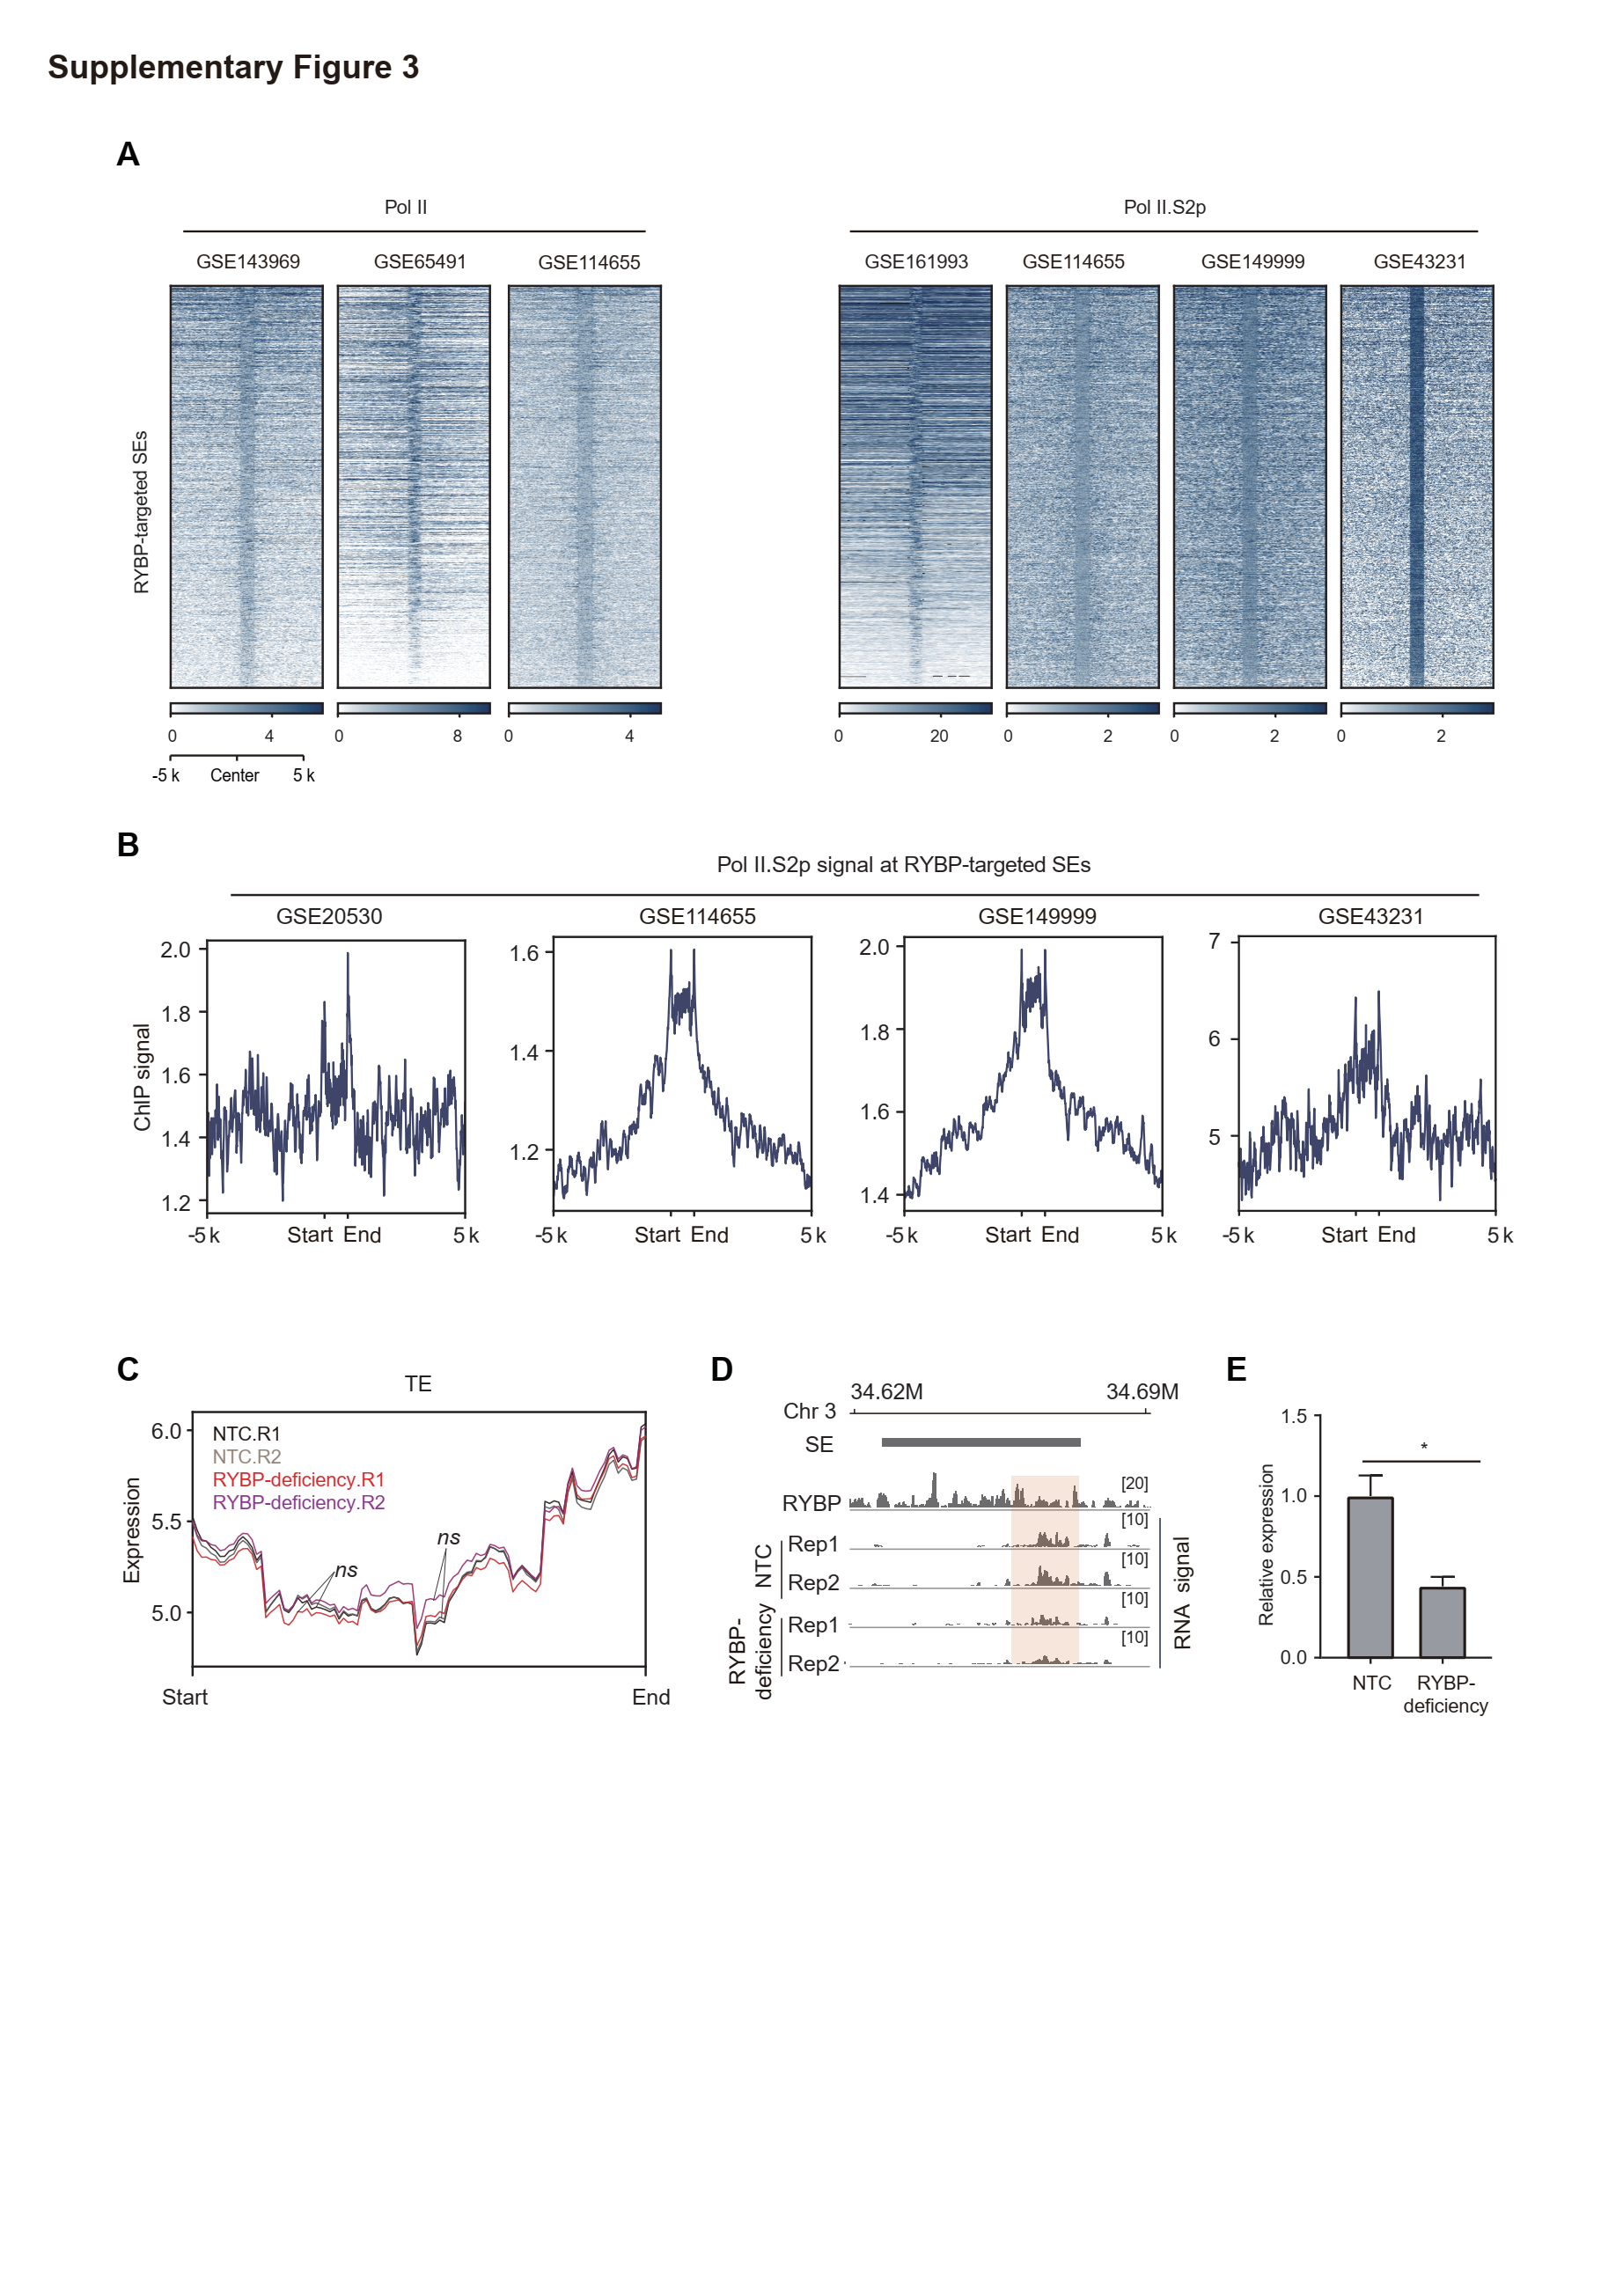

**Fig. S3** RYBP depletion reduces the expression of seRNAs. (**A-B**) Heatmap showing the ChIP-seq signal of Pol II and Pol II.S2p from different datasets. (**C**) Quantification showing the RNA expression level at SEs before and after RYBP deficiency, one-tailed K-S test, 2 replicates for the two groups, which shows that the RNA expression in NTC groups did not significantly higher than that in RYBP-deficiency group. (**D-E**) Representative locus showing the RNA expression level at SEs before and after RYBP deficiency, one-tailed Welch’s t-test, 2 replicates for the two groups.

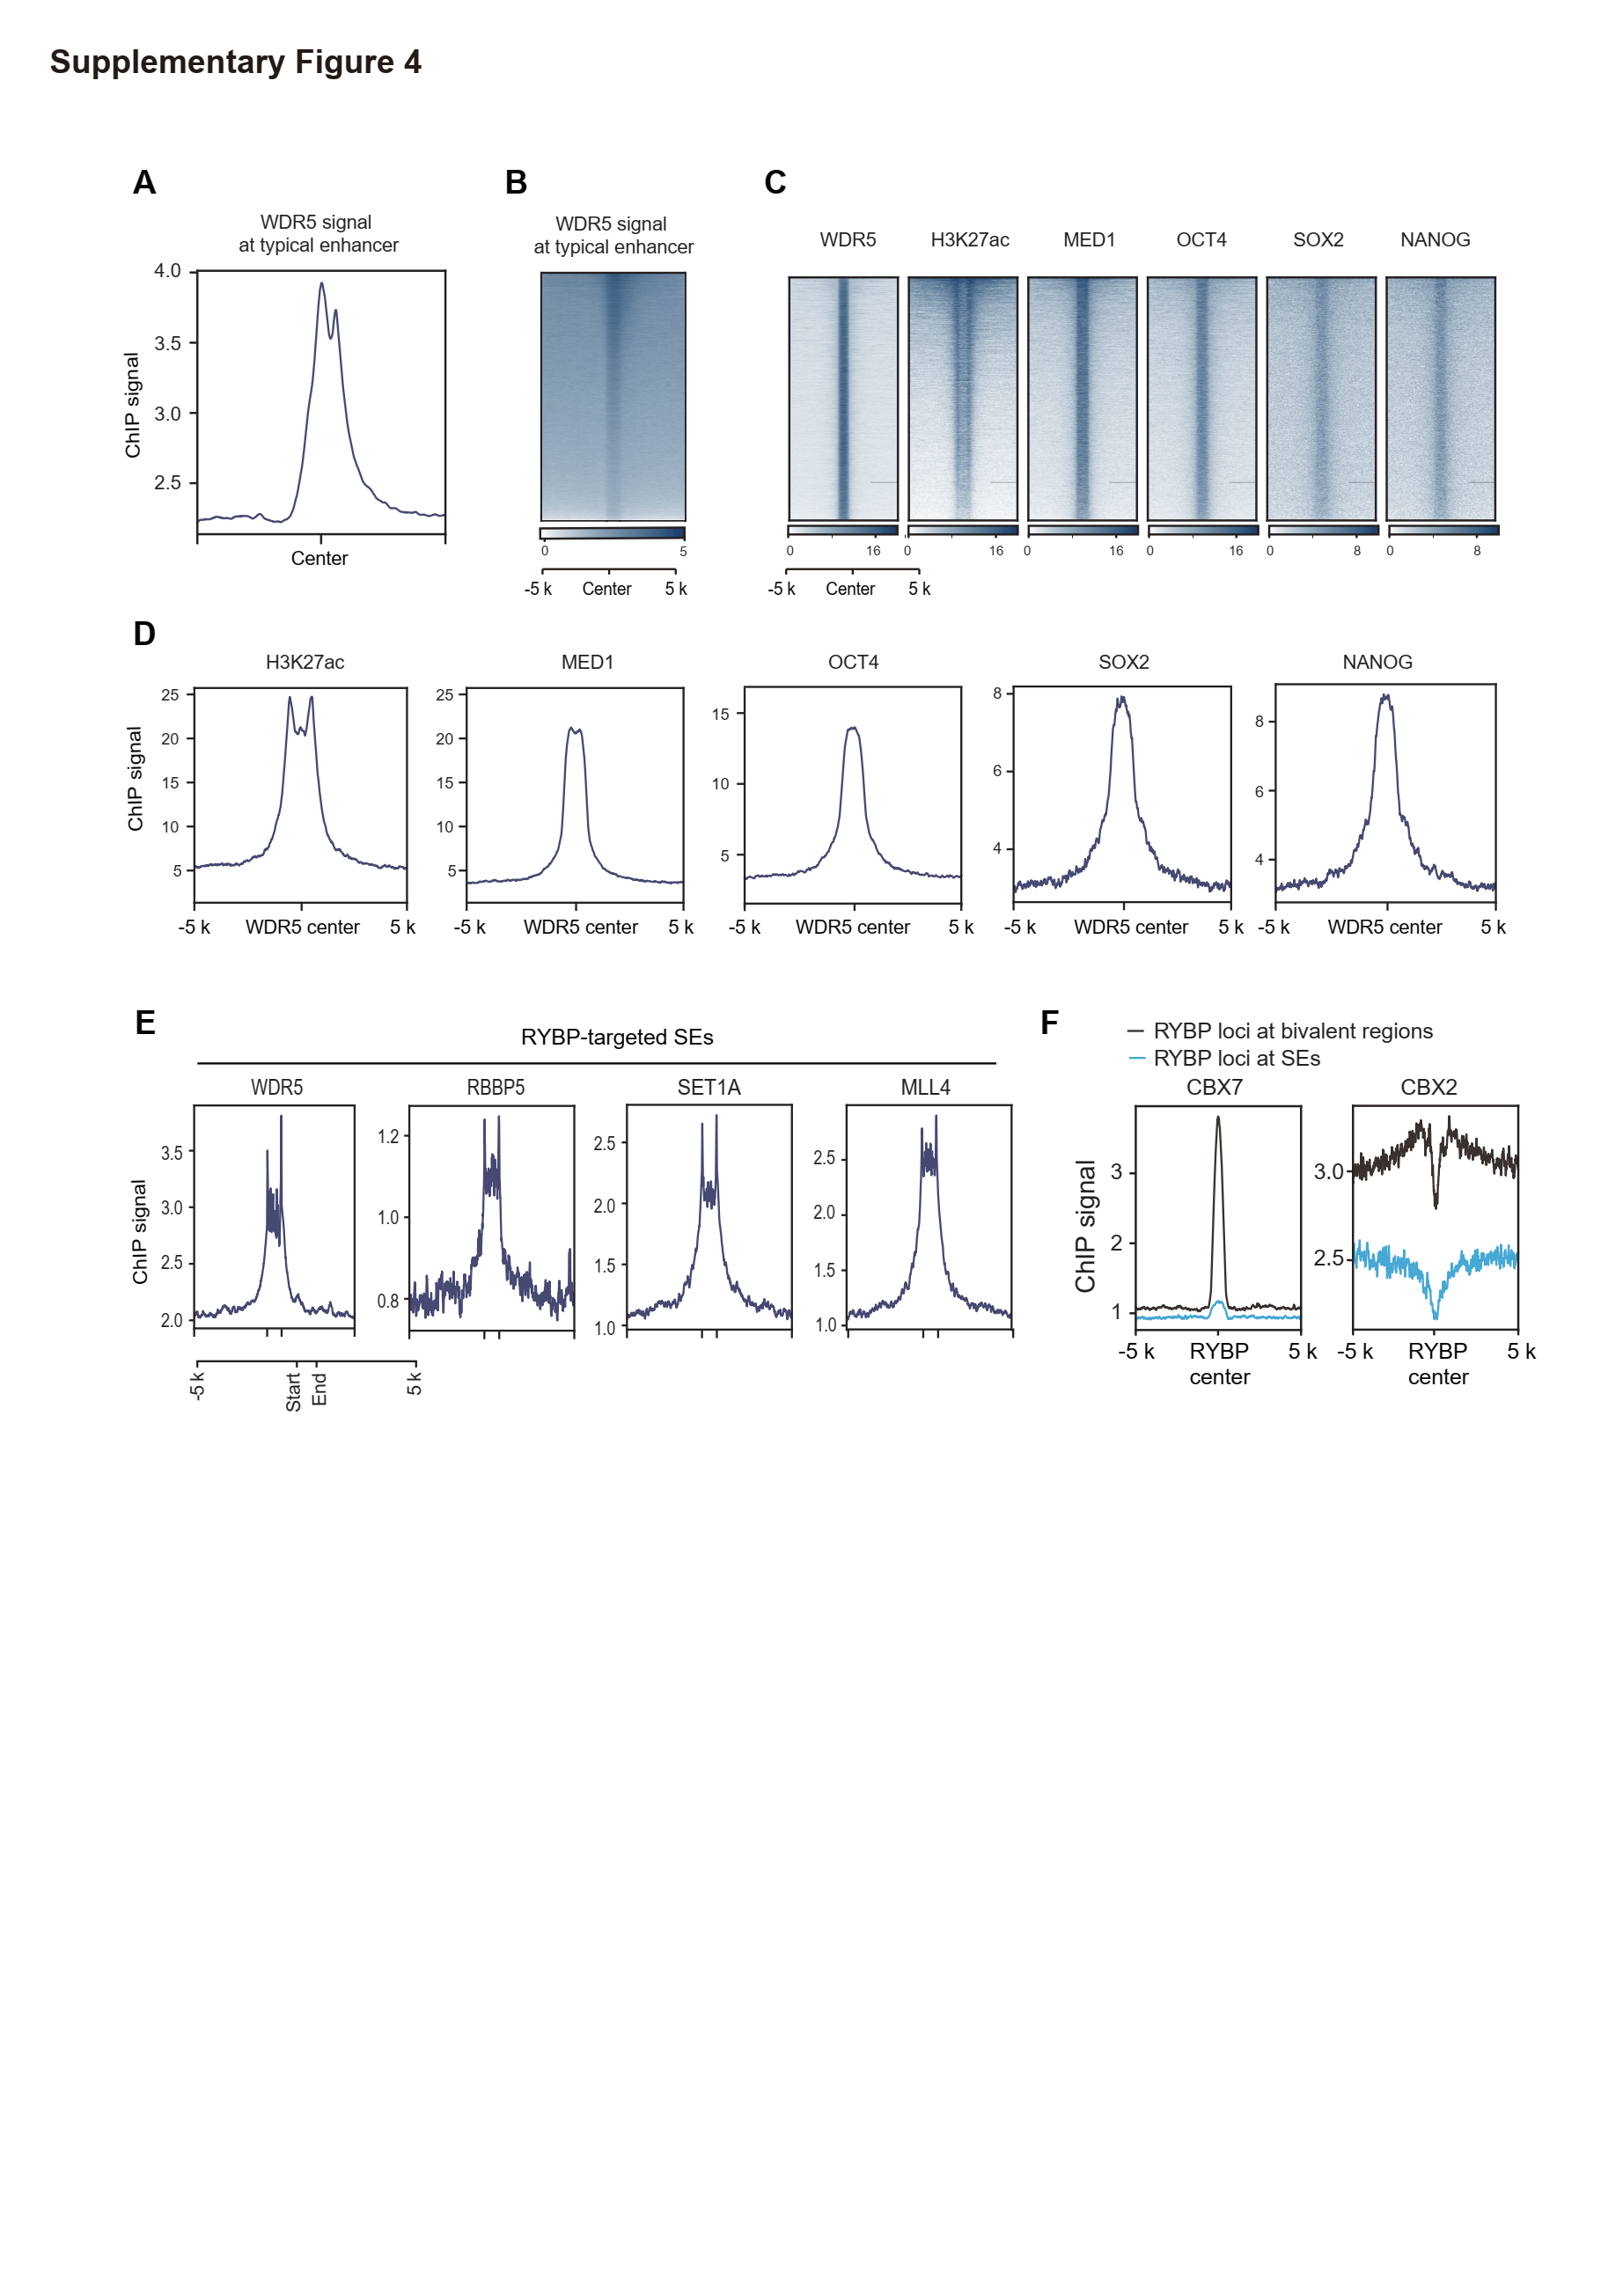

**Fig. S4** RYBP co-localizes with TrxG components at SEs. (**A-B**) WDR5 signal at typical enhancers. (**C-D**) Heatmap showing the deposition of H3K27ac, MED1, OCT4, SOX2 and NANOG at WDR5 loci. (**E**) ChIP-seq signal of TrxG components at RYBP-targeted SEs. (**F**) ChIP-seq signal of PcG components at the RYBP peak center.

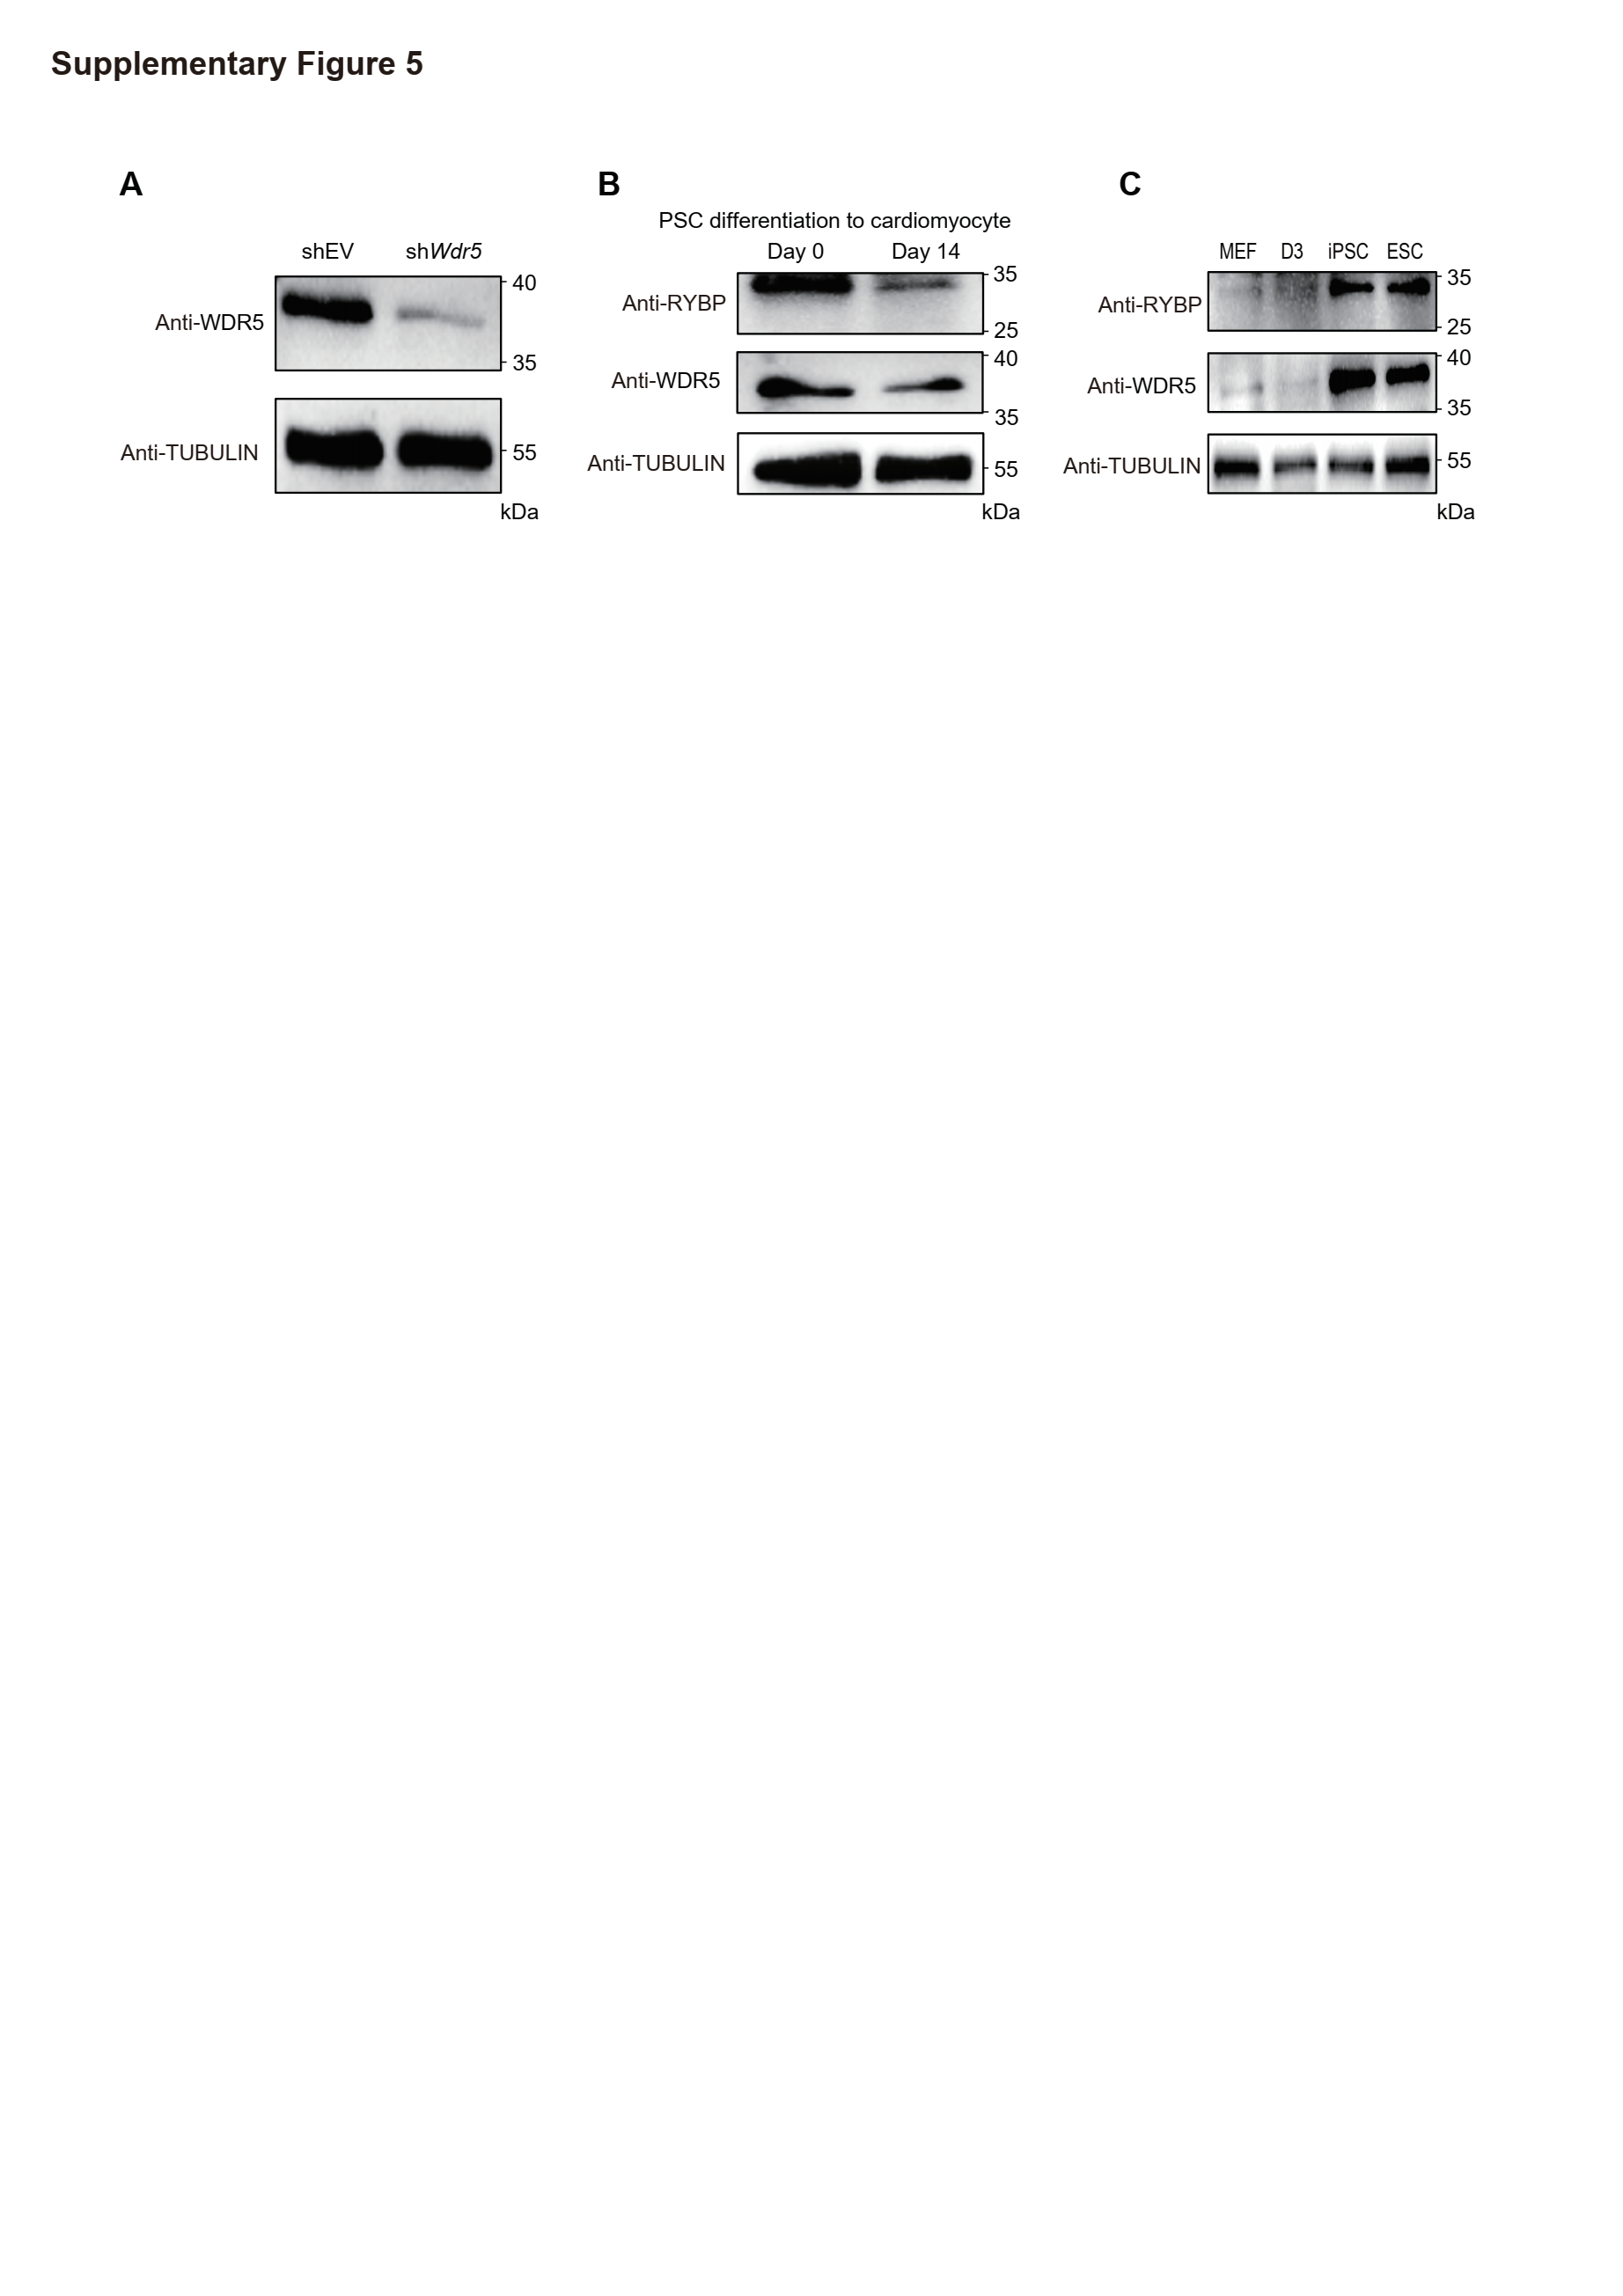

**Fig. S5** Deficiency of TrxG component reduces the expression of RYBP-regulated seRNAs. (**A**) Western blot showing the expression of WDR5 protein in WDR5 knockdown ESCs. (**B-C**) Western blot showing the expression of RYBP and WDR5 proteins during PSC differentiation to cardiomyocyte and reprogramming.

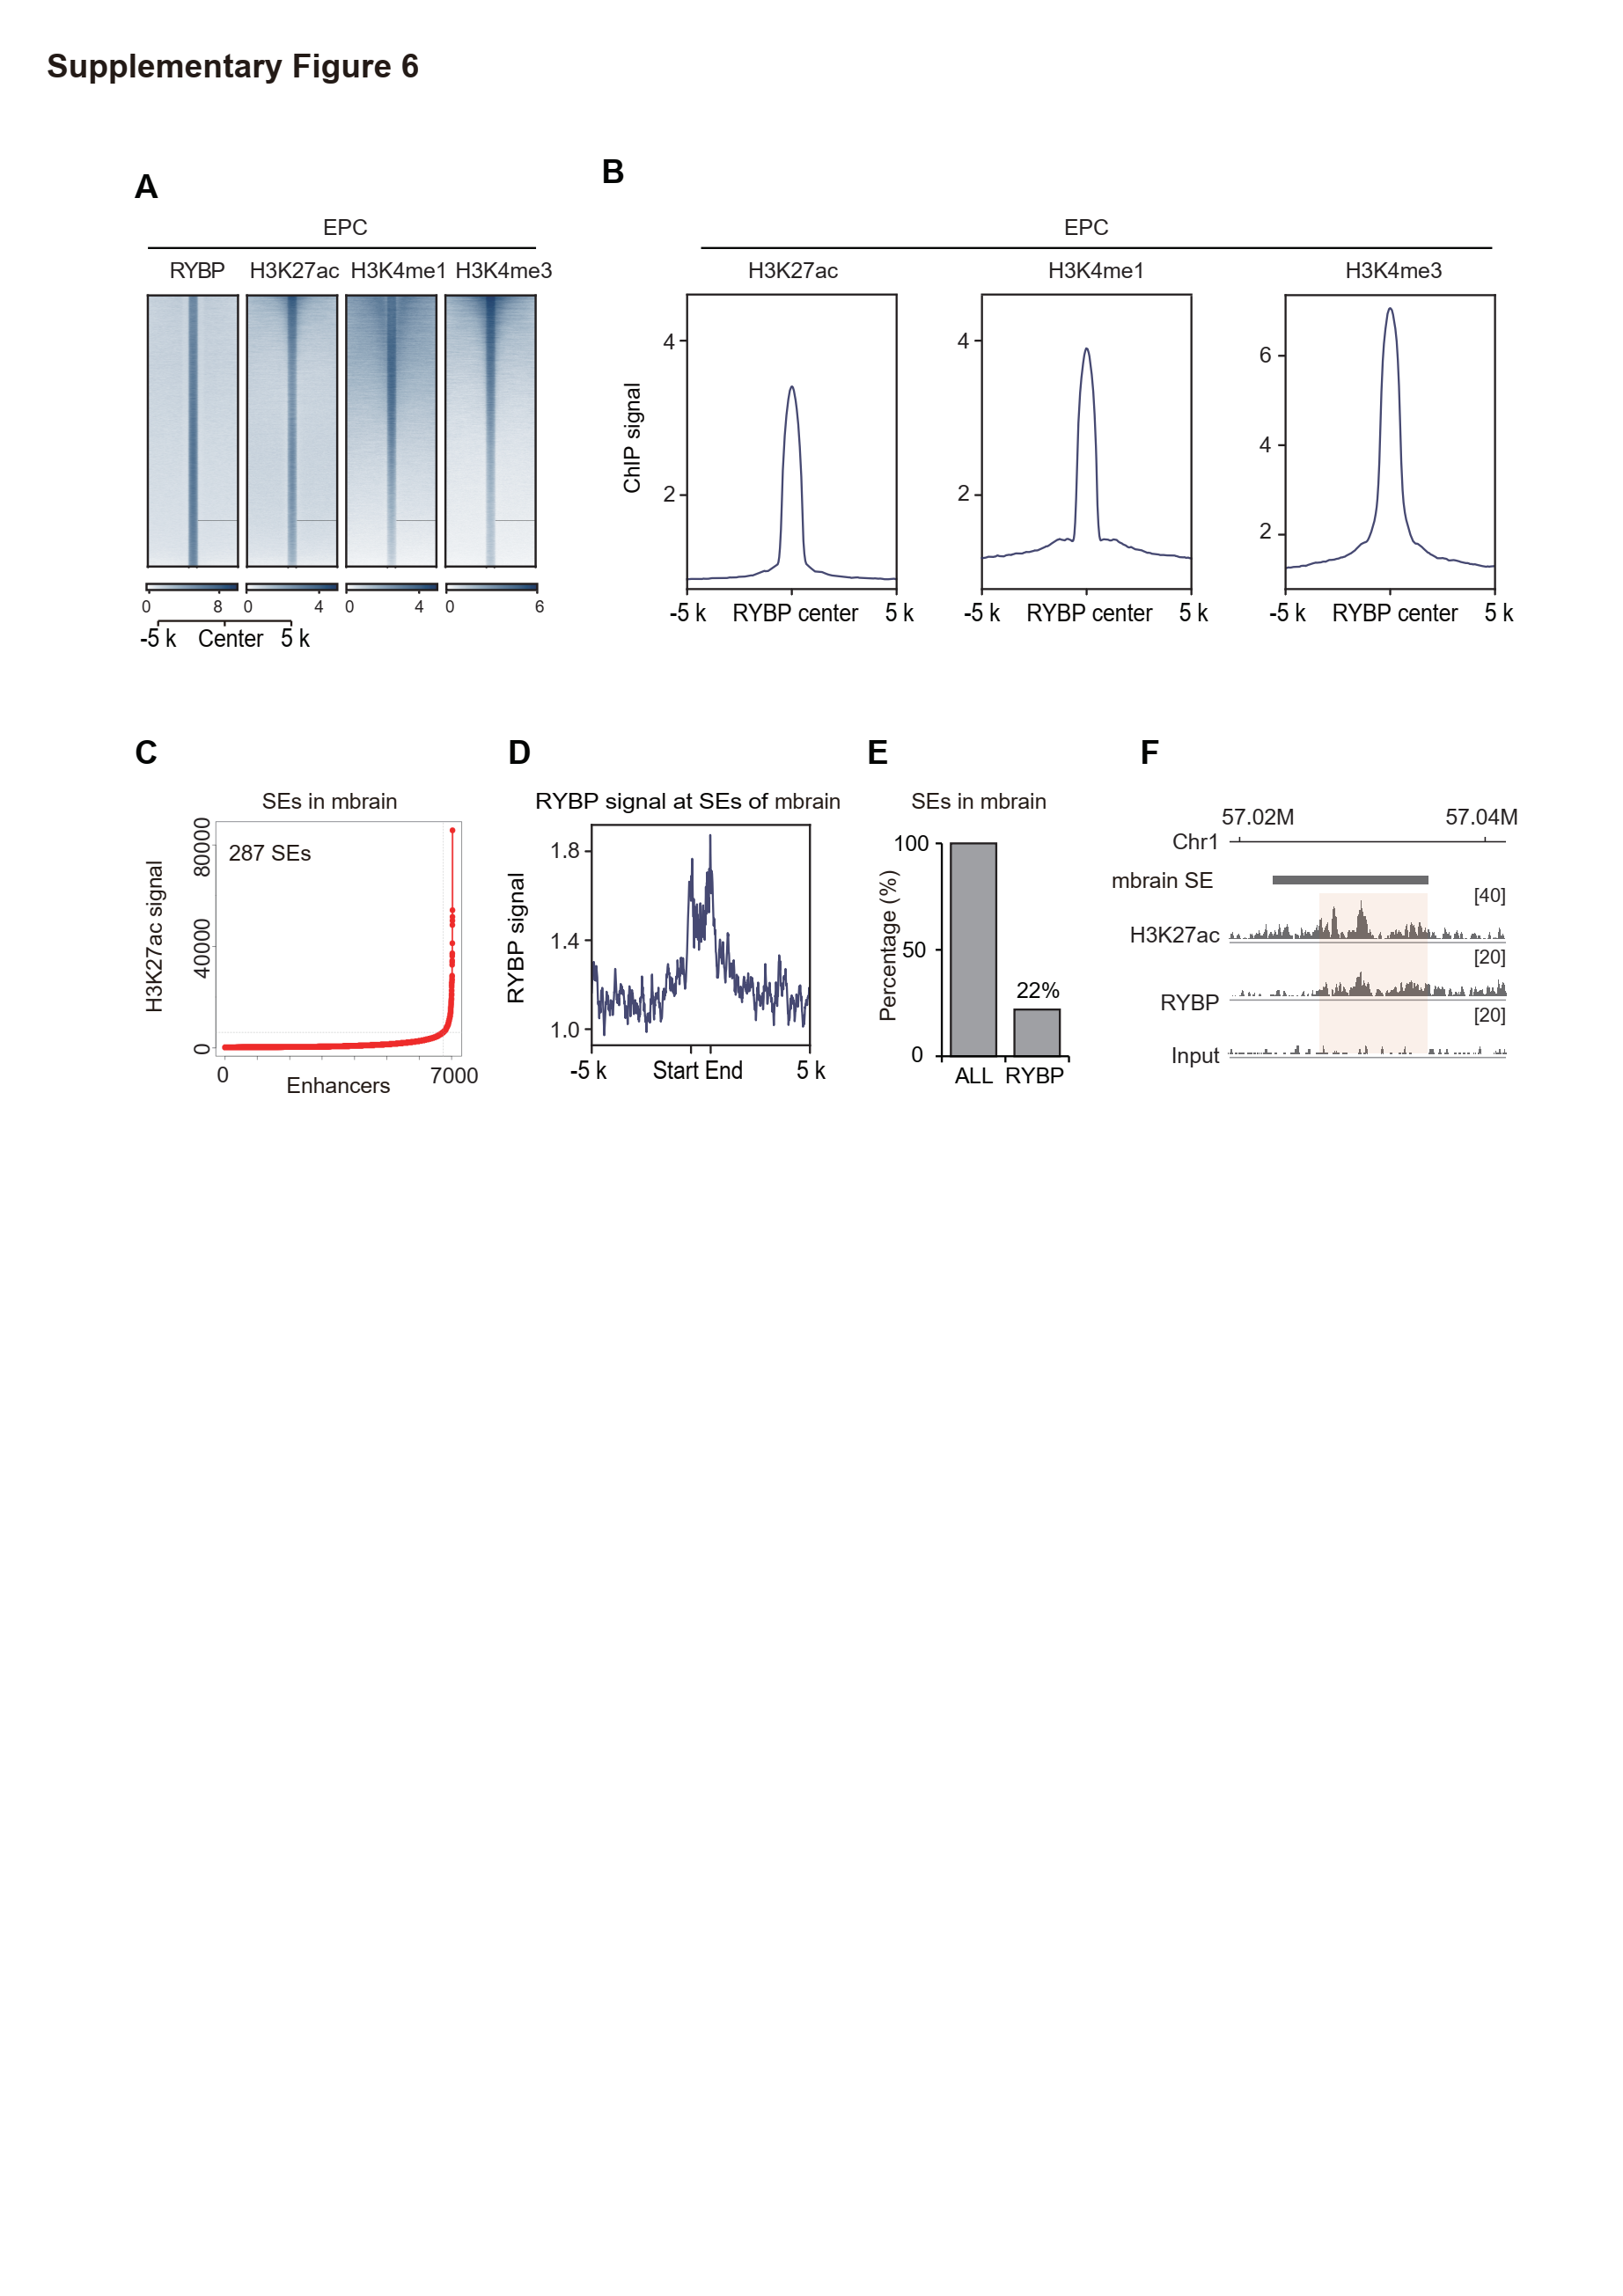

**Fig. S6** RYBP generally occupies SEs across cell types and species. (**A-B**) H3K27ac, H3K4me1 and H3K4me3 signal at RYBP loci in EPCs. (**C**) H3K27ac signal at enhancers in mbrain-derived cells. (**D**) RYBP signal at SEs in mbrain-derived cells. (**E**) The percentage of RYBP-targeted SEs among all SEs in mbrain-derived cells. (**F**) The representative loci showing the deposition of RYBP at SE in mbrain-derived cells.

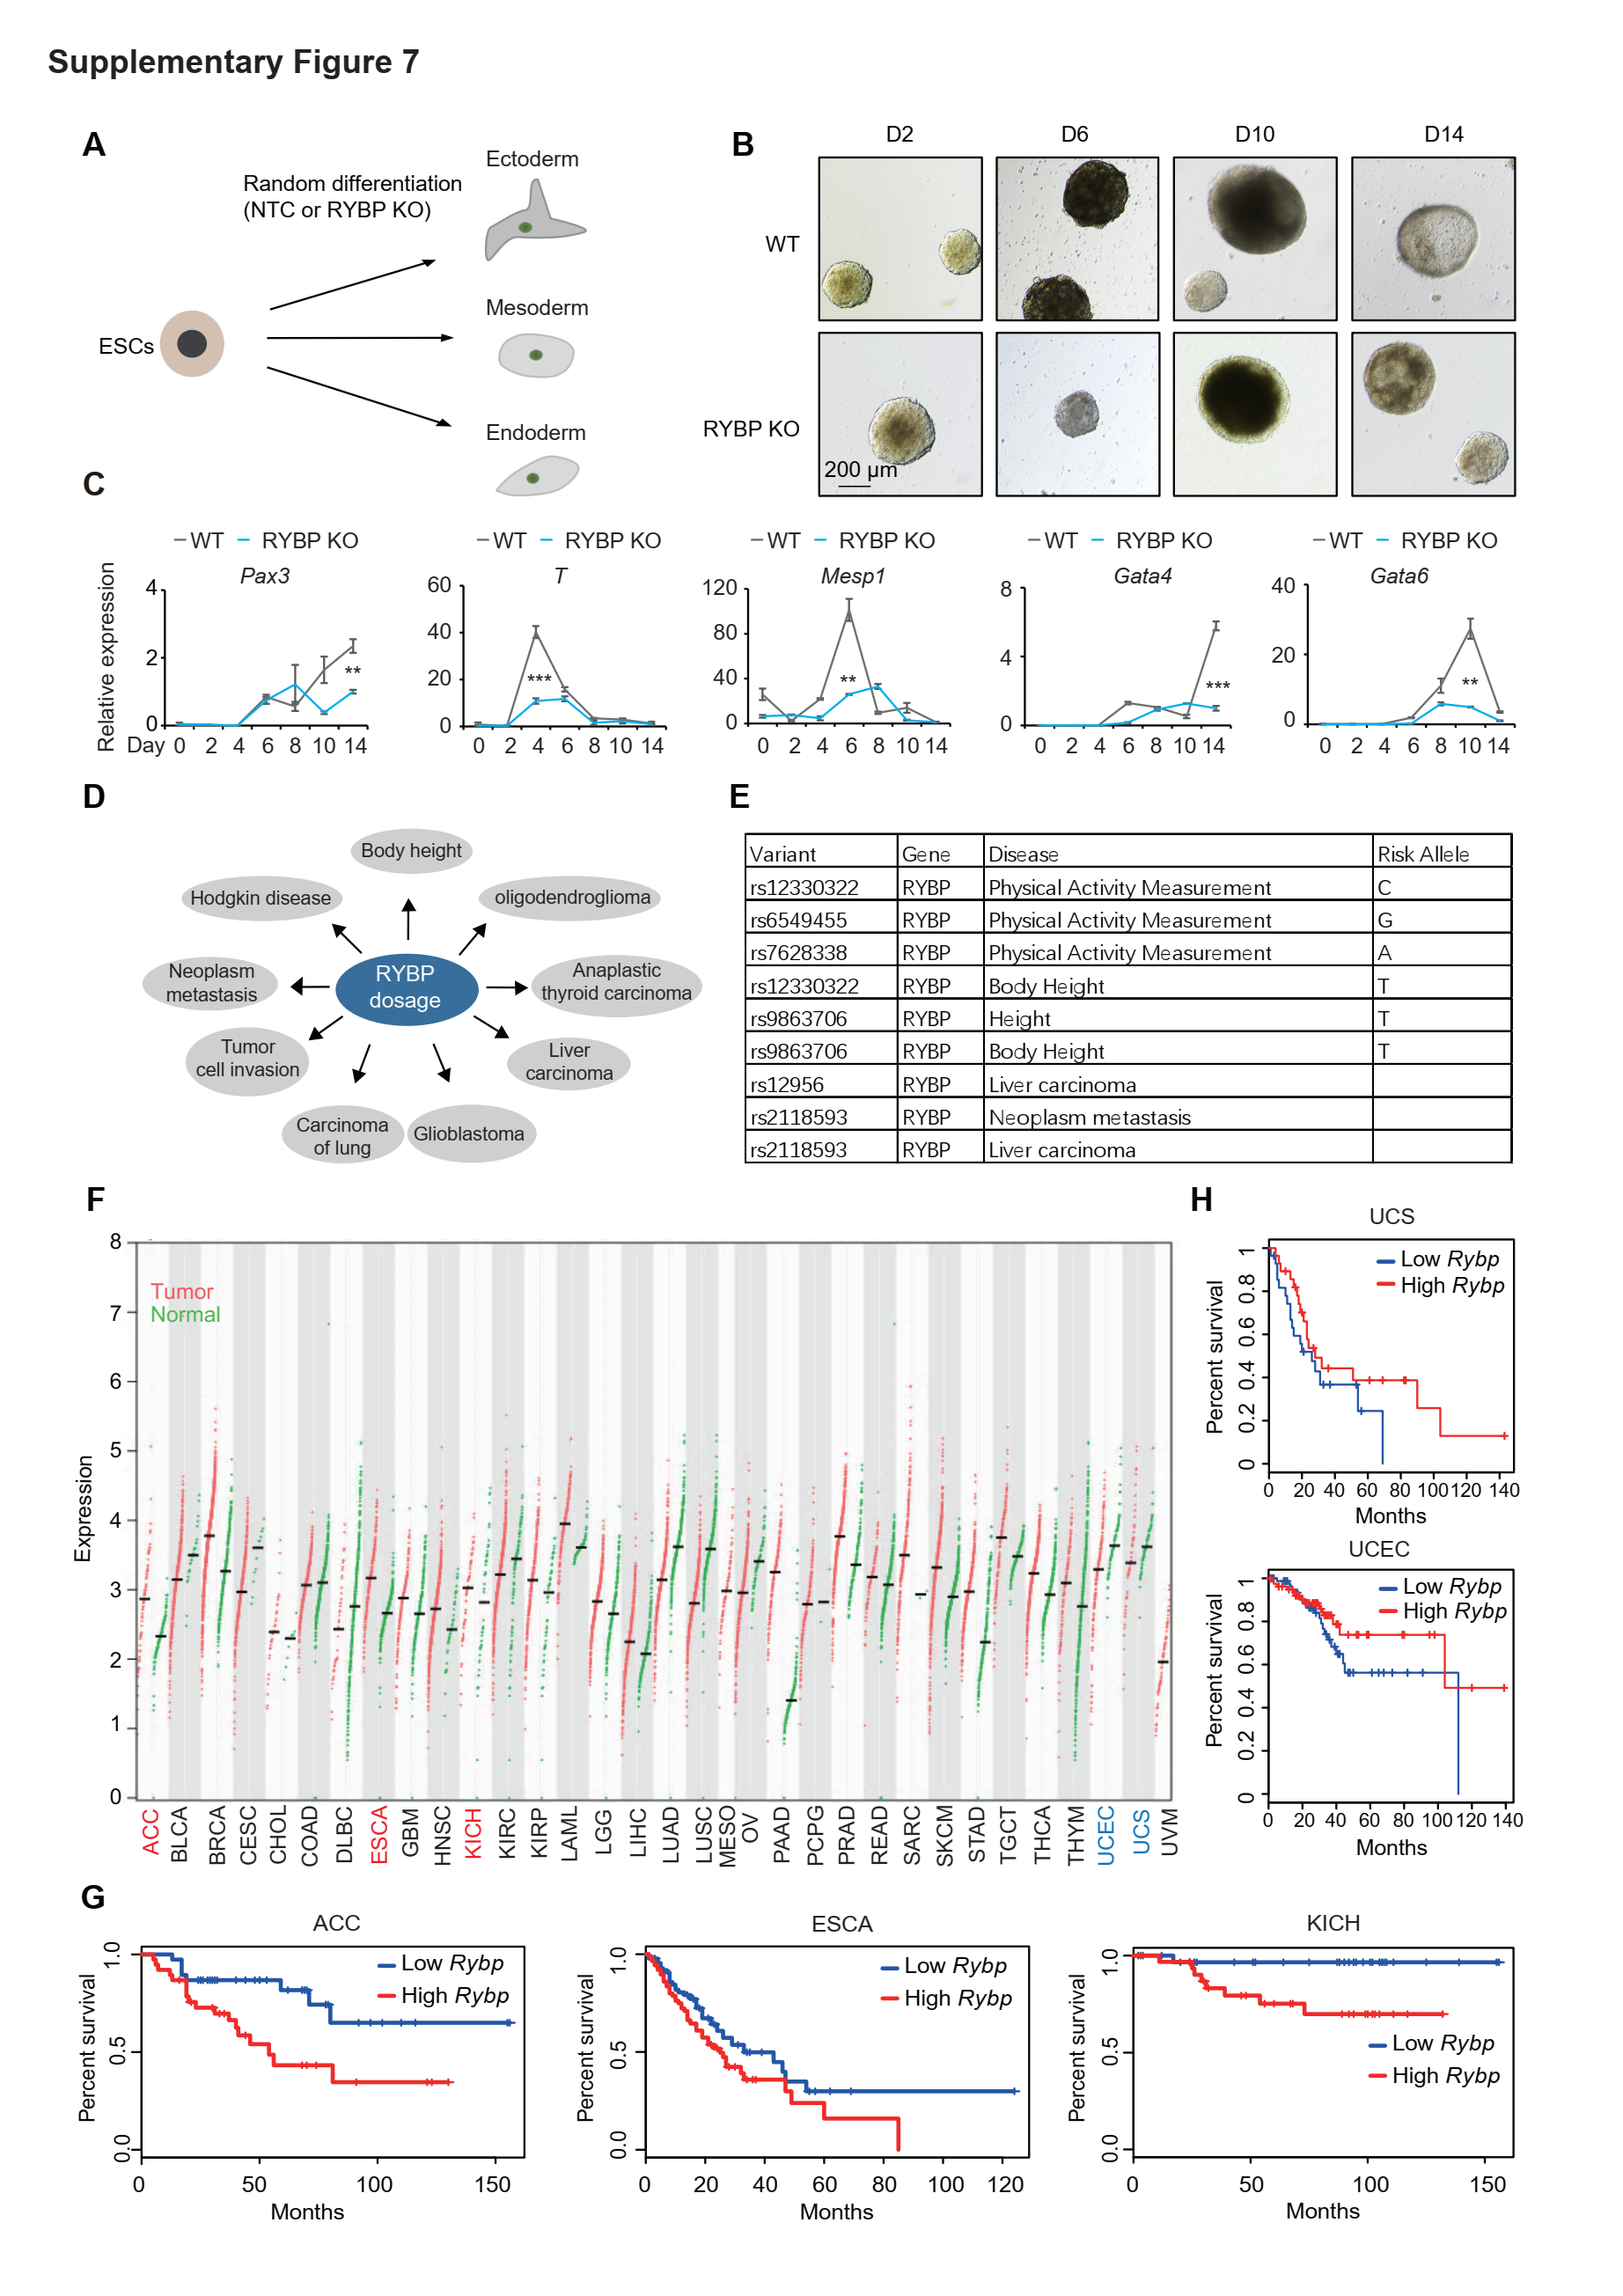

**Fig. S7** RYBP is required for cell fate control. (**A**) Schematic of the experimental design for investigating the role of RYBP in ESC differentiation. (**B**) Representative images showing the EBs in different days. (**C**) RT-qPCR detects the expression of genes in EBs from WT or RYBP KO ESCs, two-tailed Welch’s t-test, 3 replicates for each group. (**D-E**) A summary of diseases associated with the abnormal dosage and mutation of RYBP. (**F**) Relative expression of RYBP in normal individuals compared to tumor patients. (**G-H**) The survival curve displays the relationship between RYBP dosage and the survival time of different cancer patients, including Adrenocortical carcinoma (ACC), Esophageal carcinoma (ESCA), Kidney Chromophobe (KICH), uterine carcinosarcoma (UCS) and Uterine Corpus Endometrial Carcinoma (UCEC).

How the deposited data were processed for this re-analysis (not part of the article)

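ChIP-seq of H3K27ac, WDR5 and H3K4me3 was made in Rybp-floxed R7.15 ESCs, as control (Rybp+/+) or after 5 µM 4-OHT for 4 days (Rybp-/-). RNA-seq was made in R1 ESCs carrying the empty vector (shEV), shRybp or shWdr5, and in Rybp+/+ and Rybp-/- ESCs of the R7.15 line. Each group has 2 replicates. RING1B ChIP-seq came from R1 ESCs with shEV (1 library) and from ESCs carrying inducible Rybp and Stat3 without doxycycline (pooled replicates), and STAT3 ChIP-seq from Rybp+/+ and Rybp-/- ESCs (1 library each). The paper does not report on the RNA-seq of Rybp+/+ and Rybp-/- ESCs, nor on these RING1B and STAT3 libraries. They appear in the closing section, apart from the results of Pou5f1, Tfcp2l1 and SE-associated genes in Rybp-/- ESCs, which limit those after RYBP knockdown.

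The RNA-seq tables hold raw counts, which the authors made by trimming reads with Trim_galore 0.6.6, aligning them to mm9 with STAR 2.6.1b and counting them per gene with htseq-count 2.0.1. The methods do not state the strand setting, or whether a read pair was counted once or by mate. The summary tallies of htseq-count at the end of each table were left out of library sizes and tests. Counts on genes ranged from 38961268 to 52303725 in the RYBP knockdown table, from 19731613 to 21500931 in the WDR5 knockdown table and from 75496499 to 81049618 in the Rybp-/- table. The 10 most abundant genes took between 4.93% and 5.39% of the counts of a library. Of the 37620 gene identifiers, 37205 were paired with a symbol through the GENCODE vM1 annotation.

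The peak lists hold the fold enrichment (a ratio over background), by the authors' MACS2 2.1.1, and the -log10 of the q-value of each peak, also by the authors' MACS2. For H3K27ac, WDR5 and H3K4me3 the authors aligned reads to mm9 with Bowtie2 2.3.5.1, removed duplicates, merged the replicates and called peaks against input. For the RING1B and STAT3 lists the methods state no steps. The methods give an FDR of 0.01, while the lists hold peaks down to a -log10 q of 1.30 (narrow peaks) and 1.01 (broad RING1B peaks). All lists lie within the chromosomes of NCBIM37, the assembly of mm9. Intervals listed more than once for several summits were counted once. As no list has replicates, differences between genotypes in numbers of peaks have no replicate check and were not tested, and a list's depth is unknown.

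Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, with only the 2 groups compared in each fit. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. DESeq2 1.42.0 and edgeR's exact test served as alternatives. The authors used edgeR 3.16.5. Tests were two-sided. Standard errors of log2 fold changes came from the fitted model. The common biological coefficient of variation was 5.51% in the RYBP knockdown, 3.91% in the WDR5 knockdown and 4.03% in the Rybp-/- comparison. The RNA-seq procedure was tested on simulated data with 200 changed genes. It recovered 85.5% of them over 16202 genes for the RYBP knockdown (6.04% of its calls were false), 91.0% over 14834 genes for the WDR5 knockdown (4.21% false) and 83.5% over 16653 genes for Rybp-/- ESCs (5.65% false).

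Peaks were analysed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The overlap procedure was tested on 2000 simulated peaks, of which 1361 had a partner, and it found 1361 partners. SEs and TEs were rebuilt from all Rybp+/+ H3K27ac peaks, those at promoters included. The stitching distance was 12.5 kb, the ranking was by the sum of fold enrichment times length, and the cut was where the scaled rank curve has a slope of 1. Intervals for shares are 95% Wilson intervals, those for differences of shares 95% Newcombe intervals, and those for ratios of counts come from the Wilson interval of the share of one count in both. They cover counting error only.

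The comparisons, their tests, the alternatives other than those marked as chosen after seeing the data, and the rule for naming genes were set before the data were examined. The rule for SE-associated genes, the percentiles of peaks present in both genotypes, the groups of gene length, the densities per Mb and the ranking rule used with split control libraries were chosen after seeing the data. Named genes are the 3 largest rises and the 3 largest falls in each RNA-seq comparison among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, together with Rybp, Wdr5 and the genes the paper names in ESCs. A gene that this rule names is not reported here. Named peaks are those in the windows of the paper's browser panels. Gene-level alternatives were another normalization (DESeq2 size factors), other tests, other filters on low counts, a threshold on the log2 fold change, an unadjusted p, the replicate number as a block, and each replicate left out. Peak-level alternatives were a stricter threshold, SEs from the Rybp-/- peaks, from the merged peaks or with the paper's number of 1699, a minimum overlap of 50%, and equal numbers of peaks from each genotype.

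Of the tables of the series, 4 count tables with 16 columns and 4 peak lists were not used, because their columns could not be assigned to samples with certainty or because neither the paper nor any comparison set here calls for them. Changes after RYBP overexpression are among the results not reported here. Signal along the genome, RYBP peaks, enhancer RNA and HiChIP are not analysed here.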

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

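All tests of explanations in this part were chosen only after the results were seen. The number of genes changed in Rybp-/- ESCs and the share of SEs with a RING1B peak had been set as comparisons beforehand.

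Of the genes named in the paper, 4 changed in opposite directions after RYBP knockdown in R1 ESCs and in Rybp-/- ESCs of the R7.15 line, in every library of each group. The log2 fold change after knockdown was -0.74 for Tfcp2l1, -0.39 for Cbx2, -0.20 for Rbbp5 and -0.12 for Jarid2, and in Rybp-/- ESCs it was 0.56, 0.22, 0.10 and 0.22. The difference between the 2 comparisons was not tested. A scaling error would shift all genes alike, but the difference ranged over 1.00 on the log2 scale among the 4 genes, from Rbbp5, with 0.30 (standard error 0.06), to Tfcp2l1 (standard error 0.05), which argues against scaling of the libraries as the whole cause. Beyond these genes, 1510 of the 4748 genes called in both comparisons (31.8%) moved in opposite directions. The cell line, the way of lowering RYBP and the 4-OHT treatment cannot be told apart as sources, since no line has both a knockdown and a knockout, and each may contribute.

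In Rybp-/- ESCs, whose RNA-seq the paper does not report, 7720 of 16955 genes changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3873 higher and 3847 lower. Rybp fell from 110.4 and 110.2 CPM to 24.8 and 25.0, a log2 fold change of -2.15. The number of calls also depends on how close the replicates are, and their common biological coefficient of variation was 4.03%. Whether they are separate cultures is not given in the labels or methods, so replicates closer to each other than separate cultures may add to the number, and this stays open. An effect of 4-OHT itself was not tested, because every Rybp-/- library was treated and no treated control with intact Rybp was compared.

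The largest rise in Rybp-/- ESCs was that of Zscan4c, with a log2 fold change of 8.19 (standard error 0.19, adjusted p = 5.5e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which the paper does not report. Zscan4f rose by 8.07 and Zscan4d by 7.48. These genes are near-identical copies, so the value of each is uncertain. Reads shared between copies could only move counts within the family, but the summed counts of its 6 genes rose from 52 and 31 in the Rybp+/+ libraries to 5724 and 5799 in the Rybp-/- libraries, which argues against shared reads as the cause of the rise of the family. The level in Rybp-/- ESCs, 75.8 and 76.0 CPM, is close to that in R1 ESCs with the empty vector, 59.5 and 56.8, while Rybp+/+ ESCs had 0.655 and 0.382. The sum also rose after RYBP knockdown, to 289.7 and 272.5 CPM. An unusually low level in the Rybp+/+ libraries and an effect of RYBP cannot be told apart, since no other libraries of the R7.15 line are compared here.

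A RING1B peak of the shEV library, which the paper does not report, lay in 75.0% of SEs (839 of 1119, 95% Wilson interval 72.4 to 77.4) and in 35.0% of TEs. It overlapped 8.83% of the H3K27ac peaks and 52.2% of the WDR5 peaks in SEs. The length of SEs is a candidate explanation for the larger share, as RING1B peaks were less dense in SEs (26.1 per Mb) than in TEs (60.4 per Mb), with 2.68 per Mb elsewhere. Promoters inside SEs may add to the share of SEs, since without peaks within 2.5 kb of an annotated TSS it was 25.6%. The share of TEs was then 7.01%, so the share stayed larger in SEs. This argues against promoters as the whole cause of the larger share. The RING1B library is of another ESC line than the SEs, and no biological explanation was tested.

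STAT3 peaks, from 1 library per genotype that the paper does not report, lay in 24.8% of SEs and 6.17% of TEs in Rybp+/+ ESCs, and in 23.1% and 5.12% in Rybp-/- ESCs. The length of SEs may account for the larger share in SEs, because STAT3 peaks were less dense in SEs (5.14 per Mb) than in TEs (9.59 per Mb). They numbered 0.429 per Mb elsewhere. No biological explanation was tested, and the number of peaks, 2363 in Rybp+/+ and 1917 in Rybp-/- ESCs, has no replicate check.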

How the results depend on the processing

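The alternatives without peaks near a TSS, with a -log10 q of at least 2, with halved counts, with the nearest TSS, with equal numbers of peaks for lost WDR5 and H3K4me3 peaks, with every other Rybp+/+ peak in place of TEs, and the ranking rule used with split controls were chosen only after the results were seen.

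The numbers of changed genes stayed within 1.5 times under other normalization, tests and filters and an unadjusted p, with 7714 to 9470 genes for the RYBP knockdown, 7604 to 10031 for the WDR5 knockdown and 6680 to 8743 for Rybp-/- ESCs. DESeq2 shared 7704, 7604 and 6674 of its calls with edgeR. An absolute log2 fold change above 1 in addition left 2088, 2815 and 1330 genes by its construction, and raised the share lowered by WDR5 knockdown to 98.9%. Other settings than this and the block gave shares between 77.5% and 79.6%. By rank, the share was 82.9% with both shEV libraries in each comparison, and 77.4% and 79.8% with the controls split, where each comparison has a single control library. SE-associated genes lowered after RYBP knockdown numbered 1222, and 512 with the nearest TSS alone, which admits fewer genes.

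The replicate numbers of case and control libraries are not known to pair them, and the deviations of same-numbered replicates had correlations of 0.0209, 0.0204 and -0.0214 across genes. With the replicate number as a block, 9110, 9865 and 7724 genes changed, and the share lowered by WDR5 knockdown was 77.3%, for which the cause was not tested. The block changed no other call among the results of the set test and the shares. With each replicate left out there is no test. The called genes kept their direction in 99.99% to 100% of cases, which is favoured by having called them on all libraries, and the share was between 78.8% and 78.9%.

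Of 544 values of single genes under an alternative, 14 changed. Kmt2d after RYBP knockdown reversed from -0.0036 to 0.020 with at least 10 counts in every library, and it was not called under either. Another 6 became stronger and 7 weaker. The genes lowered after RYBP knockdown were lower as a set in Rybp-/- ESCs under all alternatives run, with p between 1.3e-05 and 0.0060 from limma's camera or fry. The share of genes lowered in Rybp-/- ESCs that WDR5 knockdown lowers stayed between 52.2% and 54.0%.

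SEs built from the Rybp-/- peaks reversed the number of H3K27ac peaks in SEs, from 93.1% to 106.8% of the Rybp+/+ number, and raised the difference in lost peaks between SEs and TEs from 6.07 to 13.3 percentage points. There TEs hold a Rybp-/- peak by construction, and against every other Rybp+/+ peak in place of TEs the difference reversed to -4.22. SEs from the merged peaks gave 98.4% of the number of H3K27ac peaks. With 1699 SEs the difference in lost peaks was 7.19.

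A -log10 q of at least 5 gave 86.0% of the H3K27ac peaks in SEs, a difference in lost peaks of 7.18, WDR5 in 87.9% and RING1B in 36.9% of SEs, with fewer peaks by construction. An overlap of at least 50% gave a difference of 7.30 and H3K4me3 at 97.7% of WDR5 peaks in SEs, and raised the share of WDR5 peaks lost in SEs from 10.6% to 12.3%, while leaving their number as it was. This share was 13.6% with equal numbers of peaks and 25.0% without peaks near a TSS, both chosen after seeing the data for it. Equal numbers of peaks from each genotype gave 86.4% for H3K27ac and 95.8% for H3K4me3, and reversed WDR5 from 104.5% to 96.4% in SEs, where both values have intervals that include no change. Within 10 groups of fold enrichment the difference in lost peaks was 4.46. Without peaks within 2.5 kb of a TSS, WDR5 lay in 29.7% and RING1B in 25.6% of SEs. The number of WDR5 peaks in SEs was then 110.2% and that of H3K4me3 peaks 86.9% of the Rybp+/+ number, and H3K4me3 lay at 76.3% of WDR5 peaks in SEs. Peaks near a TSS were left out of every list, so a partner near a TSS counted as absent in the 76.3% and in the 25.0% above. RING1B lay in 68.3% of SEs with a -log10 q of at least 2 and in 90.0% with the peaks of ESCs carrying inducible Rybp and Stat3 without doxycycline. Apart from the settings whose construction is named, the cause was not tested.

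The difference in H3K4me3 peaks lost at WDR5 peaks was above 0 under all alternatives run, but rests on 2 and 4 lost peaks. It was between 0.888 and 1.48 percentage points under those set beforehand for it, and 0.786 with equal numbers of peaks, 0.501 with a -log10 q of at least 2 and 2.08 without peaks near a TSS, which were chosen after seeing the data. Its interval included 0 with SEs from the Rybp-/- peaks (-0.0449 to 4.22) or from the merged peaks (-0.0111 to 3.89), with a -log10 q of at least 2 (-0.139 to 3.62) and without peaks near a TSS (-0.618 to 8.90). Peak lists without replicates limit all comparisons of genotypes to description. Not run were the alternatives for RYBP overexpression, whose columns could not be assigned, a fit of all 3 groups, since the shEV libraries were counted differently in both tables, and another pseudocount, since the values are counts.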

Differences from the paper's values

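All alternatives in this part were set before the data were examined, and no test was chosen only after the result was seen.

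The share of genes down-regulated upon RYBP deficiency that were up-regulated by WDR5 knockdown was 21.1%, against the paper's 8.3%, and the share down-regulated was 78.9% against the paper's 91.7%. None of the alternatives closed the gap in the up-regulated share. It was 22.5% with DESeq2 size factors, 20.4% with DESeq2, 20.4% without a filter on low counts, 22.7% with the replicate number as a block and 22.3% at an unadjusted p under 0.05. An absolute log2 fold change above 1 in addition gave 1.11%, on the other side of the paper's value.

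SEs numbered 1119, against the paper's 1699. With SEs built from the Rybp-/- peaks there were 1320 and from the merged peaks of both genotypes 1240, each within 1.5 times of the paper's number, and taking the 1699 top-ranked regions reaches it by construction. With a -log10 q of at least 5 the number was 929, farther from the paper's. TEs numbered 14797, against the paper's 66,111. The alternatives gave 17371, 17740, 14217 and 13550 TEs, and none closed the gap. The regions here are stitched from all H3K27ac peaks, without the additional filtering the paper names, and 38677 single H3K27ac peaks lie outside SEs.

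The paper states that RYBP deficiency lowered the H3K27ac signal over the genome. Signal is not analysed here, and the numbers and lengths of peaks are another measure. The number of H3K27ac peaks called in Rybp-/- ESCs was 108.7% of that in Rybp+/+ ESCs, while the length they covered was 95.2%.

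The paper states that the WDR5 signal at numerous loci within SEs was lower after RYBP depletion. Signal is not analysed here, and the number of peaks is another measure, so it does not test that statement. WDR5 peaks in SEs numbered 2710 in Rybp+/+ and 2832 in Rybp-/- ESCs. With equal numbers of top-ranked peaks from each genotype, the number in SEs was 96.4% of that in Rybp+/+ ESCs, which has the paper's direction.

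The loci on chromosomes 2, 8 and 15 that the paper calls SEs lie in TEs in the regions built here.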

Other observations

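All tests of explanations in this part were chosen only after the results were seen, except the split of the control libraries (though not the ranking rule used with it), the SEs from the Rybp-/- and from the merged peaks, and the comparison within groups of fold enrichment, which were planned.

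The shEV libraries appear in both knockdown tables with different counts. In the WDR5 knockdown table no gene had a higher count than in the RYBP knockdown table, and 95.1% of genes in replicate 1 and 94.1% in replicate 2 lay between 50% and all of the count there. Separate libraries of the same cells would differ at least as much as random thinning of the reads, but the spread of the count ratio in replicate 1 was 0.415 of that from random thinning (0.391 in replicate 2), against 4.25 between the 2 replicates. This argues against separate libraries. How the counts came to differ was not determined.

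WDR5 knockdown lowered 78.9% of the genes that were lowered after RYBP knockdown and changed after both. Chance values of the shared control libraries may raise this share, but cannot be the whole cause, since with split controls it was still 77.4% by rank, above all 100 simulated draws with split controls, the highest of which was 52.5%. Gene length bias as the whole cause is argued against as well. Over 10 groups of gene length the share was lowest, at 60.5%, among the longest genes, where 30.6% of all genes changed after WDR5 knockdown were lowered, and it exceeded the share of all changed genes in each of the 10 groups. Dependence on RYBP in both cell lines would make the share lower among genes that rose in Rybp-/- ESCs. The share was 79.6% there and 77.8% among genes that fell. Both values rest on the shared control libraries, with which simulated unchanged groups gave 75.3% on average by rank. Neither was computed with split controls, so they do not decide this explanation. A response common to the knockdown cultures relative to the empty vector stays open, because genes raised after RYBP knockdown were as one-sided (20.4% lowered) and a joint action of RYBP and WDR5 would give the same. Lower Wdr5 mRNA after RYBP knockdown (log2 fold change -0.49) also stays open. In Rybp-/- ESCs, where Wdr5 changed by only -0.14, the share was lower, at 53.1%, which goes with this explanation. Those cells also differ in line and in the way of lowering RYBP and share no control library with the WDR5 knockdown, so their lower share does not decide it.

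With no control library in common, WDR5 knockdown lowered 53.1% (1372 of 2583, 95% Wilson interval 51.2 to 55.0) of the genes lowered in Rybp-/- ESCs and 45.6% of those raised there. The genes lowered after RYBP knockdown were lower as a set in Rybp-/- ESCs (4273 genes, median log2 fold change -0.05 against 0.04 for other genes, p = 0.00014 from limma's camera, two-sided), a call that held under fry (p = 0.00021) and an estimated correlation (p = 0.0060). Across genes, which are not independent replicates, the log2 fold changes of Rybp-/- ESCs had a correlation of 0.398 with those of the RYBP knockdown and of 0.0894 with those of the WDR5 knockdown. SE-associated genes in Rybp-/- ESCs had 785 lower and 652 higher genes (p = 0.22 as a set from limma's camera with the preset correlation, 0.38 with an estimated correlation and 0.096 from fry, two-sided). The gene with the TSS nearest to the middle of each SE gave 359 lower and 287 higher genes (p = 0.17 from limma's camera with the preset correlation, 0.045 with an estimated correlation and 0.0025 from fry), so the call depends on the rule and the test. Genes with a TSS inside a TE had 2176 lower and 1365 higher genes (p = 0.0042 from limma's camera with the preset correlation), so that 61.5% of those that changed were lower, against 54.6% for SE-associated genes. After RYBP knockdown the order was the other way, with 59.5% and 71.2%, and none of these differences was tested. Of the genes named in the paper, 24 were tested in Rybp-/- ESCs, 7 lower and 9 higher, and adjusted over the list alone 8 lower and 10 higher. Otx2 and Lef1 had the largest falls after Rybp, with log2 fold changes of -1.79 and -1.75.

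The number of H3K27ac peaks in SEs was 93.1% of the Rybp+/+ number in Rybp-/- ESCs with SEs chosen on the Rybp+/+ peaks and 106.8% with SEs chosen on the Rybp-/- peaks, so the lower number may come from the choice of SEs. The covered length is another matter. It was 83.6% with SEs of Rybp+/+ ESCs, 89.2% with those of Rybp-/- ESCs and 86.1% with the merged ones, which argues against the choice of SEs as the whole cause. Weaker enrichment over the whole Rybp-/- library stays open. With SEs from the merged peaks, peaks outside SEs were also shorter in Rybp-/- ESCs, with a mean length of 90.5% of that in Rybp+/+ ESCs against 87.6% in SEs. Only the larger number of peaks called there brought the covered length outside SEs to 103.9%. A weaker library and a loss of H3K27ac upon RYBP depletion cannot be told apart, since each genotype has a single list of unknown depth. An effect of 4-OHT and a difference between libraries that acts only on broad regions were not tested, and no replicate is left in the lists.

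The larger share of H3K27ac peaks lost in SEs than in TEs, a difference of 6.07 percentage points, is only partly a matter of peak strength, as 4.46 percentage points stayed within groups of fold enrichment. Choosing SEs on the Rybp+/+ peaks favours such a difference, but 5.41 percentage points stayed with SEs from the merged peaks, which argues against it as the whole cause. It still matters, since SEs from the Rybp-/- peaks set against every other Rybp+/+ peak reversed the difference to -4.22. Seen from the other side, 18.9% of the Rybp-/- peaks in SEs built from the Rybp-/- peaks and 34.1% of those in TEs had no Rybp+/+ peak.

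WDR5 peaks lay in 91.2% of SEs. Promoters inside SEs are a candidate explanation, since the share was 29.7% without peaks within 2.5 kb of an annotated TSS. No biological explanation was tested.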
